# Fibulin-7 in progenitor cells promotes adipose tissue fibrosis and disrupts metabolic homeostasis in obesity

**DOI:** 10.1093/procel/pwaf084

**Published:** 2025-10-23

**Authors:** Hairong Yu, Fan Yang, Dandan Yan, Wei Chen, Lijun Yao, Hongli Chen, Siyu Lai, Jinyin Zha, Yi Sun, Yicen Zong, Jian Yu, Hong Zhang, Feng Jiang, Rong Zhang, Jian Zhang, Jing Yan, Cheng Hu

**Keywords:** adipose tissue fibrosis, FBLN7, TSP1, obesity, adipogenic stem and precursor cells

## Abstract

Fibrosis, resulting from excess extracellular matrix (ECM) deposition, is a feature of adipose tissue (AT) dysfunction and obesity-related insulin resistance. Emerging evidence indicates that adipogenic stem and precursor cells (ASPCs) are a crucial origin of ECM proteins and possess the potential to induce AT fibrosis. Here, we employed single-cell RNA-seq and identified a unique subset of ASPCs that were closely associated with ECM function. Within this subset, we discerned a notable upregulation in the expression of fibulin-7 (FBLN7), a secreted glycoprotein, in obese mice. Similarly, in humans, FBLN7 levels exhibited an increase in visceral fat among obese individuals and demonstrated a correlation with clinical metabolic traits. Functional studies further revealed that, in response to caloric excess, ASPC-specific *FBLN7* knockout mice displayed a diminished state of AT fibrosis inflammation, along with improved systemic metabolic health. Notably, the depletion of FBLN7 in ASPCs suppressed TGF-β-induced fibrogenic responses, whereas its overexpression amplified such responses. Mechanistically, FBLN7 interacted with thrombospondin-1 (TSP1) via its EGF-like calcium-binding domain, thereby enhancing the stability of the TSP1 protein. This, in turn, facilitated the conversion of latent TGF-β to its bioactive form, subsequently promoting TGFBR1/Smad signaling pathways. Furthermore, we developed an anti-FBLN7 neutralizing antibody, which could dramatically alleviate diet-induced AT fibrosis. These results suggest that FBLN7, produced by ASPCs, exerts a major influence in the development of AT fibrosis and may represent a potential target for therapeutic intervention.

## Introduction

As obesity progresses, adipose tissues (ATs) undergo maladaptive remodeling, characterized by adipocyte hypertrophy (Muir et al., 2016), low-grade inflammation (Mack, 2018), and continuous activation of pro-fibrotic cells, leading to fibrosis (Sun et al., 2013). As a result of excessive pathological accumulation of extracellular matrix (ECM), fibrosis of the AT impairs adipocyte hyperplasia adaptation and is recognized as a major contributor to AT dysfunction (Datta et al., 2018), obesity-associated insulin resistance (Lawler et al., 2016), as well as metabolic abnormalities, including type 2 diabetes (Lackey et al., 2014; Spencer et al., 2011). In particular, the extent of AT fibrosis may be a more important risk factor for metabolic complications than the degree of obesity itself (DeBari and Abbott, 2020). Consequently, there is an urgent need to elucidate the mechanisms underlying the development of AT fibrosis. Understanding the mechanisms mediating AT fibrosis may provide insights for developing strategies for combating obesity-associated metabolic disturbances.

The AT microenvironment, comprising multiple pro-fibrotic cells, including AT progenitors, fibroblasts, immune cells, and endothelial cells, plays a pivotal role in the progression of AT fibrosis. A recent study showed that the peptidase D (PEPD) protein, released from AT inflammatory macrophages, aggravated high-fat diet (HFD)-induced AT fibrosis and metabolic dysfunction (Pellegrinelli et al., 2022). The Hippo signaling pathway has also been found to be implicated in AT fibrosis, and the inhibition of YAP/TAZ activity in adipocytes can relieve fibrosis and improve metabolic homeostasis (Shen et al., 2022). In addition, emerging evidence suggests that platelet-derived growth factor receptor alpha (PDGFRα)-positive adipogenic stem and precursor cells (ASPCs) serve as a significant source of ECM proteins and have the capacity to cause AT fibrosis (Marcelin et al., 2017; Vila et al., 2014). During HFD-induced obesity, PDGFRα^+^CD9^high^ progenitors transition into a profibrogenic state and actively contribute to the progression of AT fibrosis (Marcelin et al., 2017). Despite considerable efforts, the precise mechanisms of PDGFRα^+^ cell-mediated AT fibrosis remain incompletely elucidated. Therefore, the identification of new regulators, specifically expressed in ASPCs and capable of regulating AT fibrosis, holds great significance.

Fibulin-7 (FBLN7), also known as TM14, is a newly identified member of the fibulin family (de Vega et al., 2007). This family comprises eight secreted ECM glycoproteins that are involved in tissue remodeling, ECM formation, and cell–matrix interactions (de Vega et al., 2009). FBLN7 has been reported to be widely expressed in the eye, teeth, placenta, and blood vessels. Moreover, it plays a vital role in biological processes, such as angiogenesis, cell morphology, cell migration, and cell adhesion. As FBLN7 can interact with ECM components, including fibronectin, integrins, and other members of the fibulin family (Chakraborty et al., 2020), it is plausible that FBLN7 could also exert a regulatory influence on tissue remodeling and fibrosis. Notably, studies have shown that *FBLN7* knockout (*FBLN7*-KO) mice were protected from renal tubular calcification and showed a trend of alleviating kidney fibrosis when fed a high-phosphate diet (Tsunezumi et al., 2018). Recently, FBLN7 has been recognized as a critical pro-fibrotic regulator of adverse cardiac remodeling after myocardial infarction by modulating the transdifferentiation process of fibroblasts into myofibroblasts (Zheng et al., 2023). Hence, it is highly probable that FBLN7 has pathogenic relevance in AT fibrosis. However, whether and how FBLN7 contributes to the progression of AT remodeling and fibrosis in obesity, along with its potential impact on metabolic disruptions, still remains unclear.

Here, we investigated the role of FBLN7 in PDGFRα^+^ ASPCs in AT fibrosis and metabolic dysfunction. By deleting or overexpressing *FBLN7* exclusively in PDGFRα^+^ cells of white adipose tissue (WAT), we elucidated the mechanism by which FBLN7 regulates AT fibrosis, systemic insulin resistance, and metabolic dysfunctions. Our findings revealed that FBLN7 activates transforming growth factor-β (TGF-β)-induced fibrogenic responses by binding to TSP1 through its epidermal growth factor (EGF)-like calcium-binding domain. Furthermore, we developed a FBLN7-neutralizing antibody, which could alleviate AT fibrosis in mice. Overall, our findings reveal that FBLN7 produced by ASPCs might represent a therapeutic target for AT fibrosis and obesity-related metabolic diseases.

## Results

### FBLN7 is upregulated in PDGFRα^+^ ASPCs of murine AT in obesity

To identify new regulators in the development of obesity-related AT fibrosis, we first generated a comprehensive atlas of cell plasticity in WAT at single-cell resolution in response to obesity. This was achieved by performing single-cell RNA sequencing (scRNA-seq) on the stromal vascular fractions (SVFs) of epididymal WAT (eWAT) from normal chow diet (NCD)- and HFD-fed male *C57BL*/*6J* mice. Unsupervised clustering analysis of 14,145 quality control-positive cells from both NCD- and HFD-fed mice divided the cells into 12 distinct clusters (Fig. S1A). Further analysis of ASPCs marked by PDGFRα revealed four ASPC clusters (ASPC 0–3), based on their gene signatures and specific marker genes (Fig. 1A and 1B). By mapping our datasets with the recent eWAT scRNA-seqs (Merrick et al., 2019; Nahmgoong et al., 2022), *Dpp4*, *Cd55*, and *Pi16*-expressing ASPC0 was annotated as “multipotent progenitors”; the high-adipogenic capacity fraction, ASPC1, was referred to “committed preadipocytes”; ASPC3, abundantly expressing *Mgp* and *Timp1*, appeared to be “adipogenesis-regulatory cells (Aregs)” that have been reported to suppress adipogenesis (Schwalie et al., 2018). Nevertheless, despite sharing a gene signature with ASPC3 in part, ASPC2, dominantly and exclusively expressing ECM-related genes, was previously unrecognized and thus gained our attention. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses also indicated that pathways related to ECM function were markedly enriched in ASPC2 (Figs. 1C and S1B). In support of this, pseudotime trajectories analysis predicted that “multipotent progenitors” ASPC0 had two distinct developmental trajectories: one leading to ASPC1 preadipocytes (cell fate 1) and the other to ASPC3 Aregs (cell fate 2). In contrast, ASPC2 did not exhibit any specific direction (Fig. S1C). Taken together, ASPC2 appeared to represent a unique cell type contributing to ECM function, suggesting it might be involved in AT fibrosis.

**Figure 1.**
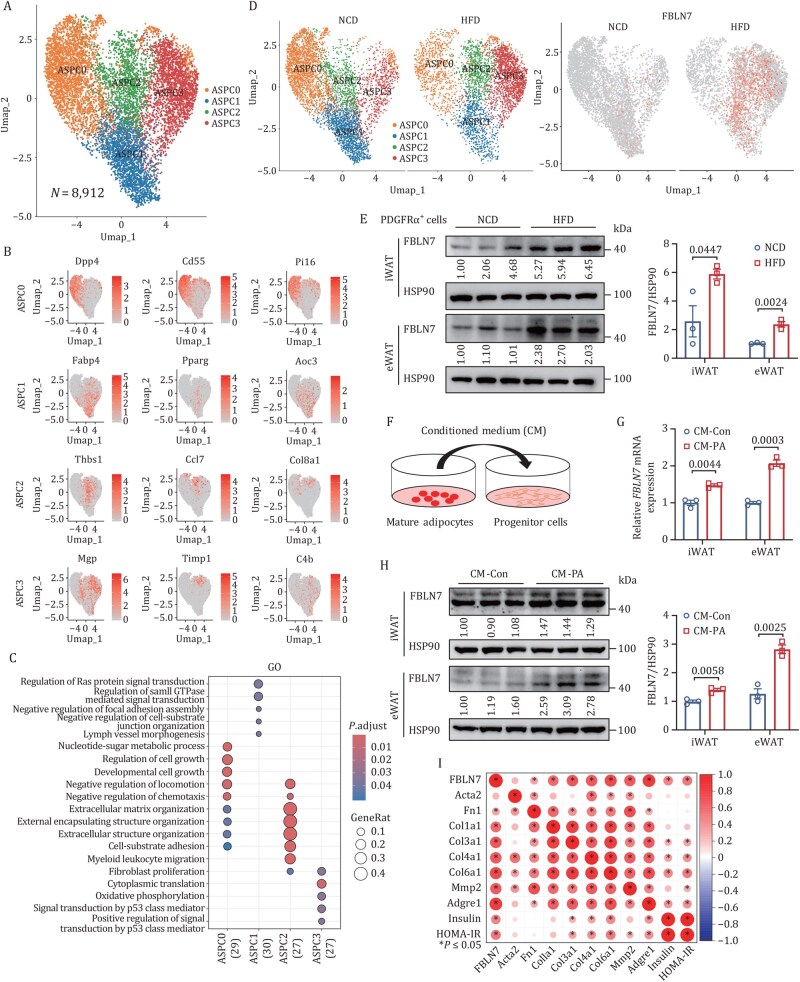
**ScRNA-seq reveals *FBLN7* upregulation in PDGFRα^+^ ASPCs of murine AT in obesity**. (A) UMAP plot of scRNA-seq for four clusters of ASPCs from the merged eWAT SVF of NCD and HFD mice. (B) UMAP plots of the normalized expression of representative marker genes for ASPC clusters. (C) GO enrichment analysis of ASPC clusters using the top 30 marker genes. (D) UMAP plots of scRNA-seq for four clusters of ASPCs from NCD and HFD mice (left), and *FBLN7* expression in UMAP (right). (E) Western blot and quantification of FBLN7 in PDGFRα^+^ SVF cells from WAT of NCD or HFD mice (*n *= 3). (F–H) CM of differentiated white mature adipocytes was collected to treat progenitor cells. (F) Illustration of the experiment. (G) RT-qPCR of *FBLN7* mRNA expression in progenitor cells (*n *= 3). (H) Western blot and quantification of FBLN7 in progenitor cells (*n *= 3). (I) Pearson correlations of *FBLN7* expression with pro-fibrotic markers, pro-inflammatory markers of iWAT, and metabolic parameters in HFD-fed mice (0–19 weeks, *n *= 60). Data are shown as mean ± SEM (E, G, and H). *P*-values were determined by unpaired two-tailed Student’s *t*-test (E, G, and H).

Given that HFD evoked ECM-related pathways in ASPC2 compared with the NCD condition (Fig. S1D), we proceeded to analyze the differentially expressed genes (DEGs) in ASPC2 between the NCD- and HFD-fed mice to identify the “standout” genes that contribute to obesity-induced AT fibrosis. The top DEGs showing the most significant effects (according to the adjusted *P *< 1 × 10^−50^) were first selected and then ranked by the value of pct. HFD/pct.NCD (defined as the ratio of the percentage of cells expressing gene levels in HFD to those in NCD). Among the top genes, *FBLN7*, which was expressed in 8-fold more cells under HFD than in the condition of NCD, emerged as a notable candidate (Figs. 1D and S1E). Strikingly, *FBLN7* was almost exclusively expressed in ASPC2 (Fig. S1F). In summary, *FBLN7* expression level underwent a substantial upregulation in the ASPC2 cluster of murine SVF PDGFRα^+^ cells upon HFD challenge.

Subsequently, we verified the findings from the scRNA-seq dataset. Compared with their lean counterparts, mRNA levels of *FBLN7* in both inguinal WAT (iWAT) and eWAT were significantly increased in mice with diet-induced obesity (DIO) or genetic obesity caused by leptin (*ob*/*ob*) or leptin receptor (*db*/*db*) deficiency (Fig. S2A). Immunohistochemical (IHC) staining and Western blotting also demonstrated the same upward trend in FBLN7 expression (Fig. S2B and S2C). By further separating the SVF and the mature adipocyte fraction (MAF) from WAT, we found that obesity enhanced FBLN7 expression significantly in the SVF (Fig. S2D). Leptin (Lep) and CD45 were used as controls for MAF and SVF, respectively (Yan et al., 2022). In addition, considering that over 95% of adherent SVF cells were PDGFRα^+^ (Fig. S2E), we cultured these cells from both NCD- and HFD-fed mice and confirmed that HFD resulted in a dramatic upregulation of *FBLN7* expression in PDGFRα^+^ ASPCs (Fig. 1E). To further explore the HFD-associated factors that might trigger FBLN7 expression, we established an *in vitro* model using a panel of stimulators, including palmitic acid (PA), tumor necrosis factor alpha (TNFα), interleukin 1 beta (IL-1β), and lipopolysaccharide (LPS). These stimulators were individually applied to stimulate the adherent PDGFRα^+^ progenitor cells and mature adipocytes. The results showed that only the conditioned medium (CM) from PA-treated mature adipocytes led to a significant increase in the abundance of FBLN7 in progenitor cells (Figs. 1F-H, S2F and S2G). These findings indicate that cytokines produced by adipocytes contributed to the FBLN7 upregulation in response to HFD challenge.

Considering the role of the ASPC2 cluster involved in the ECM pathway, ATs from mice fed with HFD for 0–19 weeks were collected to test the link between FBLN7 and fibro-inflammation. The results revealed that the expression levels of FBLN7 commenced a significant increase starting from the sixth week of the HFD (Fig. S2H), suggesting that FBLN7 induction was an early driver in obesity development, rather than a late downstream amplifier. Correlation matrix analysis showed that *FBLN7* mRNA levels in iWAT were positively correlated with the mRNA levels of fibro-inflammation markers such as *Fn1*, *Col1a1*, *Col3a1*, *Col4a1*, *Col6a1*, *Mmp2*, and *Adgre1*. Moreover, *FBLN7* levels also exhibited a positive correlation with serum fasting insulin levels, and systemic insulin resistance measured by the ‌homeostatic model assessment of insulin resistance (HOMA-IR) (Fig. 1I). Altogether, these results suggest that FBLN7 in ASPCs may couple fibro-inflammation and metabolic dysfunction.

### Human FBLN7 expression correlates with metabolic traits

To further investigate whether FBLN7 experiences upregulation in human obesity, we analyzed its expression in visceral fat biopsies from a cohort of individuals with a wide body mass index (BMI) range (Table S1). IHC staining and Western blotting revealed that overweight or obese individuals (BMI ≥ 24) had remarkably higher expression of FBLN7 in visceral fat when compared with those with normal BMI (BMI < 24) (Fig. 2A and 2B). Moreover, we observed a positive correlation between *FBLN7* mRNA expression of visceral fat and clinical quantitative traits indicating obesity and glucose metabolism, including BMI, fasting plasma glucose (FPG), as well as lipid metabolism indicators such as triglyceride (TG) and total cholesterol (TC) (Fig. 2C). In addition, *FBLN7* expression also demonstrated a positive correlation with pro-fibrosis markers such as *ACTA2* and *COL1A1* in visceral fat (Fig. 2D), emphasizing its potential role in AT fibrosis.

**Figure 2.**
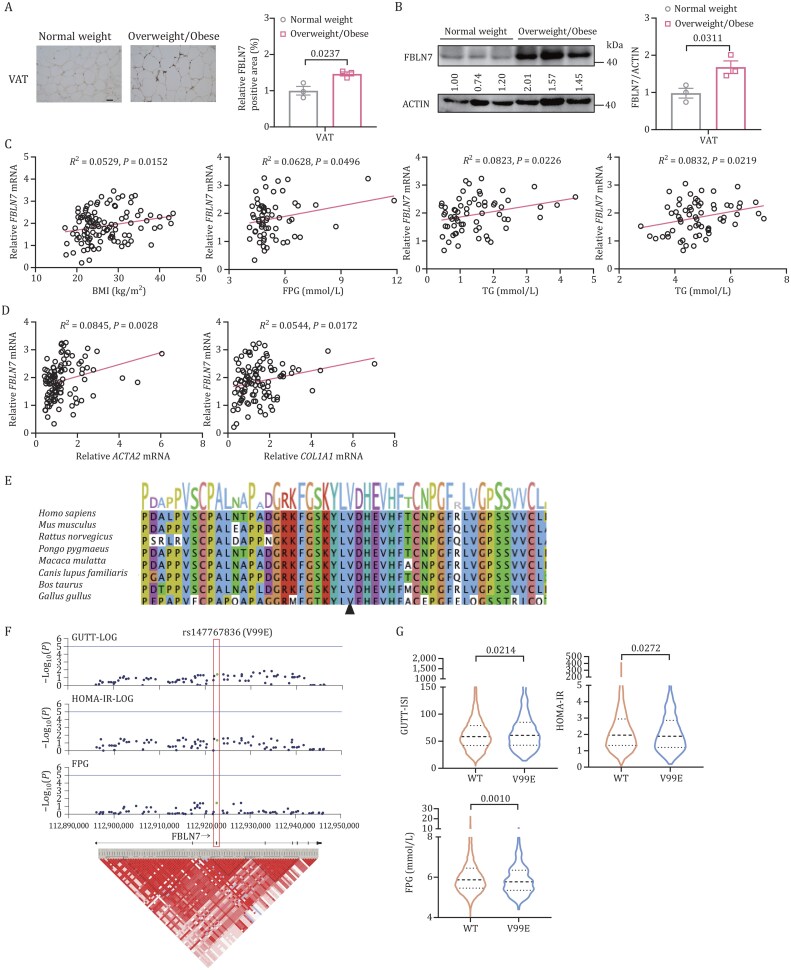
**Human FBLN7 expression correlates with metabolic traits**. (A) Representative IHC staining and quantification of FBLN7 in visceral fat from overweight/obese and normal-weight individuals (*n *= 3). Scale bars, 50 µm. (B) Western blot and quantification of FBLN7 in visceral fat from overweight/obese and normal-weight individuals (*n *= 3). (C) Correlation between *FBLN7* mRNA expression in human visceral fat and clinical metabolic traits: BMI (*n *= 111), FPG (*n *= 62), TG (*n *= 63), and TC (*n *= 63). *FBLN7* mRNA levels were normalized to *RPLP0* mRNA. (D) Correlation between *FBLN7* mRNA expression and fibrotic marker genes *ACTA2* and *COL1A1* in human visceral fat (*n *= 104). (E) Conservation analysis of FBLN7 amino acid residue at position 99 across species. (F) Region plot of genetic associations between *FBLN7* gene variants with GUTT-ISI, HOMA-IR, and FPG. Genome build is aligned with the GRCh37/hg19 assembly. (G) Levels of GUTT-ISI, HOMA-IR, and FPG in *FBLN7* WT and V99E variant carriers. Data were log-transformed before statistical analysis. Data are presented as mean ± SEM (A and B). Violin plots (G) show the median value, along with 25th and 75th percentiles. *P* values were determined by unpaired two-tailed Student’s *t*-test (A, B, and G). Pearson’s correlation analysis, showing *R*^2^ and *P* values, was performed for (C) and (D). (F) Linear regression analysis under the additive genetic model was used to test the effects of *FBLN7* variants on metabolic traits, adjusting for sex and age.

We also delved into the association of *FBLN7* genetic variants (single-nucleotide polymorphisms [SNPs]) with metabolic traits in humans using microarray genotyping datasets from the Shanghai Nicheng Cohort Study (Chen et al., 2018). Notably, we identified a missense variant p.Val99Glu (c.296T>A, rs147767836) (V99E). Conservation analysis showed that amino acid site 99 of FBLN7 is highly conserved across common species, such as *Homo sapiens* and *Mus musculus* (Fig. 2E). The genotype distribution was 10,708 subjects (97.21%) with TT, 306 subjects (2.78%) with TA, and only 1 subject (0.0091%) with AA. The baseline characteristics of participants with different genotypes were summarized in Table S2. Multiple linear regression adjusting for age and sex showed that rs147767836-A allele was associated with the Gutt insulin sensitivity index (GUTT-ISI), HOMA-IR, and FPG (Fig. 2F). Individuals carrying the V99E variant exhibited a mild yet statistically significant improvement in insulin sensitivity as evidenced by GUTT-ISI and HOMA-IR, and a reduction in FPG levels (Fig. 2G).

Collectively, these human data indicate that FBLN7 is closely correlated with metabolic traits, emphasizing its critical role in metabolic dysfunction.

### Global FBLN7 ablation alleviates insulin resistance and metabolic dysfunction

To clarify the role of FBLN7 in metabolic homeostasis, we examined the phenotypic characteristics of mice with global knockout of *FBLN7* (KO, *FBLN7*^−/−^) in comparison to their age- and sex-matched wild-type (WT, *FBLN7*^+/+^) littermates. The ablation of FBLN7 was confirmed in the KO mice (Fig. S3A). Consistent with previous reports (Tsunezumi et al., 2018), these KO mice did not show any obvious developmental or health defects (Fig. S3B). Following a 20-week HFD challenge, the body weights of the KO mice were found to be comparable to those of WT control mice (Fig. S3C). Additionally, no significant histological differences in adipocyte size were observed between the WT and KO genotypes (Fig. S3D and S3E). However, the eWAT of KO mice exhibited a higher weight (Fig. S3F) and a greater number of adipocytes in comparison to the controls (Fig. S3G), indicating a hyperplastic expansion of eWAT. Moreover, compared with control mice, the HFD KO mice displayed elevated serum adiponectin levels (Fig. S3H).

Next, we assessed glucose homeostasis and lipid metabolism. Compared with WT mice, KO mice had lower fasting insulin levels (Fig. S3I) and showed improved glucose tolerance and insulin sensitivity (Fig. S3J and S3K). In addition, in concordance with lower liver weights and intrahepatic TG contents (Fig. S3L and S3M), hematoxylin and eosin (H&E) and Oil Red O staining indicated reduced lipid accumulation in KO mice (Fig. S3N), suggesting that *FBLN7* ablation protected mice from HFD-induced hepatic steatosis. Therefore, it can be inferred that *FBLN7* ablation may mitigate HFD-induced metabolic dysfunction in mice, including insulin resistance, dysregulation of glycolipid metabolism, and liver steatosis.

### FBLN7 expressed in ASPCs regulates systemic metabolic homeostasis

Given that FBLN7 is predominantly localized in ASPCs in obese ATs, we further generated ASPC-specific KO mice using the PDGFRα Cre-lox system to investigate the role of FBLN7 in ASPCs during the pathogenesis of metabolic disorders. We intercrossed mice carrying a conditional loxP flanked (“floxed”) allele of *FBLN7* (also named as *FBLN7*-Flox mice, used as controls) with the *PDGFRα*-Cre mice to create ASPC-specific *FBLN7*-KO (referred to hereafter as *FBLN7*-APKO) mice. Our analysis confirmed that FBLN7 was successfully ablated in ASPCs from WAT (Fig. S4A and S4B). FBLN7 expression was also reduced in the eWAT and iWAT of *FBLN7*-APKO mice compared to those of *FBLN7*-Flox mice, while there were slight or insignificant changes in other tissues, thereby validating the specificity of the APKO mice (Fig. S4C and S4D). Notably, the APKO mice were born healthy and fertile, and did not show any gross abnormalities (Fig. S4E).

Similar to the global KO mice, *FBLN7*-APKO mice showed minimal changes in body weight (Fig. S4F) and adipocyte cell size (Figs. 3A and S4G). The administration of the HFD resulted in increased eWAT hyperplasia in the *FBLN7*-APKO mice when compared to control littermates (Fig. 3B and 3C), which is in line with the notion that shifting AT expansion from hypertrophy to hyperplasia may prevent pathological remodeling and AT dysfunction. *FBLN7*-APKO mice also displayed higher serum levels of adiponectin (Fig. 3D). In addition, *FBLN7* deletion in ASPCs improved HFD-induced hyperinsulinemia, glucose dysregulation, and insulin resistance (Fig. 3E-G). Insulin-stimulated AKT phosphorylation was also significantly higher in the iWAT, eWAT, and liver of *FBLN7*-APKO mice than that of the *FBLN7*-Flox mice (Figs. 3H and S4H). However, no significant differences were observed in muscle (Fig. S4I), suggesting that the partial knockdown (KD) of FBLN7 in muscle did not contribute to systemic metabolic performance. Regarding lipid metabolism, *FBLN7*-APKO mice exhibited reduced lipid accumulation in the liver (Fig. 3I-K), along with lower serum levels of TG, TC, and non-esterified fatty acid (NEFA) (Figs. 3L, S4J and S4K) when compared to *FBLN7*-Flox mice. These data indicate that FBLN7 deficiency in ASPCs leads to phenotypic effects that closely resemble those observed in global KO mice.

**Figure 3.**
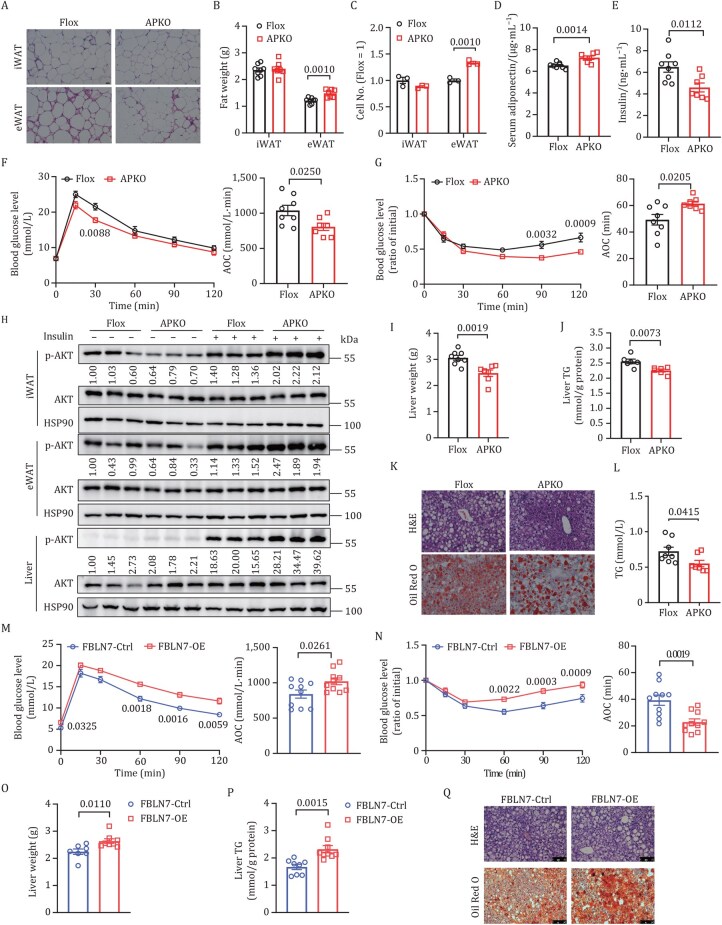
**FBLN7 expressed in ASPCs regulates systemic metabolic homeostasis**. Male *FBLN7*-Flox and age-matched *FBLN7*-APKO mice were fed HFD at 7 weeks of age and maintained for 25 weeks (A–L). (A) Representative H&E images of WAT. Scale bars, 25 µm. (B) Fat-pad weights of Flox (*n *= 8) and APKO (*n *= 7) mice. (C) Quantification of adipocyte cell numbers (*n *= 3). (D) Serum adiponectin levels (*n *= 8, Flox mice; *n *= 7, APKO mice). (E) Serum insulin levels (*n *= 8, Flox mice; *n *= 7, APKO mice). (F) GTT and AOC (*n *= 8, Flox mice; *n *= 7, APKO mice). (G) ITT and AOC (*n *= 8, Flox mice; *n *= 7, APKO mice). (H) Western blot of AKT phosphorylation in iWAT, eWAT, and liver after insulin or saline administration (*n *= 3). (I) Liver weight (*n *= 8, Flox mice; *n *= 7, APKO mice). (J) Quantification of hepatic triglycerides (*n *= 6). (K) Representative images of H&E (top) and Oil Red O (bottom) staining of the liver. Scale bars, 25 µm. (L) Serum TG levels (*n *= 8, Flox mice; *n *= 7, APKO mice). Male iWAT (8 weeks old) received bilateral iWAT injections of AAV-*FBLN7* or AAV-*Control* and were fed HFD for 25 weeks (M–Q). (M) GTT and AOC (*n *= 10). (N) ITT and AOC (*n *= 10). (O) Liver weight (*n *= 7, *FBLN7*-Ctrl mice; *n *= 8, *FBLN7*-OE mice). (P) Quantification of hepatic triglycerides (*n *= 8, *FBLN7*-Ctrl mice; *n *= 9, *FBLN7*-OE mice). (Q) Representative images of H&E (top) and Oil Red O (bottom) staining of the liver. Scale bars, 100 µm. Data are shown as means ± SEM (B–G, I, J, and L–P). For statistical analysis, unpaired two-tailed Student’s *t*-test was performed for (B–G, I, J, and L–P), and a two-way ANOVA with Sidak’s multiple comparison test was performed for (F, G, M, and N).

To further validate the effects of the FBLN7 on metabolic deterioration, we constructed a local *FBLN7* overexpression model (*FBLN7*-OE) by injecting adeno-associated virus (AAV)-*FBLN7* into the iWAT of 8-week-old WT *C57BL/6J* mice. The successful overexpression of FBLN7 in ASPCs was validated (Fig. S5A and S5B). *FBLN7*-OE and control mice were subjected to an HFD for 25 weeks. In contrast to *FBLN7*-APKO mice, *FBLN7*-OE mice showed lower adiponectin levels and higher fasting insulin levels (Fig. S5C and S5D). In addition, *FBLN7*-OE mice exhibited impaired glucose tolerance (Fig. 3M), as well as reduced insulin sensitivity, as revealed by the insulin tolerance test (Fig. 3N) and reduced AKT phosphorylation in iWAT and liver relative to controls (Fig. S5E). The overexpression of FBLN7 in iWAT also exacerbated liver steatosis (Fig. 3O–Q) and increased serum TG, TC, and NEFA levels (Fig. S5F and S5H). Collectively, these data indicate that FBLN7 may play a pivotal role in exacerbating metabolic disorders.

### FBLN7 expressed in ASPCs modulates obesity-related AT fibrosis

Given that AT fibrosis is a pathological process of AT remodeling that can control systemic metabolic homeostasis, and FBLN7 is considered involved in the ECM function, we embarked on a further exploration to determine whether the effects of FBLN7 in ASPCs on metabolic homeostasis were coupled to AT fibrosis. Following an HFD for 25 weeks, *FBLN7*-APKO mice exhibited a markedly decrease in ECM accumulation in WAT, as revealed by Masson’s trichrome and Sirius red staining (Figs. 4A and S6A). Parallel trends were observed in the hydroxyproline levels (Figs. 4B and S6B) as well as in the expression levels of fibrotic markers (Figs. 4C, 4D, S6C and S6D). In line with these results, flow cytometry analysis revealed a significant reduced proportion of α-Sma^+^ cells within PDGFRα^+^ populations in WAT (Figs. 4E and S6E) of *FBLN7*-APKO mice compared to their *FBLN7*-Flox littermates. The gating strategies employed and the negative control results were shown in Fig. S6F and S6G, respectively. These results confirmed a diminished AT fibrosis environment in *FBLN7*-APKO mice. It was well documented that extensive AT fibrosis is typically accompanied by AT inflammation (Crewe et al., 2017). We found that *FBLN7* depletion in ASPCs reduced HFD-induced F4/80^+^ crown-like structures (CLS) in WAT (Fig. 4F). Similar to male mice, female APKO mice exhibited metabolic phenotypes comparable to those of male mice, including improved metabolic health (Fig. S7A-I) and alleviated AT fibrosis (Fig. S7J-N).

**Figure 4.**
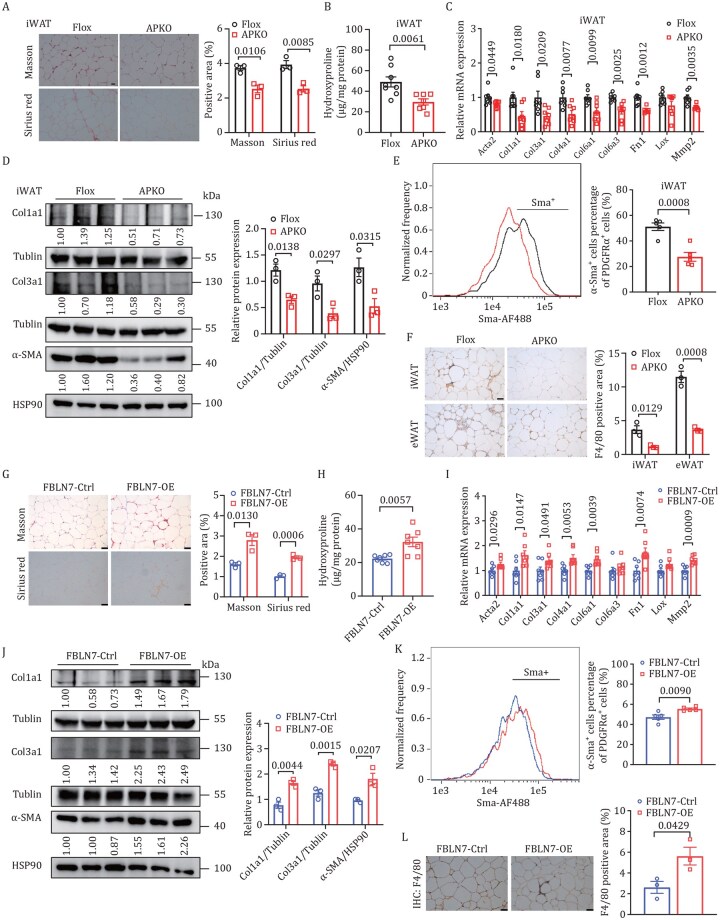
**FBLN7 expressed in ASPCs modulates obesity-related AT fibrosis *in vivo***. Male *FBLN7*-Flox and age-matched *FBLN7*-APKO mice were fed HFD for 25 weeks (A–F). (A) Representative Masson’s trichrome and Sirius Red staining images and quantitative analysis in iWAT (*n *= 3). Scale bars, 25 µm. (B) Hydroxyproline content in iWAT (*n *= 8, Flox mice; *n *= 7, APKO mice). (C) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in iWAT (*n *= 7). (D) Western blot and quantification of pro-fibrosis protein in iWAT (*n *= 3). (E) Representative flow cytometry analysis and quantification of Sma^+^ cells within PDGFRα^+^ cells from iWAT (*n *= 5). (F) Representative F4/80 IHC staining and quantitative analysis in WAT (*n *= 3). Scale bars, 50 µm. *FBLN7-*OE and control mice were fed HFD for 25 weeks (G–L). (G) Representative Masson’s trichrome and Sirius Red staining images and quantitative analysis in iWAT (*n *= 3). Scale bars, 50 µm. (H) Hydroxyproline contents of iWAT (*n *= 7). (I) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in iWAT (*n *= 7). (J) Western blot and quantification of pro-fibrosis protein in iWAT (*n *= 3). (K) Representative flow cytometry analysis and quantification of Sma^+^ cells within PDGFRα^+^ cells from iWAT (*n *= 5). (L) Representative F4/80 IHC staining and quantitative analysis of iWAT (*n *= 3). Scale bars, 50 µm. Data are shown as mean ± SEM. Two-tailed Student’s *t*-test was performed.

In contrast, *FBLN7*-OE mice displayed a significant elevation in ECM accumulation (Fig. 4G), hydroxyproline levels (Fig. 4H), and expression of pro-fibrosis markers in iWAT (Fig. 4I and 4J). In parallel, *FBLN7* overexpression resulted in an increase in the fraction of α-Sma^+^ cells within the PDGFRα^+^ population from iWAT (Fig. 4K). The infiltration of F4/80^+^ macrophages was also substantially augmented in *FBLN7*-OE mice, indicating increased AT inflammation (Fig. 4L).

Furthermore, to overexpress *FBLN7* specifically in PDGFRα^+^ progenitor cells *in vivo*, we administered AAV-double-floxed inverted orientation (DIO)-*FBLN7* virus into the iWAT of *PDGFRα*-Cre mice at the age of 8 weeks, thereby generating DIO-*FBLN7*-OE mice. The specific overexpression of FBLN7 in PDGFRα^+^ progenitor cells was confirmed (Fig. S8A). Similar to *FBLN7*-OE mice, DIO-*FBLN7*-OE mice also displayed disrupted metabolic homeostasis (Fig. S8B–I) and increased AT fibrosis and inflammation (Fig. S8J–O). These data demonstrate that the phenotypes of *FBNL7*-OE mice are predominantly attributed to the PDGFRα^+^ progenitor cells.

Having established the critical role of FBLN7 in inducing AT fibrosis *in vivo*, we were driven to further substantiate its effects through *in vitro* experiments. TGF-β is the master regulator of fibrosis, which promotes ECM accumulation through the phosphorylation of Smad2 and Smad3 (Meng et al., 2016). Besides, the gene set variation analysis (GSVA) for KEGG of our scRNA-seq dataset showed the TGF-β signaling pathway was activated in ASPC2 (Fig. S9A). Therefore, we isolated SVF cells from WAT, cultured ASPCs, and then stimulated these cells using TGF-β1 to observe TGF-β-induced fibrosis. To achieve *FBLN7* ablation in ASPCs (Fig. S9B and S9C), we isolated ASPCs from WT and KO mice. Notably, we observed no significant difference in the number of PDGFRα^+^ progenitor cells between these two groups (Fig. S9D). As expected, upon TGF-β1 stimulation, the expression level of pro-fibrosis markers was markedly lower in *FBLN7*-KO cells than in WT ones (Fig. 5A). Immunofluorescence staining revealed a substantial reduction (78.78% reduction in iWAT and 76.04% reduction in eWAT) in the α-SMA protein in *FBLN7*-KO ASPCs (Figs. 5B and S9E), indicating alleviated ASPC fibrosis. In contrast, lentivirus (LV)-mediated *FBLN7* overexpression in ASPCs (Fig. S9F and S9G) promoted pro-fibrosis responses, as indicated by substantially increased mRNA levels of pro-fibrosis markers (Fig. 5C) and increased (53.82% increase in iWAT and 57.34% increase in eWAT) α-SMA protein levels (Fig. 5D). Furthermore, *FBLN7* KO strongly inhibited the phosphorylation of Smad2/3 (Figs. 5E and S9H), which mediates TGF-β/Smad signaling and the subsequent fibrosis cascade. In contrast, *FBLN7* overexpression in ASPCs increased TGF-β/Smad signaling (Figs. 5F and S9I).

**Figure 5.**
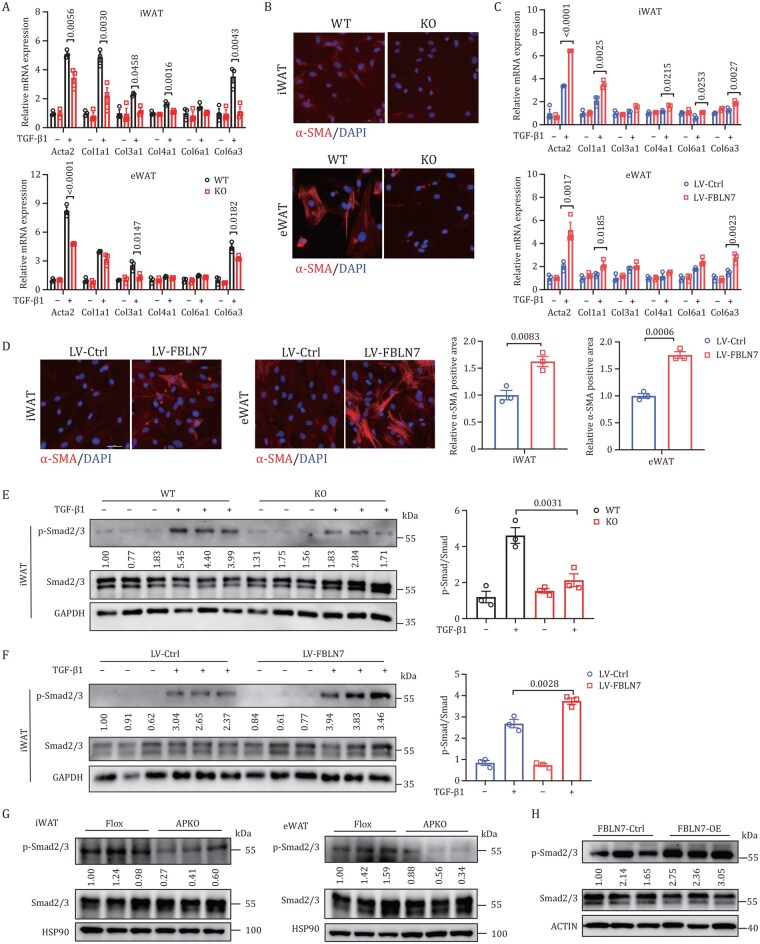
**FBLN7 modulates ASPC fibrosis processes *in vitro***. The progenitor cells were obtained from iWAT and eWAT of WT and KO mice aged 6–8 weeks, and then treated with TGF-β1 (A and B). (A) RT-qPCR indicating mRNA abundance of pro-fibrosis genes (*n *= 3). (B) Representative immunofluorescence images of α-SMA staining (red) (*n *= 3). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. The progenitor cells were obtained from *C57BL*/*6J* mice, and then infected with LV-*Ctrl* or LV-*FBLN7* (C and D). (C) RT-qPCR indicating mRNA abundance of pro-fibrosis genes (*n *= 3). (D) Representative immunofluorescence images and quantitative analysis of α-SMA staining (red) (*n *= 3). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. Western blot and quantification of p-Smad2/3 and Smad2/3 in iWAT cells from WT and KO mice (E) (*n *= 3), and in cells infected with LV-*Ctrl* or LV-*FBLN7* (F) (*n *= 3). Western blot of p-Smad2/3 and Smad2/3 in iWAT and eWAT from Flox and APKO mice (G) (*n *= 3), and in iWAT from *FBLN7*-Ctrl and *FBLN7*-OE mice (H) (*n *= 3). Data are shown as mean ± SEM. Two-tailed Student’s *t*-test was performed for (D). One-way ANOVA with Tukey’s multiple comparison test was performed for (A, C, E, and F).

In addition, we observed that the phosphorylation levels of Smad2/3 were significantly decreased in WAT of *FBLN7*-APKO mice compared to the controls (Figs. 5G and S9J). Conversely, *FBLN7* overexpression in iWAT activated TGF-β/Smad signaling through increased phosphorylation of Smad2/3 (Figs. 5H and S9K). Collectively, these data indicate that FBLN7 in ASPCs exerts a regulatory influence on fibrosis through the TGF-β/Smad signaling pathway.

Besides, the progenitor cells showed no change in their proliferation capacity when *FBLN7* was knocked down or overexpressed using lentivirus, as displayed by Cell Counting Kit-8 (CCK8) (Fig. S10A and S10B) and EdU assays (Fig. S10C and S10D). Given that the *PDGFRα*-Cre line gives rise to all mature adipocytes in all WAT depots (Berry and Rodeheffer, 2013), we also explored whether FBLN7 affected the differentiation of PDGFRα^+^ progenitor cells or the physiologic function of mature adipocytes. Our findings indicated that neither knocking down nor overexpressing *FBLN7* in PDGFRα^+^ cells and mature white adipocytes had any effect on adipogenic capacity, evidenced by comparable levels of adipogenic markers, as well as Oil Red O staining (Fig. S10E–J). Moreover, FBLN7 also had no obvious impact on the thermogenic capacity of mature beige adipocytes (Fig. S10K and S10L). These results suggest that FBLN7 has a relatively limited functional influence on adipocytes.

### FBLN7 mediates pro-fibrosis signaling via TSP1

We proceeded to explore the molecular mechanisms by which FBLN7 regulates the TGF-β/Smad signaling pathway in ASPCs. 

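RNA-seq libraries were made from iWAT stromal vascular cells, which contain the adipose progenitor cells, in 5 samples infected with the sh-FBLN7 lentivirus and 4 infected with the sh-Ctrl lentivirus. The methods of the paper give 48 h of infection before treatment, and for TGF-β1 10 ng/mL with 24 h of stimulation where mRNA was measured. The supplementary RNA-seq paragraph names the virus as LV-FBLN7, whereas the figure legends and the sample labels name sh-FBLN7. The libraries were read as paired ends, and the authors deposited FPKM (fragments per kilobase of transcript and per 1000000 mapped fragments) for 55335 Ensembl mouse genes, of which 55154 had a symbol in the GENCODE M21 annotation. No counts were used here. The depth was therefore estimated from the steps of the low FPKM of genes with a single annotated transcript. In each library, 46.6% to 51.7% of these low values lay within 0.05 of a whole number of fragments, against 10% of evenly spread values. By this estimate the sh-Ctrl libraries held 14249278 to 17143054 fragments (median 15414944) and the sh-FBLN7 libraries 14190079 to 18739382 (median 16280379). The depths of the groups overlapped (exact two-sided permutation test, p = 0.365).

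Fbln7, the target of the shRNA (ENSMUSG00000027386), lies on chromosome 2 of GRCm38 from 128862981 to 128897034. It was at 0.278, 0.436, 0.186 and 0.459 FPKM in sh-Ctrl replicates 1 to 4. It was at 0.0521 FPKM in sh-FBLN7 replicate 2 and was listed at 0 in the other sh-FBLN7 libraries. The sh-Ctrl values stand for an estimated 9.74 to 25.4 fragments per library, and the highest sh-FBLN7 value for 3.00. Every sh-FBLN7 value was below every sh-Ctrl value (exact two-sided permutation test, p = 0.0159, the smallest p that 5 against 4 libraries allow). Against the level that 3 fragments would give, Fbln7 was at least 5.99-fold lower in the sh-FBLN7 group. This limit covers counting error only.

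FPKM were taken as log2(FPKM + 1), and the 13185 genes with a mean of at least 0.5 FPKM over the 9 libraries were compared with limma, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. Pairs of libraries within a group differed by 3.74 to 29.3 times the variance that counting alone gives, over 1813 genes, so that no library was taken as a second copy of another. This does not show whether the samples were infected separately.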

To determine the downstream signals and target genes of FBLN7, we conducted RNA-seq transcriptomic analyses (Fig. S11A and S11B) on WT ASPCs infected with lentiviral short hairpin RNA (shRNA) specific for *FBLN7* (sh-*FBLN7*) versus those infected with control lentivirus (sh-*Ctrl*) after TGF-β1 stimulation. 

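ECM genes were measured as a set with a list of collagens, laminins, fibulins, proteoglycans and other matrix proteins, without Thbs1 and Fbln7. Of its 125 genes, 85 were expressed at the level tested. Their median log2 fold change between the sh-FBLN7 and sh-Ctrl groups was -0.09, and 57 genes were lower and 28 higher in direction. Camera, a test of the list against all other genes, gave p = 5.6e-05 on the limma model with the correlation between genes preset to 0.01. On the same limma model, the rotation test fry gave p = 8.3e-04, whereas camera with the correlation estimated from these libraries gave p = 0.177, so that the call did not hold there. With an adjusted p under 0.05 in limma, 31 of the 85 genes were lower and 13 higher. When adjusted over the list alone, 39 were lower and 16 higher. In 13 of 100 splits of the libraries into groups of 5 and 4, the real one included, camera gave the list a p as small as the real one. Splits that exchange few libraries keep part of the real contrast. The median of the list moved most without a filter on low FPKM, to -0.012, and its p from camera stayed under 0.05. Among the fibulins and thrombospondins of the list, Thbs4 fell furthest, with a log2 fold change of -1.19 (adjusted p = 2.5e-05 from limma), followed by Fbln5 with -0.39 (adjusted p = 3.5e-05 from limma), while Thbs2 was higher by 0.35 (adjusted p = 2.2e-05 from limma).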

The gene set enrichment analysis (GSEA) and GO analysis showed that the ECM-related pathway was significantly downregulated in the sh-*FBLN7* group (Fig. S11C and S11D). As expected, a substantial number of genes involved in ECM development exhibited reduced expression levels in the sh-*FBLN7* group (Fig. 6A). 

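The heat map names 19 genes. Of these, 18 reached a mean of 0.5 FPKM and were tested, and all 18 were lower in direction in the sh-FBLN7 group. With an adjusted p under 0.05 in limma, 15 were lower over all genes tested and 17 when adjusted over the list alone. The heat map shows these genes in the same libraries, so that neither count is independent evidence. Acta2, which encodes α-SMA, was at 1285 ± 74.3 FPKM (SD, n = 4) in the sh-Ctrl group and at 797 ± 18.6 FPKM (SD, n = 5) in the sh-FBLN7 group. Its log2 fold change was -0.69 (standard error 0.042, adjusted p = 4.3e-06 from limma). Mmp12 fell furthest of the 18 genes, from 4.59 ± 0.345 FPKM (SD, n = 4) to 0.654 ± 0.0809 FPKM (SD, n = 5), with a log2 fold change of -1.76 (standard error 0.059, adjusted p = 1.7e-07 from limma). Among the collagens of the heat map, the log2 fold change ran from -0.55 for Col6a1 to -0.06 for Col5a2. Col3a1 went from 287 ± 9.63 FPKM (SD, n = 4) to 243 ± 8.96 FPKM (SD, n = 5), a log2 fold change of -0.24 (adjusted p = 0.0015 from limma). Col5a2 (adjusted p = 0.235 from limma), Lox (-0.11, adjusted p = 0.054) and Pcolce (-0.13, adjusted p = 0.103) did not pass the threshold over all genes. Lox passed it without sh-Ctrl replicate 4 (adjusted p = 0.0249 from limma, over its alternatives 0.0029 to 0.295), and Pcolce without sh-Ctrl replicate 2 (adjusted p = 0.0075 from limma, over its alternatives 0.0075 to 0.214). Col14a1 passed it with all libraries (-0.25, adjusted p = 0.0332 from limma) but not without sh-FBLN7 replicate 2, 3 or 5 or sh-Ctrl replicate 1, 2 or 4, nor without a filter, with library weights or with the replicate number as a block, and over its alternatives its adjusted p ran from 0.0232 to 0.136. Itgax lay below the filter, at 0.634 ± 0.144 FPKM (SD, n = 4) in sh-Ctrl and 0.0464 ± 0.0371 FPKM (SD, n = 5) in sh-FBLN7 (exact two-sided permutation test, p = 0.0159). Col1a1 and Col1a2, which the heat map does not show, did not differ, with log2 fold changes of 0.07 (adjusted p = 0.283 from limma) and -0.01 (adjusted p = 0.906), although Col1a2 was 0.21 higher after quantile normalization (adjusted p = 0.0143 from limma, over its alternatives 0.0143 to 0.998).

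**Figure D1:**
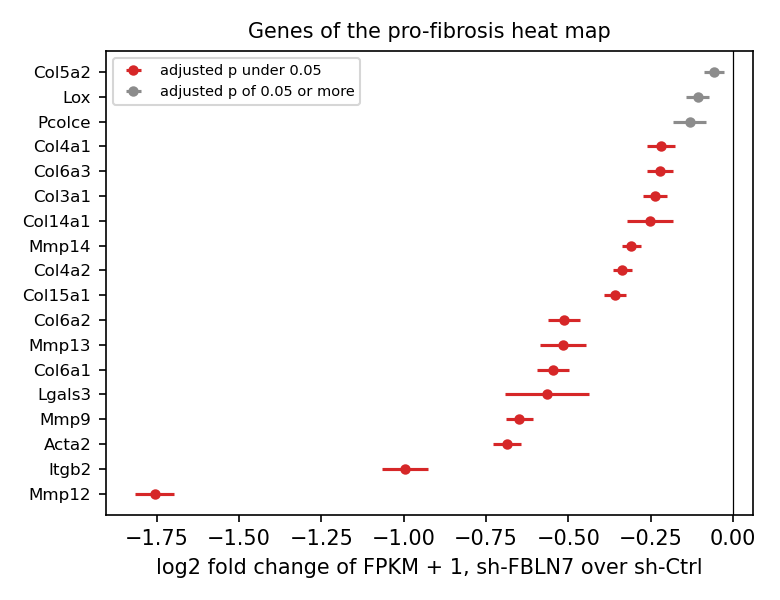
Log2 fold change of FPKM + 1 between the sh-FBLN7 and sh-Ctrl groups (horizontal axis) for the 18 tested genes of the heat map (vertical axis), with the standard error from limma as bars and in red where the adjusted p was under 0.05. The points lie between -1.76 for Mmp12 and -0.06 for Col5a2, and those of Col5a2, Lox and Pcolce are grey.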

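With an adjusted p under 0.05 in limma, 2393 genes differed between the sh-FBLN7 and sh-Ctrl groups, 1223 lower and 1170 higher in the sh-FBLN7 group. A fold change over 1.5 was reached by 267 of them, 156 lower and 111 higher. In 2168 of the 2393 genes, the values of the groups did not overlap. Over all genes tested this held for 19.8%, against 1.59% by chance. The median standard error of a log2 fold change was 0.065, so that small changes passed the threshold. The number of genes moved most with rank products in place of limma, to 541 genes, 254 lower and 287 higher. Apart from Thbs1, the genes with the smallest p were Sema7a and Il11, both higher in the sh-FBLN7 group. Sema7a rose from 18.8 ± 0.269 FPKM (SD, n = 4) to 41.4 ± 0.704 FPKM (SD, n = 5), a log2 fold change of 1.10 (standard error 0.027, adjusted p = 2.3e-08 from limma). Il11 rose from 9.23 ± 0.283 FPKM (SD, n = 4) to 23.4 ± 0.586 FPKM (SD, n = 5), a log2 fold change of 1.25 (standard error 0.033, adjusted p = 3.2e-08 from limma). Among called genes whose groups did not overlap, the log2 fold change was lowest for Clec4n (-1.96), Lyz2 (-1.92), Wfdc17 (-1.89), Il1b (-1.89) and Ccl3 (-1.78). This order is that of FPKM + 1 and differs for ratios of FPKM. Adgre1, for example, had 10.6% of its sh-Ctrl level left, against 25.6% for Lyz2. Lyz2 belongs to a list of macrophage genes, of which all 13 that were tested were lower with an adjusted p under 0.05 in limma. On the same scale, the log2 fold change was highest for Kcnk12 (1.70), Hmga2 (1.36), Lgr6 (1.31), Prr9 (1.26) and Il11.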

A detailed analysis (false discovery rate [FDR] < 0.05) identified a total of 864 DEG-363 upregulated and 501 downregulated genes. Notably, the gene *TSP1*, encoding thrombospondin-1 (TSP1), emerged as the most significantly downregulated gene in the sh-*FBLN7* group (Fig. 6B), which was congruent with the result from our scRNA-seq datasets that *TSP1* stood out as the marker gene of ASPC2 (Fig. 6C). 

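TSP1 is encoded in the mouse by Thbs1 (ENSMUSG00000040152), on chromosome 2 of GRCm38 from 118111876 to 118127133. Thbs1 was at 1492, 1541, 1589 and 1500 FPKM in sh-Ctrl replicates 1 to 4, and at 484, 461, 472, 488 and 489 FPKM in sh-FBLN7 replicates 1 to 5. The means were 1530 ± 44.6 FPKM (SD, n = 4) and 479 ± 12.1 FPKM (SD, n = 5), so that 31.3% of the sh-Ctrl level was left. The log2 fold change was -1.67 (standard error 0.032, adjusted p = 3.7e-09 from limma), and Thbs1 had the smallest p of all genes tested. In each of the 9 fits that left out 1 library it had the smallest p among the lower genes, with a log2 fold change between -1.69 and -1.66. The values of the groups did not overlap (exact two-sided permutation test, p = 0.0159). Gpat4, the lower gene with the next smallest p, fell from 16.8 ± 0.467 FPKM (SD, n = 4) to 7.07 ± 0.227 FPKM (SD, n = 5), a log2 fold change of -1.14 (adjusted p = 1.1e-07 from limma). The 3' UTR of Thbs1 holds the 7-base word GTCGGAA in exon 22 of 22, at 118126074 to 118126080, within TGGAGGGTTCGTCGGAAGGATTGTTAC. The same word lies in the coding sequence of Fbln7 and in the 3' UTR of Gpat4, and 36.2% of the 218 tested genes with this word in their 3' UTR were lower with an adjusted p under 0.05 in limma, against 10.8% of all genes with a 3' UTR. The median log2 fold change of the 218 genes was -0.12. The paper states that TSP1 was the most significantly downregulated gene and sets this beside its place as the marker gene of ASPC2 in the scRNA-seq data, and it then follows TSP1 as a target of FBLN7 with measurements of its mRNA and protein.

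**Figure D2:**
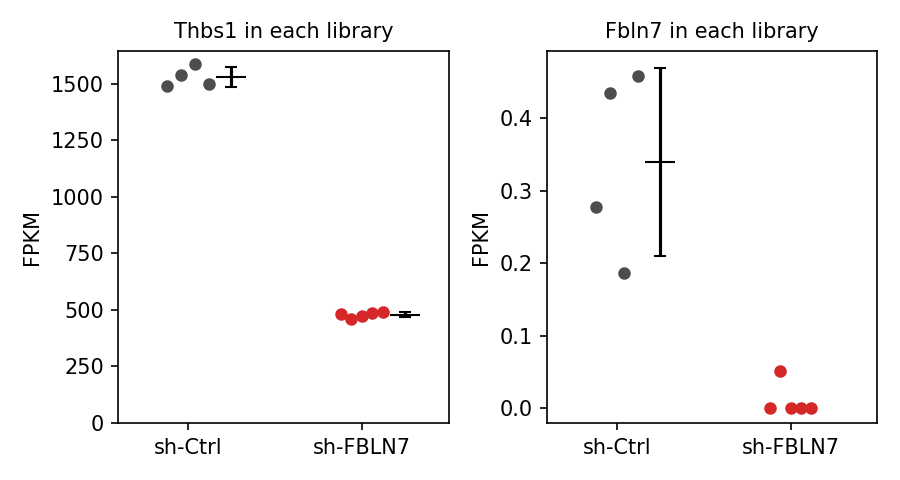
FPKM (vertical axes) of Thbs1 on the left and Fbln7 on the right in each sh-Ctrl and sh-FBLN7 library (points), with the mean and SD of a group as black bars where no library is listed at 0. Thbs1 lies between 1492 and 1589 FPKM in sh-Ctrl and between 461 and 489 FPKM in sh-FBLN7.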

Subsequently, we confirmed that *TSP1* mRNA and protein levels were significantly reduced in *FBLN7* KD ASPCs (Fig. 6D and 6E). Additionally, we examined the TSP1 expression levels in ATs of different mouse models and found, as anticipated, a decrease in TSP1 expression in both KO (Fig. S11E and S11F) and APKO mice (Fig. S11G and S11H), whereas an elevation in *FBLN7*-OE mice (Fig. S11I and S11J).

**Figure 6.**
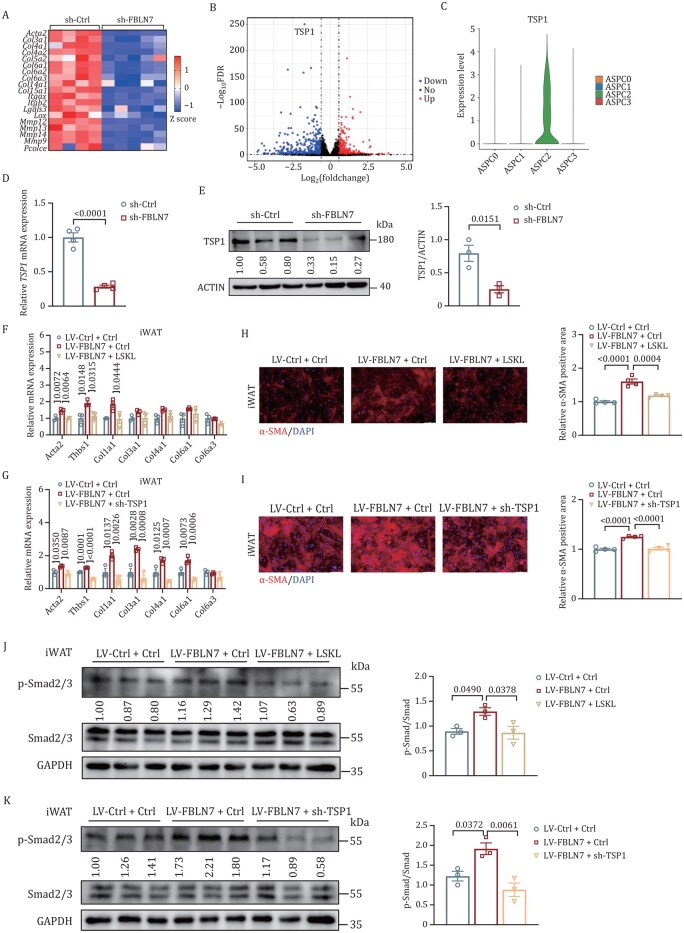
**FBLN7 mediates pro-fibrosis signaling via TSP1 *in vitro***. The progenitor cells of iWAT were infected with LV-sh-*Ctrl* (*n *= 4) or LV-sh-*FBLN7* (*n *= 5), followed by TGF-β1 stimulation and subsequent RNA-seq analysis (A and B). (A) Expression profiles of pro-fibrosis genes. (B) Volcano plot of gene expression analysis. (C) Violin plots showing *TSP1* expression in ASPC clusters by scRNA-seq analysis. (D) RT-qPCR of *TSP1* mRNA expression in iWAT cells infected with LV-sh-*Ctrl* or LV-sh-*FBLN7* (*n *= 4). (E) Western blot and quantification of TSP1 in iWAT cells infected with LV-sh-*Ctrl* or LV-sh-*FBLN7* (*n *= 3). RT-qPCR indicating mRNA abundance of pro-fibrosis genes in iWAT cells infected with LV-*Ctrl* or LV-*FBLN7*, followed by LSKL treatment (F) (*n *= 3), or TSP1 knockdown via LV-sh-*TSP1* (G) (*n *= 3). Representative immunofluorescence images and quantitative analysis of α-SMA staining (red) in LV-*Ctrl* or LV-*FBLN7* iWAT cells after LSKL treatment (H) (*n *= 4), or TSP1 knockdown (I) (*n *= 4). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. Western blot and quantification of p-Smad2/3 and Smad2/3 in LV-*Ctrl* or LV-*FBLN7* iWAT cells after LSKL treatment (J) (*n *= 3), or TSP1 knockdown (K) (*n *= 3). Data are presented as mean ± SEM. Unpaired two-tailed Student’s *t*-test was performed for (D and E). One-way ANOVA with Tukey’s multiple comparison tests was performed for (F–K).

TSP1, a matricellular and secreted protein, has been reported to accelerate fibrotic responses by activating latent TGF-β1 (Murphy-Ullrich and Suto, 2018) and triggering downstream Smad signaling (Anastasi et al., 2020). Moreover, TSP1 expression is elevated upon activation of TGF-β/Smad signaling (Daubon et al., 2019; Joseph et al., 2022), suggesting the existence of a positive feedback loop between TSP1 and the TGF-β/Smad pathway. Considering the significant role of FBLN7 in modulating TGF-β signaling, we further investigated whether TSP1 functioned as a downstream target of FBLN7 in the process of mediating TGF-β/Smad signaling and the subsequent fibrosis development. We used the Leu-Ser-Lys-Leu (LSKL) peptide, a peptide antagonist of TSP1, to inhibit TSP1-mediated activation of TGF-β in vitro. Remarkably, treatment with LSKL led to a substantial reversal of fibrosis in cells overexpressing FBLN7, as evidenced by the changes in pro-fibrosis gene expression (Figs. 6F and S12A). Furthermore, *TSP1* KD using lentiviral sh-RNA (sh-*TSP1*) effectively inhibited the inducible effect of FBLN7 on fibrosis (Figs. 6G and S12B). Immunofluorescence staining revealed that both LSKL and *TSP1* KD decreased α-SMA levels, which were elevated by *FBLN7* overexpression (Figs. 6H, 6I, S12C and S12D). In addition, the enhanced phosphorylation of Smad2/3 observed in cells overexpressing *FBLN7* was reversed by LSKL as well as sh-*TSP1* (Figs. 6J, 6K, S12E and S12F).

To solidify our understanding of how FBLN7 regulates WAT fibrosis via TSP1 *in vivo*, we intraperitoneally injected either LSKL (1 mg/mL) or control vehicle in *FBLN7*-OE and control mice. These mice had already been on an HFD for 3 weeks, and the injections were given three times a week for a total of 24 weeks. Consistent with in vitro findings, the administration of LSKL was able to attenuate the upregulation of TSP1 expression that was induced by *FBLN7* overexpression (Fig. 7A and 7B). Besides, the delivery of LSKL reduced ECM accumulation in HFD-fed *FBLN7*-OE mice, as revealed by the results of Masson’s trichrome and Sirius red staining (Fig. 7C), along with decreased expression of pro-fibrosis genes (Fig. 7D) and lowered levels of hydroxyproline (Fig. 7E). In line with this, LSKL treatment also resulted in a decline in the expression of pro-inflammatory markers, as determined by F4/80 IHC and RT-qPCR analyses (Fig. 7F and 7G). Moreover, LSKL administration reversed the deteriorated glucose metabolic abnormalities and insulin resistance that were caused by *FBLN7* overexpression, as revealed by glucose and insulin tolerance tests (Fig. 7H and 7I). Additionally, LSKL treatment alleviated liver steatosis and decreased serum TG levels (Fig. 7J–L). These results suggest that the induction of AT fibrosis and subsequent metabolic deterioration by FBLN7 are, at least in part, dependent on TSP1-mediated regulation.

**Figure 7.**
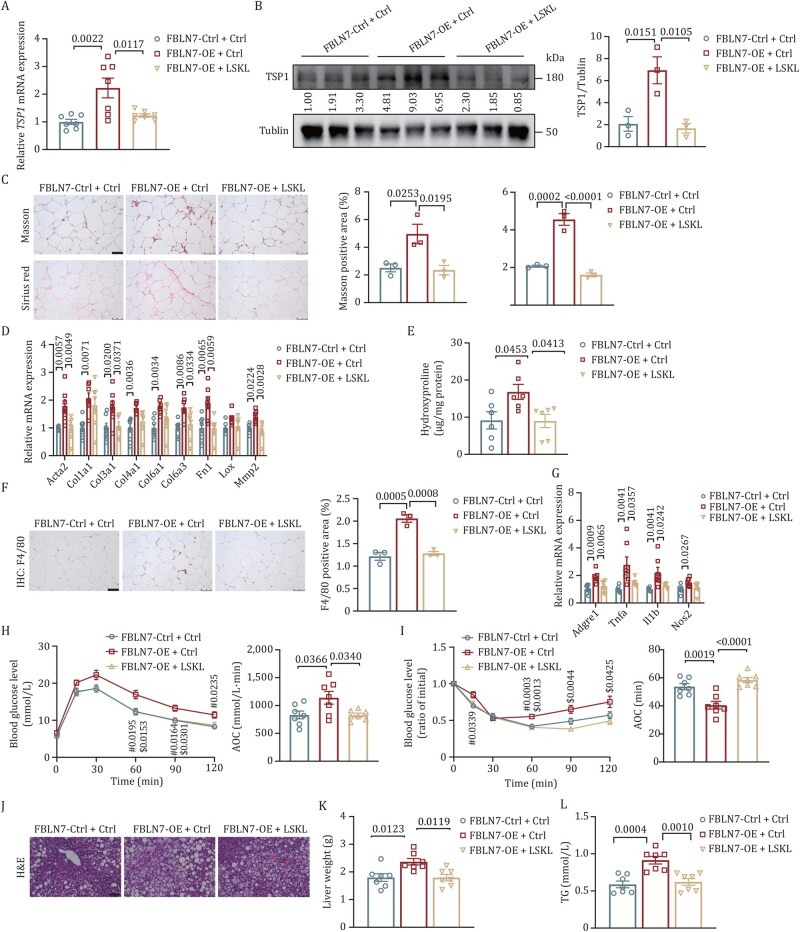
**FBLN7 mediates pro-fibrosis signaling via TSP1 *in vivo***. *FBLN7*-OE or control mice received intraperitoneal injections of LSKL peptide or control vehicle. (A) RT-qPCR indicating *TSP1* mRNA level in iWAT (*n *= 7). (B) Western blot and quantification of TSP1 in iWAT (*n *= 3). (C) Representative Masson’s trichrome and Sirius Red staining images and quantitative analysis of iWAT (*n *= 3). Scale bars, 75 µm. (D) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in iWAT (*n *= 7). (E) Hydroxyproline contents of iWAT (*n *= 6). (F) Representative F4/80 IHC staining and quantitative analysis of iWAT (*n *= 3). Scale bars, 75 µm. (G) RT-qPCR indicating the mRNA abundance of pro-inflammatory genes in iWAT (*n *= 7). (H) GTT and AOC (*n* = 7. (I) ITT and AOC (*n* = 7). (J) Representative images of H&E staining of the liver. (K) Liver weight (*n *= 7). (L) Serum TG levels (*n *= 7). Data are presented as mean ± SEM. One-way ANOVA with Tukey’s multiple comparison test was performed for (A–I, K, and L). Two-way ANOVA with Tukey’s multiple comparison test was performed for (H) and (I). (H and I) ^**#**^*P* values between *FBLN7*-Ctrl + Ctrl and *FBLN7*-OE + Ctrl mice. ^$^*P* values between *FBLN7*-OE + Ctrl and *FBLN7*-OE + LSKL mice.

### FBLN7 binds to TSP1 and promotes TGF-β activation

To elucidate the mechanisms by which FBLN7 exerts its effects via TSP1, we delved into the molecular link between these two proteins. Given that FBLN7 and TSP1 are ECM proteins capable of interacting with other ECM components, we hypothesized that FBLN7 modulates TGF-β/Smad signaling through its interaction with TSP1. We initiated our investigation by performing Biacore analysis to examine the interaction between FBLN7 and TSP1 (Fig. 8A). Co-immunoprecipitation (Co-IP) analysis on HEK293T cells showed that TSP1 immunoprecipitated with FBLN7, and this interaction persisted when FBLN7 immunoprecipitating with TSP1 (Fig. S12G). Moreover, we confirmed this interaction in ASPCs (Fig. 8B). We then explored the key FBLN7 domain responsible for TSP1 binding. We constructed five plasmids, each lacking one of the primary functional domains of FBLN7: the coiled coil in N-terminus (ΔN, residues 22–79), the sushi domain (ΔSushi, residues 73–142), the EGF-like domain (ΔEGF-like, residues 136–172), the EGF-like calcium-binding domain (ΔEGF-like cb, residues 224–320), and the C-terminus (ΔC, residues 374–440) (Fig. S12H). Co-IP results revealed that FBLN7 lacking the EGF-like cb domain exhibited impaired interaction with TSP1, whereas full-length FBLN7, as well as ΔN, ΔSushi, ΔEGF-like, and ΔC bound to TSP1 with equal affinity (Fig. 8C), indicating that FBLN7 binds to TSP1 through its EGF-like cb domain. To further understand the molecular details underlying the interaction between the EGF-like cb domain of FBLN7 and TSP1, we performed protein–protein docking of these two proteins. The results showed that FBLN7 interacted with a disordered region (residue number 839-861) and β-sheets in the C-terminal of TSP1, forming a complex H-bond network. Further MM/GBSA4 calculations and energy decomposition analysis suggested that Arg239 and Gln296 on FBLN7 were dominant in the protein–protein interaction (PPI). Specifically, Arg239 contributed a binding free energy of −9.27 kcal/mol, and Gln296 contributed −4.07 kcal/mol (Fig. 8D). Through site-directed mutants of these two sites to alanine, we found that both mutants weakened the binding of FBLN7 to TSP1, suggesting that Arg239 and Gln296 are crucial for the interaction between these two proteins (Fig. 8E).

**Figure 8.**
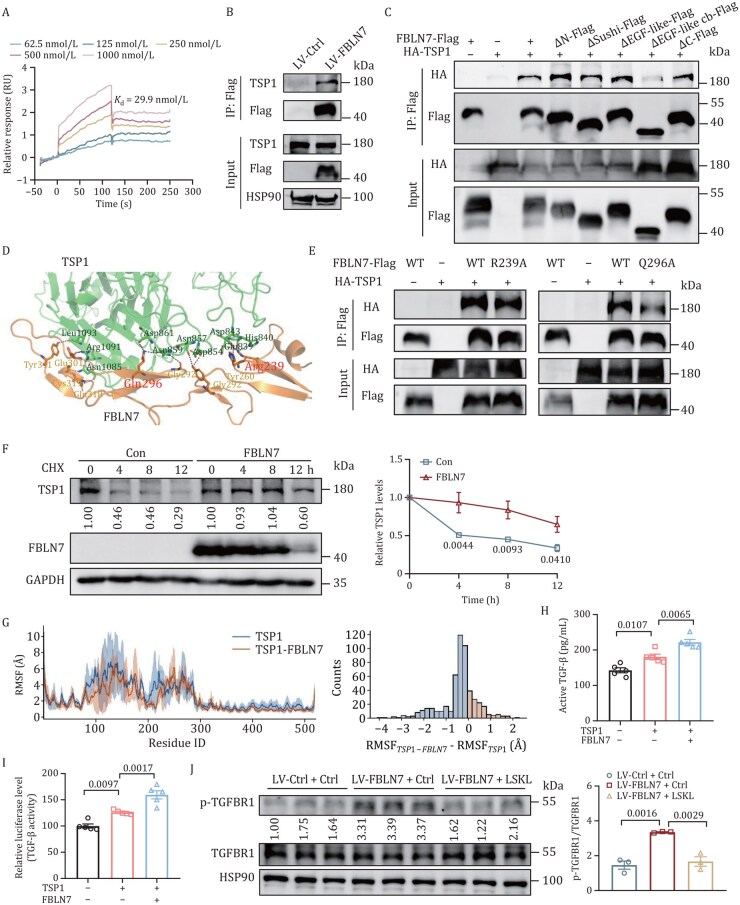
**FBLN7 interacts with TSP1 and promotes TGF-β activation**. (A) Biacore sensorgram depicting real-time binding kinetics of FBLN7 to immobilized TSP1. Sequential injections of FBLN7 induce concentration-dependent increases in response units. (B) IP of flag from SVF cells infected with Flag-empty control (LV-*Ctrl*) or Flag-FBLN7 (LV-*FBLN7*), followed by immunoblot analysis. (C) The HEK293T cells were co-transfected with plasmids encoding HA-tagged TSP1 and either full-length FBLN7-Flag or its deletion mutants, followed by Co-IP assay. (D) Predicted binding sites of FBLN7 to TSP1 via protein–protein docking. (E) Co-IP analysis of TSP1 interaction with FBLN7 mutants R239A and Q296A in HEK293T cells. (F) Representative Western blot and quantification of TSP1 in HEK293T cells treated with CHX for the indicated time (*n *= 3). The cells were transfected with HA-TSP1 alone or co-transfected with FBLN7 overexpression plasmid. (G) Root mean square fluctuation of TSP1 and TSP1-FBLN7 complex. (H) Bioactive TGF-β1 levels in HEK293T cell supernatant. The cells were transfected with the indicated plasmids and then treated with latent TGF-β1 for 24 h (*n *= 5). (I) The activity measurement of TGF-β using NIH-3T3 TGF-β signaling reporter cells (*n *= 5). CM from HEK293T cells transfected with the indicated plasmids was collected and applied to reporter cells in the presence of latent TGF-β (50 ng/mL). (J) Western blot and quantification of p-TGFBR1 and TGFBR1 in LV-*Ctrl* or LV-*FBLN7* cells after LSKL treatment (*n *= 3). Data are presented as mean ± SEM (H–J). Two-way ANOVA with Sidak’s multiple comparison tests was performed for (F). One-way ANOVA with Tukey’s multiple comparison tests was performed for (H–J).

Interestingly, when HEK293T cells were treated with the protein synthesis inhibitor cycloheximide (CHX), overexpression of FBLN7 resulted in a notably extended half-life of the TSP1 protein (Fig. 8F), suggesting that FBLN7 enhances the stability of the TSP1 protein. Next, we conducted molecular dynamics (MD) simulations for both TSP1 and the TSP1-FBLN7 complex and calculated the root mean square fluctuation (RMSF) for the equilibrated trajectories. Our findings revealed that the flexibility of TSP1 residues decreased following the interaction with FBLN7 (Fig. 8G), indicating its improved thermal stabilization. Moreover, denatured IP experiments further confirmed that FBLN7 binding markedly decreased the K48 ubiquitination of TSP1 in HEK293T cells (Fig. S12I). These results may represent the underlying mechanism through which FBLN7 stabilizes the TSP1 protein structure.

Given that TSP1 is known to promote TGF-β/Smad signaling by activating latent TGF-β, we further found that in the presence of FBLN7, TSP1 triggered a significantly greater release of bioactive TGF-β from its latent form (Fig. 8H). In addition, by using NIH-3T3 cells that stably expressed a luciferase reporter vector containing four repeats of a Smad-binding element upstream of the minimal promoter of the firefly luciferase coding region (Fan et al., 2019), we confirmed that FBLN7 overexpression led to a substantial increase in the production bioactive TGF-β (Fig. 8I). Finally, in line with the notion that TSP1 could activate the latent TGF-β1 to evoke TGF-β signaling through phosphorylated TGFBR1, we found that FBLN7 overexpression indeed activated the phosphorylation of TGFBR1, whereas this effect was weakened when TSP1 was inhibited or knocked down (Figs. 8J and S12J). Altogether, these data indicate that FBLN7 interacts with TSP1, facilitating the conversion of latent TGF-β into its active form. This, in turn, enhances the TGFBR1/Smad signaling pathway and ultimately promotes AT fibrosis.

### FBLN7-neutralizing antibody alleviates obesity-related AT fibrosis and improves systemic metabolic homeostasis

To further evaluate the potential therapeutic effects of FBLN7 inhibition *in vivo*, we developed a neutralizing antibody to interfere with FBLN7 and administered it to HFD-induced mice. In detail, 12-week HFD mice received intraperitoneal injections of either anti-FBLN7 neutralizing antibody (250 µg per mouse) or control IgG antibody three times per week for a duration of 8 weeks. The specificity and efficiency of the neutralizing antibody were confirmed by Western blot analysis (Fig. 9A and 9B). Additionally, we detected the protein levels of other members of the fibulin family. The expression levels of these fibulins remained unchanged in the antibody-treated group compared to the control group (Fig. S13A–E), further confirming the specificity of the neutralizing antibody. Compared with mice receiving IgG controls, mice treated with FBLN7-neutralizing antibody exhibited a marked reduction in ECM accumulation, as evidenced by Masson’s trichrome and Sirius red staining (Fig. 9C and 9D). In agreement, the hydroxyproline content, along with the expression levels of pro-fibrosis genes, were also significantly reduced (Fig. 9E and 9F). In addition, the abundance of F4/80-positive macrophages and genes involved in inflammation were notably decreased (Figs. 9G and S13F). The neutralizing FBLN7 treatment could also improve glucose tolerance and insulin sensitivity in HFD-fed mice (Fig. 9H and 9I). Furthermore, mice treated with FBLN7 neutralizing antibody had lower liver weights (Fig. 9J), reduced hepatic lipid accumulation (Fig. 9K), and decreased serum levels of TG, TC, and NEFA (Fig. S13G–I). Collectively, these results demonstrate that the FBLN7 neutralizing antibody can effectively prevent the progression of AT fibrosis and inflammation, while offering beneficial metabolic effects, indicating that blocking FBLN7 might be a promising therapeutic target for obesity-induced AT fibrosis and associated metabolic disorders.

**Figure 9.**
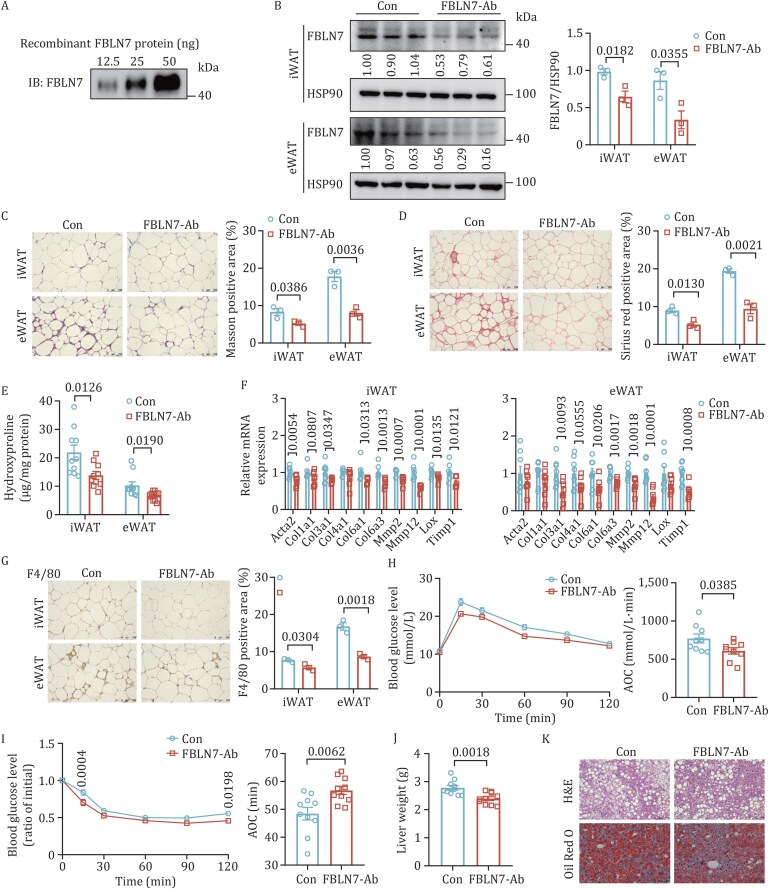
**FBLN7 neutralizing antibody alleviates obesity-related AT fibrosis and improves metabolic homeostasis**. *C57BL*/*6J* mice received intraperitoneal injections of anti-FBLN7 neutralizing antibody or IgG control. (A) Confirmation of anti-FBLN7 antibody binding by Western blot. (B) Western blot and quantification of FBLN7 in WAT (*n *= 3). Representative Masson’s trichrome (C) and Sirius Red staining images (D) and quantitative analysis (*n *= 3). Scale bars, 100 µm. (E) Hydroxyproline content in WAT (*n *= 10). (F) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in WAT (*n *= 8). (G) Representative F4/80 IHC staining and quantitative analysis (*n *= 3). Scale bars, 100 µm. (H) GTT and AOC (*n* = 9). (I) ITT and AOC (*n* = 10). (J) Liver weight (*n *= 10). (K) Representative images of liver H&E (top) and Oil Red O (bottom) staining (*n *= 3). Scale bars, 100 µm. Data are shown as mean ± SEM. Two-tailed Student’s *t*-test was performed for (B–J). Two-way ANOVA with Sidak’s multiple comparison test was performed for (H) and (I).

## Discussion

The development of AT fibrosis in response to excess caloric intake is considered a maladaptive mechanism that disrupts AT homeostasis, which is critical for maintaining systemic metabolic health (Marcelin et al., 2022). Mature adipocytes, inflammatory cells, and fibroblasts all have effects on AT fibrosis (Marcelin et al., 2019). In addition, recent evidence has suggested that DPP4^+^PDGFRα^+^ adipocyte progenitors could also aggravate AT fibrosis by reducing the expression of fat identity genes and promoting ECM accumulation (Merrick et al., 2019). Given the heterogeneous nature of adipocyte progenitors, it becomes imperative to determine the specific subsets that actively participate in the development of AT fibrosis. In our research, we conducted scRNA-seq on the stromal vascular cells of AT and identified ASPC2 subpopulation of PDGFRα^+^ ASPCs. This subpopulation, exclusively and highly expressing ECM function-related genes, as well as *FBLN7* in response to HFD challenge, has emerged as a new driver of AT fibrosis in obesity.

In this study, we have identified FBLN7 in ASPCs as a novel regulator of AT fibrosis. Specifically, *FBLN7* deletion in ASPCs protects AT function against pathological remodeling, resulting in reduced fibro-inflammation and improved systemic metabolic homeostasis. Conversely, overexpression of FBLN7 yields the opposite effect. Notably, the improved systemic metabolic profiles observed in *FBLN7*-KO and *FBLN7*-APKO mouse models mainly resulted from the ameliorated fibro-inflammatory environment of AT, which ensured the safe storage of energy and prevented lipotoxicity in peripheral tissues. This is consistent with the established notion that the optimal health and functionality of WAT is pivotal in maintaining systemic metabolic homeostasis (Reyes-Farias et al., 2021). Hence, therapeutic interventions targeting the anti-fibrotic regulatory pathways of ASPCs hold promise for promoting healthy WAT remodeling and metabolic balance related to obesity.

Fibulins comprise eight ECM glycoproteins that influence various cellular processes, owing to their complex interactions with other ECM molecules and cellular receptors (Mahajan et al., 2021). As the newest discovered member of this family, FBLN7 remains relatively enigmatic, with limited knowledge of its functions. Recently, Zheng et al. demonstrated that *FBLN7* deficiency alleviated the pathological cardiac remodeling triggered by myocardial infarction (Zheng et al., 2023). Our findings further establish the role of FBLN7 as a matricellular protein in the development of tissue fibrosis. Additionally, consistent with previous reports highlighting the regulatory influence of fibulins on TGF-β signaling pathways (Lee et al., 2008; Liu et al., 2016; Tian et al., 2015; Tsuda et al., 2018), here we also reveal that the stimulatory impact of TGF-β on fibrogenic responses and collagen deposition is diminished in *FBLN7*-KO ASPCs, whereas overexpressing *FBLN7* increases the response to the pro-fibrotic effects of TGF-β signaling.

We propose that the interaction between FBLN7 and TSP1 represents the primary molecular mechanism by which FBLN7 amplifies TGF-β/Smad signaling. TSP1 has been reported to bind to the TGF-β precursor and facilitate its conversion into a biologically active form in a protease-independent manner, whether in solution, at the cell surface, or in the extracellular milieu, thereby initiating the TGF-β/Smad pathway (Gu et al., 2022; Sweetwyne and Murphy-Ullrich et al., 2012). Our findings indicate that the FBLN7-TSP1 complex cooperates with TGF-β to drive fibrotic processes, and that inhibition of TSP1 function or its KD represses the fibrotic-promoting effects of FBLN7 both *in vitro* and *in vivo*. Interestingly, our results reveal the existence of a pro-fibrotic positive feedback loop, wherein the FBLN7-TSP1 complex phosphorylates Smad3, enabling p-Smad3 to translocate to the nucleus and further upregulate *TSP1* transcription; TSP1, in turn, binds latent TGF-β1, activating TGF-β/Smad signaling and perpetuating this pro-fibrotic signaling loop. Therefore, it is reasonable that FBLN7 deficiency could lead to the downregulated of expression of TSP1. In addition, prior studies have indicated that the EGF-like domain facilitates interactions between FBLN1 and ECM proteins, such as fibronectin and amyloid precursor protein (Ohsawa et al., 2001; Tran et al., 1997). In line with this, we reveal that the EGF-like cb domain is the specific region responsible for the binding of FBLN7 to TSP1.

In the present study, we used HFD-induced global and conditional KO mouse models to investigate the influence of FBLN7 on AT fibrosis in obesity. Nevertheless, AT fibrosis is multifaceted and can be attributed to other mechanisms. Notably, other pathological conditions that compromise systemic metabolic health, such as aging (Tchkonia et al., 2010), can also accelerate the progression of AT fibrosis. Recently, a distinct subpopulation of PDGFRα^+^ ASPCs has been characterized as aging-dependent regulatory cells (ARCs) (Nguyen et al., 2021). Our findings further uncover that *FBLN7* mRNA levels in WAT exhibit an age-dependent increase (data not shown); therefore, the role and underlying mechanisms by which FBLN7 in ASPCs function in age-related AT fibrosis warrant further investigation. Moreover, compared to *C57BL*/*6J* background mice, *C3H*/*HeOuj* (*C3H*) mice are more prone to develop AT fibrosis (Marcelin et al., 2017), and thus employing *C3H* mice could yield additional evidence to elucidate the relationship between FBLN7 and AT fibrosis. Lastly, given that *PDGFRα*-Cre is also expressed in various other cell types of neuroectodermal or mesenchymal origin, including oligodendrocytes (Rivers et al., 2008) and neural crest cells (Soriano, 1997), it is crucial to further ascertain whether the reduced fibro-inflammation and improved metabolic health observed in *FBLN7*-APKO mice are attributed not solely to AT.

Our mouse studies revealed that ASPC-derived FBLN7 modulated local adipose fibrosis and systemic metabolic dysfunction, a finding corroborated in human visceral fat. However, several key questions remain to be addressed: (1) whether FBLN7 can be secreted into circulation and serve as a biomarker for adipose fibrosis and metabolic diseases, and (2) to what extent adipose precursor cells contribute to circulating FBLN7 levels. Developing FBLN7-specific ELISA assays would be essential for addressing these questions in future investigations. Furthermore, we have identified a human FBLN7 missense variant V99E, which is linked with enhanced insulin sensitivity. Nevertheless, the mechanism by which the V99E affects the function of FBLN7 and regulates metabolic homeostasis requires further investigation.

## Supplementary Material

pwaf084_Supplementary_Materials

## Data Availability

The raw sequence data reported in the present study are available in the Gene Expression Omnibus (GEO) with accession numbers GSE308197 (scRNA-Seq) and GSE308198 (RNA-seq).

# Supplementary material for: Fibulin-7 in progenitor cells promotes adipose tissue fibrosis and disrupts metabolic homeostasis in obesity
**Source:** Protein Cell. 2025 Oct 23;17(3):212–30. doi: 10.1093/procel/pwaf084
**Supplement:** pwaf084_Supplementary_Materials

## **Materials and Methods**

### **Human studies**

**Cohort 1.** Participants were classified as either having a normal weight (BMI < 24) or being overweight and obese (BMI ≥ 24) according to the Working Group on Obesity in China criteria. Visceral fat was obtained from age- and sex-matched human donors undergoing scheduled routine surgery. The tissue biopsies were freed from visible connective tissue, rinsed to remove blood and clots, immediately frozen, and stored in liquid nitrogen until further processing.

**Cohort 2.** A total of 11,015 subjects were included for human *FBLN7* genotyping analysis from Shanghai Nicheng cohort. Genotyping was performed by Infinium Asian Screening Array and Multi-Ethnic Genotyping Array. The statistical analysis was performed by PLINK.

### **Animal experiments**

#### **Animal breeding**

The animals received humane care according to the Guide for the Care and Use of Laboratory Animals published by the National Academy of Sciences and National Institutes of Health. All mice were fed a standard chow diet (P1200F, Shanghai Puluteng) or an HFD (60% kcal fat, D12492, Research Diets). The mice were monitored daily and weighed weekly. At the end of the experiment, the mice were euthanized and the tissues were harvested.

*C57BL/6J* mice were purchased from GemPharmatech. The *FBLN7*-KO mice were

commissioned by Cyagen Biosciences. The CRISPR/Cas9 strategy was used to delete exon 2-3 of *FBLN7* via nonhomologous recombination. *FBLN7*-Flox mice were generated by GemPharmatech, in which exon 2-3 of the *FBLN7* allele was flanked by loxP sites. *FBLN7*-APKO mice were generated by mating *FBLN7*-Flox mice with *PDGFR $\alpha$* -Cre mice (013148, Jackson Laboratory). The mice were genotyped by PCR using DNA isolated from their tails. The primers used for genotyping are listed in **Table S3**.

For the local iWAT overexpression model, we generated an AAV9-mediated overexpression of *FBLN7* or a negative control driven by the CMV promoter (GeneChem). *C57BL/6J* mice were anesthetized under isoflurane (5% induction, 2% maintenance), and AAV was directly injected into the iWAT on both sides ( $5 \times 10^{10}$  vg). To overexpress *FBLN7* specifically in *PDGFR $\alpha$* <sup>+</sup> progenitor cells, we used Cre-driven AAV8-mediated overexpression of *FBLN7* (GeneChem). The AAV-DIO-*FBLN7* or AAV-DIO-*Ctrl* were injected into the iWAT of *PDGFR $\alpha$* -Cre mice.

### **Metabolic phenotyping**

For glucose tolerance tests (GTT), the mice were intraperitoneally injected with glucose (1.0-2.0 g/kg). For insulin tolerance tests (ITT), insulin was administered intraperitoneally (1.5-2.5 U/kg). Blood glucose levels were measured via the tail vein immediately before injection and at several time points after injection. The area over the curve (AOC) was determined. For the acute insulin challenge, mice received an intraperitoneal injection of insulin (2 U/kg body weight) after 4 h of fasting. Tissues were harvested 15 min after injection.

For hepatic triglyceride, liver tissues (30-50 mg) were homogenized in PBS and mixed with a chloroform: methanol solution (2:1[v/v]). The organic phase was then transferred, air-dried overnight, and re-suspended in absolute ethanol containing 1% TritonX-100. Triglyceride concentrations were determined using an automatic biochemical analyzer. Insulin levels were measured using Ultra Sensitive Mouse Insulin ELISA Kit (90080, Crystal Chem). Serum adiponectin levels were detected using ELISA kits (MRP300, R&D Systems). Serum TG, TC, and NEFA levels were assayed using an automatic biochemical analyzer.

### **Collagen content**

Hydroxyproline levels were measured using a hydroxyproline colorimetric assay. In brief, frozen adipose tissues were weighed, heated in 6 N HCl at 120°C for 3 h in sealed tubes, and then dried at 60°C for 4 h. After dissolution in isopropanol, the solution was transferred to a 96-well plate. Chloramine-T was used to oxidize free hydroxyproline to produce pyrrole; p-dimethylamino-benzaldehyde (DMAB) was subsequently added for colorimetric quantification. The absorbance was read at 560 nm, and the concentration was determined using a hydroxyproline standard curve.

### **Histological analysis**

Adipose tissue and liver were fixed with 4% paraformaldehyde, embedded in paraffin, sectioned into 5- $\mu$ m-thick sections, and processed for Sirius red, Masson's trichrome and H&E staining. Frozen sections were prepared for Oil Red O staining. For IHC, the sections were incubated with primary antibodies against F4/80 (14-4810-82, eBioscience, 1:50) and FBLN7 (ab122240, Abcam, 1:50), followed by incubation with

secondary antibodies conjugated with horseradish peroxidase. Quantification was performed using ImageJ (National Institutes of Health). The theoretical number of adipocytes was determined by calculating the ratio of WAT weight to the average cell volume (Hsiao et al., 2020).

### **Flow cytometry test**

Freshly isolated SVF cells from WAT were re-suspended in staining buffer (BD Pharmingen) and stained with indicated fluorescent-conjugated antibodies for 30 min at 4°C in the dark. The antibodies used were anti-CD45-PE-Cy7 (552848, BD Biosciences), anti-PDGFR $\alpha$ -PE (12-1401-81, eBioscience), and anti-Sma-AF488 (53-9760-82, eBioscience), and anti-CD45-FITC (109805, Biolegend). The corresponding antibodies for isotype controls were PE-Cy7 Rat IgG2b kappa (552849, BD Biosciences), PE Rat IgG2a kappa (12-4321-80, eBioscience), AF488 Mouse IgG2a kappa (53-4724-80, eBioscience), and FITC Mouse IgG2a kappa (400207, Biolegend), respectively. DAPI (C1002, Beyotime), fixable viability stain (FVS) 780 (565388, BD Biosciences), and FVS 510 (564406, BD Biosciences) were used to differentiate live and dead cells. The samples were subjected to flow cytometry analysis using an ImageStream Mark II Imaging Flow Cytometer (Luminex). Data were analyzed using the IDEAS software (Version 6.2).

### **FBLN7 neutralizing antibody.**

The FBLN7 neutralizing antibody was developed by our group and MabStar Antibody Technology, according to the standard hybridoma technique (Alejandra et al., 2023). In brief, hybridoma cells secreted mouse monoclonal antibodies (mAbs) against mouse

FBLN7 peptide 271-281aa (DVDECAGPQHM). The mouse mAbs were purified by Protein A affinity chromatograph. The BCA protein assay kit was used to measure the concentration of the obtained antibody, according to the manufacturer's instructions. The purified antibody was diluted in saline and then injected into mice.

### **Cell culture and stimulation**

The WAT were isolated, minced, and digested in collagenase II (C6885, Sigma). The digest was centrifuged, and the floating adipocytes were subsequently discarded. The SVF cells were filtered through a 40  $\mu$ m cell strainer, centrifuged, and then re-suspended and cultured in DMEM (11995, GIBCO) containing 10% fetal bovine serum (FBS) (10099, GIBCO) and 1% penicillin/streptomycin (15140-122, GIBCO).

For mimicking a pro-fibrotic environment, cells were stimulated with human recombinant TGF- $\beta$ 1 (100-21C, Peprotech, 5 ng/mL for eWAT and 10 ng/mL for iWAT). To inhibit TSP1 function, cells were treated with LSKL (10  $\mu$ M, HY-P0299, MedChemExpress). Cells were stimulated with TGF- $\beta$ 1 or LSKL without FBS in DMEM for 6 h to detect p-Smad2/3 levels and for 24 h to measure the mRNA levels of pro-fibrosis genes and  $\alpha$ -SMA.

HEK293T cells (GNHu17, Cell Bank of Type Culture Collection of the Chinese Academy of Sciences, Shanghai, China) were transfected with the indicated plasmids using Lipofectamine 2000 (116668019, Invitrogen) and then subjected to further tests. The cells were treated with CHX (100  $\mu$ g/mL HY-12320, MedChemExpress) for protein stability experiments.

The adipocyte differentiation tests were performed as previously described (Yan et al., 2022). The differentiated adipocytes were treated with PA (200  $\mu$ M, P5585, Sigma). The conditioned medium of adipocytes was collected after 24 h and then used to treat progenitor cells. For Oil Red O staining, cells were fixed with 4% paraformaldehyde for 20 min, followed by Oil Red O (00625, Sigma) incubation for 30 min. For CCK8 assay, progenitor cells were seeded into a 96-well plate. CCK8 reagent (Beyotime, C0041) was added to each well and optical density value was detected using a microplate reader at 450 nm. For EdU assay, cells were cultured in 24-well plates, incubated with 10  $\mu$ M EdU for 2 h, and then washed, fixed, neutralized, and permeabilized according to manufacturer's protocol (Beyotime, C0071). The nuclei were stained with Hoechst for 10 min.

### **Virus-mediated gene transfer**

SVF cells were prepared and infected at a multiplicity of infection (MOI) of 50-100 with lentivirus-shRNA (sh-*FBLN7* or sh-*TSP1*), or lentivirus overexpressing *FBLN7*. All the viruses were prepared by GeneChem. The cells were infected with lentivirus for 48 h before further treatment.

### **Plasmid construction**

Full-length cDNA of mouse *TSP1* and *FBLN7* were amplified by standard PCR and sub-cloned into the pcDNA 3.1 vector with a C-terminal HA-, Flag-, or Myc- tag. pcDNA 3.1-HA, pcDNA 3.1-Flag, and pcDNA 3.1-Myc plasmids were used as controls.

*FBLN7* deletion mutants, p.R293A, and p.Q296A mutants of plasmids were constructed by Bio Vision Technology.

### **Immunofluorescence staining**

The cells were seeded on glass coverslips, fixed for 10 min with 4% paraformaldehyde at room temperature, and washed with PBS. The cells were permeabilized for 10 min with 0.1% TritonX-100, and then incubated with blocking buffer (PBS containing 5% BSA) for 1 h at room temperature. Cells were stained with antibodies  $\alpha$ -SMA (A2547, Sigma-Aldrich, 1:1000) overnight at 4°C. After washing, the cells were incubated for 1 h with Cy3-conjugated goat anti-mouse secondary antibody (A0521, Beyotime, 1:1000). DAPI was used to label nuclei. Images were captured using a fluorescence microscope (Leica) and analyzed using the ImageJ.

### **Immunoprecipitation**

The cells were lysed in IP lysis buffer (P10013, Beyotime) for 1 h at 4°C. After centrifugation, part of the supernatant was mixed with 5× loading buffer as the input sample. The remaining lysates were incubated with Agarose Conjugated Anti-DYKDDDDK Affinity beads (SA042005, Smart Life sciences) at 4°C overnight. Then the beads were washed thrice with IP lysis buffer and boiled with 2× loading buffer for 10 min to obtain the IP sample, followed by Western blotting using the indicated antibodies.

### **Measurement of bio-active TGF- $\beta$ 1**

The NIH-3T3 reporter cells were kindly provided by Dr. Bing Sun (University of Chinese Academy of Sciences) and Dr. Yu Hu (Southern Medical University). The cells were treated with supernatant from control or treated HEK293T cells together with latent TGF- $\beta$ 1 (50 ng/mL, HY-P78360, MedChemExpress). After 24 hours of incubation, the cells were lysed and luciferase activity was assessed by light production from a luciferin substrate (E1910, Promega) using a luminometer. Alternatively, the bio-active TGF- $\beta$ 1 levels were measured using ELISA kits (DB100C, R&D Systems) as per manufacturer's instructions.

### **Affinity measurement**

Surface Plasmon Resonance (SPR) measurements were performed using a BIAcore 8 K instrument (GE Healthcare) to measure binding affinities. Recombinant TSP1 protein (7859-TH-050, R&D) was diluted in a sodium acetate solution (pH 4.0) at a final concentration of 4  $\mu$ g/mL and was immobilized on a CM5 sensor chip (GE Healthcare) to capture the recombinant FBLN7 protein (8606-FB-050, R&D). The FBLN7 protein (62.5, 125, 250, 500, and 1000  $\mu$ M) was injected at a rate of 30  $\mu$ L/min for 120 s in single-cycle mode. In the dissociation phase, the running buffer was injected at a rate of 30  $\mu$ L/min for 120 s. The binding kinetics data were analyzed using the Biacore T200 Insight Evaluation Software.

### **Protein-Protein Docking of FBLN7 and TSP1**

The 3D structures of FBLN7 (UniProt ID: Q501P1) and TSP1 (UniProt ID: P35441) were fetched from AlphaFold Database (Varadi et al., 2022). The EGF-like cb domain of FBLN7 (residue number 224-320) and the last 1000 residues of TSP1 (residue number 171-1170) were used for protein-protein docking. The docking was performed using the HawkDock server. TSP1 was input as the receptor while FBLN7 was input as the ligand, while other settings are by default. The top 1 result was adapted as the predicted binding pose. To further reveal main contributors in PPIs, the binding free energy in the top 1 pose was calculated using the MM/GBSA scheme followed by energy decomposition to residues on the HawkDock server. Residues with a significant decomposed energy were recognized important in PPIs. The visualization of H-bonds of PPIs was performed using Pymol 2.5.2.

### **Western blotting**

Cell or tissue lysates were homogenized in RIPA buffer (P0013; Beyotime) containing protease (4693132001, Roche) and phosphatase inhibitors (4906837001, Roche). Protein concentrations were determined using the BCA protein assay kit (P00125, Beyotime). Equivalent amounts of total protein were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (Millipore). After blocking and overnight incubation with primary antibodies, blots were incubated with horseradish peroxidase (HRP)-conjugated anti-mouse and anti-rabbit secondary antibodies. Images were captured using a Bio-Rad imager and

analyzed using ImageJ. The following antibodies were used:  $\beta$ -ACTIN (4970, 1:2000), phospho-AKT (4058, 1:1000), AKT (9272, 1:1000), Smad2/3 (8685, 1:1000), phospho-Smad2/3 (8828, 1:1000), TSP1 (37879, 1:1000), DYKDDDDK Tag (14793, 1:1000), HA-Tag (3724, 1:1000) and Myc-Tag (2278, 1:1000) obtained from Cell Signaling; GAPDH (sc-32233, 1:2000) and HSP90 (sc-13119, 1:2000), FBLN1 (sc-374539, 1:1000), FBLN3 (sc-33722, 1:1000) antibodies obtained from Santa Cruz Biotechnology; FBLN7 (1:1000) purchased from Proteintech;  $\alpha$ -SMA (A2547, 1:1000) and  $\alpha$ -Tublin (T6199, 1:2000) from Sigma-Aldrich; Colla1 (ab34710, 1:1000), FBLN2 (ab96138, 1:1000), FBLN4 (ab125073, 1:1000), and FBLN5 (ab66339, 1:1000) from Abcam; Col3a1 (NB600-594, 1:1000) from Novus Biologicals; TGFBR1 (A16983, 1:1000) from ABclonal and phospho-TGFBR1 (PA5-40298, 1:1000) from Thermo Fisher Scientific.

### **Quantitative RT-qPCR**

Total RNA from tissues was extracted using QIAzol reagent, and total RNA from cells was extracted using TRIzol reagent. Total RNA (1  $\mu$ g) was transcribed into cDNA using an RT Reagent Kit (TaKaRa). The RT-qPCR analyses were performed using SYBR Green Master Mix (Applied Biosystems) or a TaqMan fluorescence probe (Applied Biosystems, Thermo Fisher Scientific) using a QuantStudio Real-Time PCR System (Applied Biosystems). The relative mRNA levels were calculated using the comparative threshold cycle (CT) method. Primers used are listed in **Tables S4 and S5**.

### **RNA-seq and bioinformatics analysis**

iWAT SVF cells were infected with LV-*FBLN7* or control and then stimulated with TGF- $\beta$ 1. Total RNA was extracted using TRIzol reagent. RNA libraries were constructed using VAHTS® Universal V6 RNA-seq Library Prep Kit for Illumina Vazyme (Cat.N401-02), and paired-end reads were obtained on the Novaseq 6000 platform. The quality of the RNA-seq data was estimated using RSeQC (version 2.6.4). 

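A rank product orders the genes by their fold change in every pair of 1 sh-FBLN7 and 1 sh-Ctrl library and takes the geometric mean of the ranks. The share of false positives was estimated here with 100 permutations of the genes within each library. At a share under 0.05, 231 of the lower genes and 221 of the higher genes that it called were also called by limma in the same direction. Of the tested genes of Fig. 6A, it called 8 lower. Without the filter on low FPKM, a setting chosen after seeing the data, it called 956 genes, 418 lower and 538 higher. Thbs1 had an estimated share of 0, as had 37 lower genes in all, so that the permutations gave no order among these 37.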

DEGs were identified using the RankProd<sup>49</sup> package in R based on FDR < 0.05.

### **scRNA-seq and data processing**

SVF cells were isolated from a pool of two mice after 16 weeks of NCD or HFD. Single-cell capture and cDNA library preparation were performed using the Chromium Single Cell 39 Reagent Kit v2 (10× Genomics). Libraries were sequenced using an Illumina NovaSeq 6000 instrument. FASTQ files of the scRNA-seq reads were aligned to the mouse reference genome (GRcm38) to generate gene-barcode matrices using the 10× Genomics Cell Ranger Pipeline (version 7.2.0) with default parameters. The filtered gene expression matrices containing only the detected cell-associated barcodes were then imported into the Seurat (v4.3.0.1) R toolkit for further analysis and visualization. We first removed potential doublets and cells with a mitochondrial gene content higher than 5%. Multiple gene-barcode matrices from the samples were merged using Seurat and processed using the `NormalizeData` function with default parameters. The `FindVariableFeatures` function was used to identify the top 2,000 variable genes. Normalized data for the variable genes were scaled and centered using the `ScaleData`

function. Principal component analysis (PCA) was performed on the scaled and centered data using the RunPCA function to compute 50 PCs. Based on the PCA dimensions, we used the RunHarmony function in the harmony (v0.1.1) R package to integrate multiple samples and reduce the batch effect. Subsequently, the top 30 dimensions generated by harmony were used for clustering and Uniform manifold approximation and projection (UMAP) analysis using FindNeighbors and RunUMAP functions, respectively.

To determine clustering and cell type annotation, we employed the FindClusters function with a resolution of 0.8 to generate clusters and identified the gene expression markers for each cluster using the FindAllMarkers function with the Wilcoxon rank sum test. Clusters were annotated based on marker gene expression and biological pathways of top 30 markers. Those assigned to the same cell type were merged. Otherwise, clusters with high expression of multiple types of cell markers may be doublets and were removed. We used the FindMarkers function of Seurat with the Wilcoxon rank-sum test to identify DEGs between groups. The average levels of DEGs were calculated using the AverageExpression function in R. ASPCs were further subset to re-cluster to smaller sub-clusters with the same clustering workflow.

For GO and KEGG enrichment, analyses of pathways in top markers or DEGs were performed using R software package clusterProfiler (version 4.10.0). For each cluster, markers with the top 30 avg\_log2FC rankings were selected and evaluated for enrichment in GO biological pathways or KEGG pathways. And DEGs were filtered to  $-0.9 < \text{avg\_log2FC} < 0.9$  and a Benjamini-Hochberg adjusted  $P$ -value  $< 0.01$  for ASPC2

We performed trajectory analysis using monocle2 (Qiu et al., 2017) for ASCs according to the general pipeline (<https://cole-trapnell-lab.github.io/monocle-release/docs/>), which involved in selecting, sorting, and filtering genes, estimating size factors, and subsequently reducing dimensionality using the DDRTree algorithm. Cellular state plots and cell type maps were used to visualize trajectories.

We conducted GSVA to assess variation of pathway activity of each ASC subset via R software package GSVA. R package msigdb was used to obtain gene set of Mus musculus with KEGG subcategory.

## **Statistics**

All data are presented as means with SEM, median (interquartile range), and n (%). Quantitative traits with skewed distributions were logarithmically transformed to approximate univariate normality. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. Comparisons between more than two groups were performed using one-way ANOVA, followed by Tukey's multiple comparison tests. Comparisons between more than two groups and factors were conducted using two-way ANOVA, followed by appropriate post-hoc testing. Pearson's correlation analysis was used to estimate the correlation between data series. Data were analyzed using GraphPad Prism (version 8.3.0; GraphPad Software) or SAS software (version 8.0; SAS Institute). The statistical parameters and the number of replicates used per experiment are shown in the figure legends.

## References

Alejandra WP, et al. Production of monoclonal antibodies for therapeutic purposes: A review. *Int Immunopharmacol.* 120, 110376 (2023).

Hsiao WY, et al. The lipid handling capacity of subcutaneous fat is programmed by mTORC2 during Development. *Cell Rep.* 33, 108223 (2020).

Qiu X, et al. Single-cell mRNA quantification and differential analysis with Census. *Nat Methods.* 14, 309-315 (2017).

Varadi M, et al. AlphaFold protein structure database: massively expanding the structural coverage of protein-sequence space with high-accuracy models. *Nucleic Acids Res.* 50, D439-D444 (2022).

Yan J, et al. GPSM1 impairs metabolic homeostasis by controlling a pro-inflammatory pathway in macrophages. *Nat Commun.* 13, 7260 (2022).

Supplemental Figures

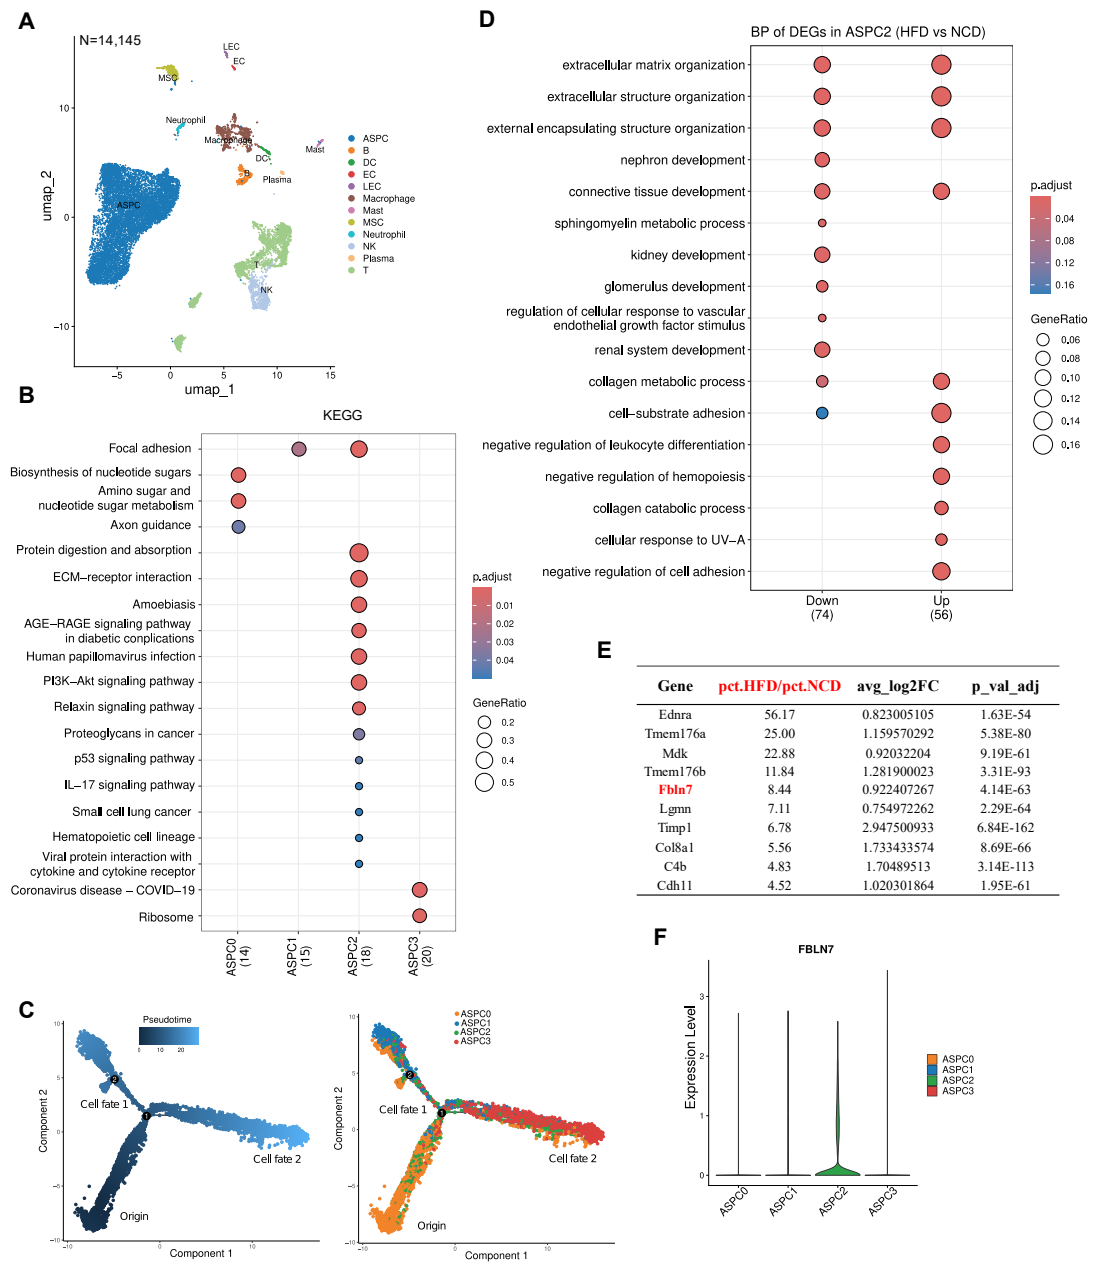

Supplemental Figure 1. ScRNA-seq reveals *FBLN7* upregulation in  $\text{PDGFR}\alpha^+$  ASPCs of murine AT in obesity

(A) UMAP plot of unsupervised clustering of 14,145 cells from the merged eWAT SVF of NCD and HFD mice. (B) KEGG pathway analysis of ASPCs clusters using top 30 marker genes. (C) Pseudotime trajectory analysis of ASPC clusters. Cells are colored by development states (left) and cluster identity (right). (D) GO analysis of ASPC2

using DEGs between NCD and HFD. (E) Top 10 genes ranked by the ratio of expression prevalence (percentage of gene-expressing cells) in HFD versus NCD. (F) Violin plots showing *FBLN7* expression in ASPC clusters.

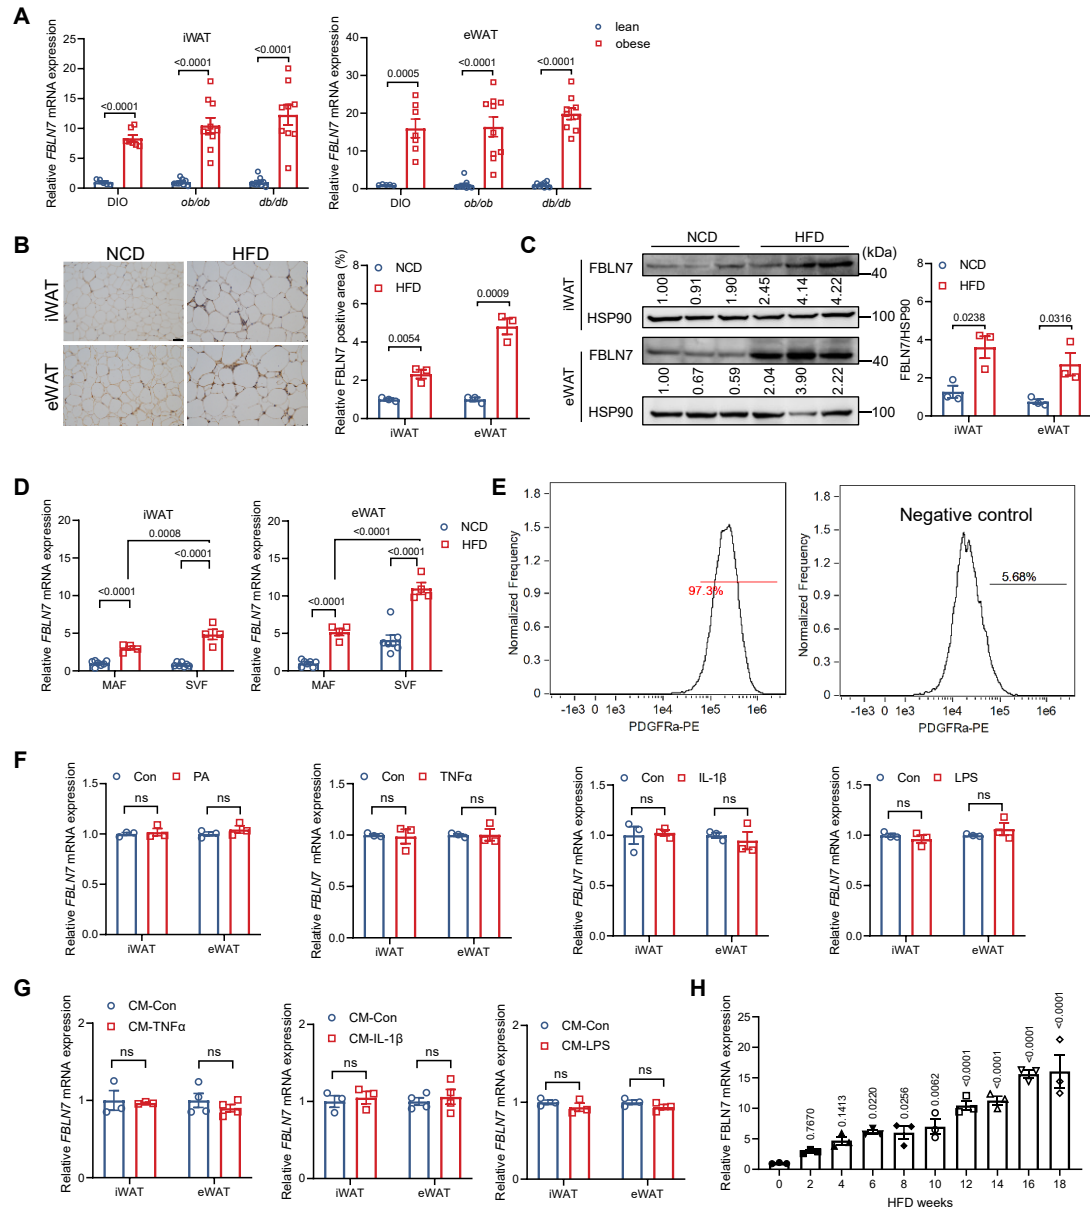

## Supplemental Figure 2. *FBLN7* is upregulated in PDGFR $\alpha^+$ progenitor cells of murine AT in obesity

(A) RT-qPCR of *FBLN7* mRNA expression in WAT from lean and obese mice. DIO was established by feeding mice with NCD ( $n = 5$ ) or HFD ( $n = 7$ ) for 16 weeks. Genetic obesity models included: WT ( $n = 9$ ) and *ob/ob* ( $n = 10$ ) mice, and a separate group of WT and *db/db* mice ( $n = 9$ /group). (B) Representative IHC staining and quantitative analysis of FBLN7 in WAT from NCD and HFD mice ( $n = 3$ ). Scale bars, 50  $\mu$ m. (C) Western blot and quantification of FBLN7 in WAT from NCD and HFD mice ( $n = 3$ ). (D) RT-qPCR of *FBLN7* mRNA expression in SVF and MAF isolated from WAT of NCD ( $n = 7$ ) and HFD ( $n = 4$ ) mice. (E) Flow cytometry analysis of PDGFR $\alpha^+$  in

adherent SVF cells. **(F)** RT-qPCR indicating *FBLN7* mRNA expression in progenitor cells of WAT treated with PA, TNF $\alpha$ , IL-1 $\beta$ , or LPS ( $n = 3$ ). **(G)** CM was harvested from differentiated white adipocytes following treatment with PA, TNF $\alpha$ , IL-1 $\beta$ , or LPS. This adipocyte-derived CM was subsequently used to treat progenitor cells. RT-qPCR indicating *FBLN7* mRNA expression in progenitor cells ( $n = 3$ -4). **(H)** RT-qPCR indicating *FBLN7* mRNA expression in iWAT during HFD-induced obesity ( $n = 3$ ). Data are shown as mean  $\pm$  SEM. Unpaired two-tailed Student's t-test was performed for **A-C**, **F**, and **G**. Two-way ANOVA was performed for **D**. For **H**,  $P$  value was determined by one-way ANOVA, with comparisons made against week 0.

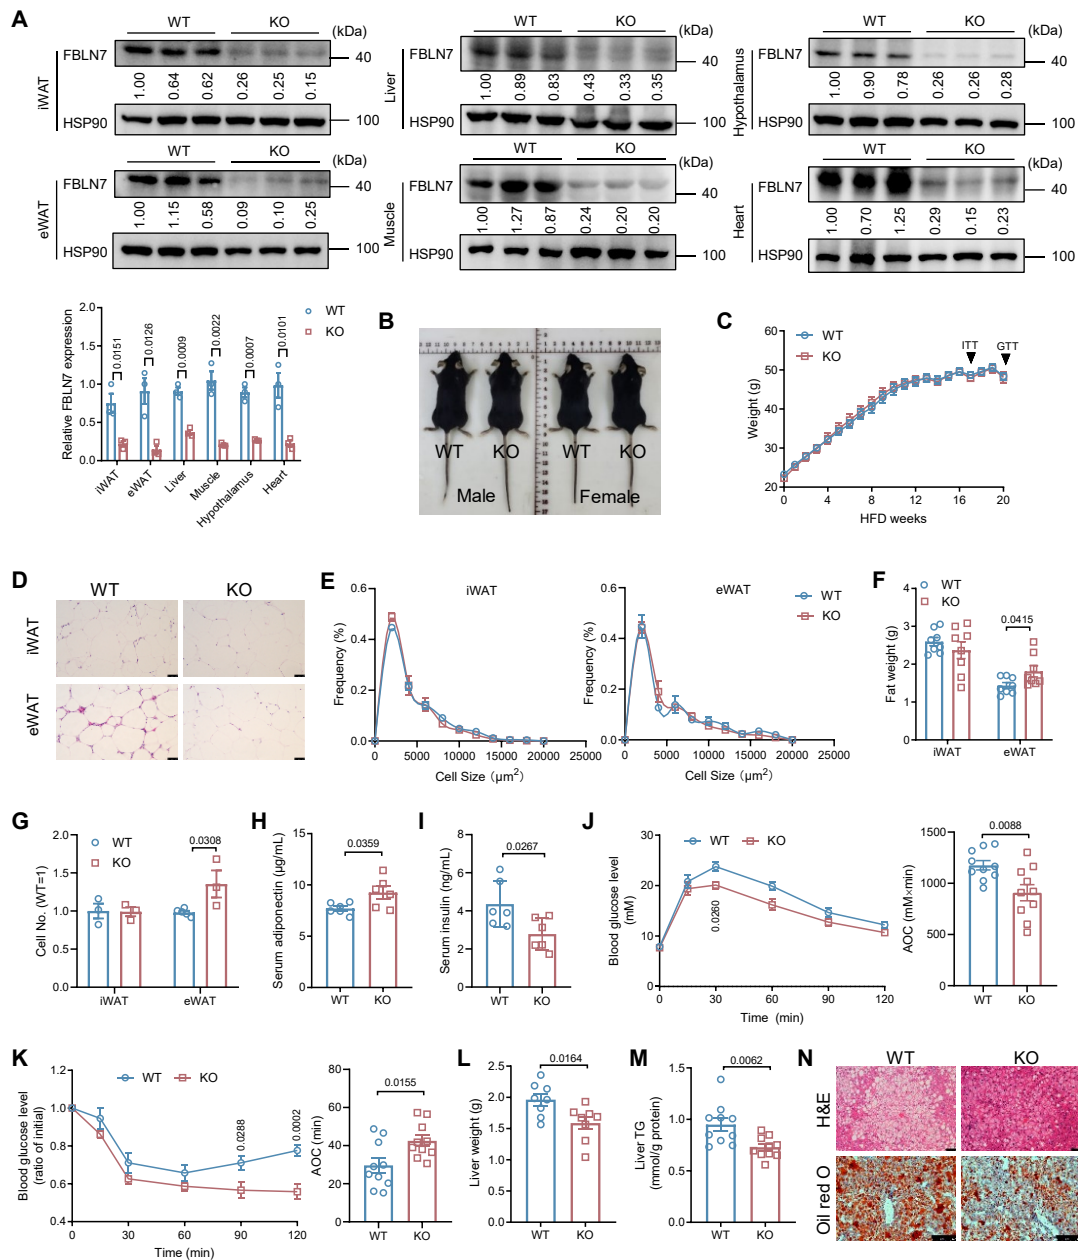

### Supplemental Figure 3. Global FBLN7 ablation alleviates obesity-induced metabolic dysfunction

Data were compared between WT and KO mice. (A) Western blot and quantification of FBLN7 in different tissues ( $n = 3$ ). (B) Representative image of 8-week-old mice. (C) Body weights during 20 weeks of HFD ( $n = 10$ ). (D) Representative H&E images of WAT. Scale bars, 50  $\mu$ m. (E) Quantification of adipocyte size ( $n = 3$ ). (F) Fat pad weights ( $n = 8$ ). (G) Quantification of adipocyte cell numbers ( $n = 3-5$ ). (H) Serum adiponectin levels ( $n = 6$ ). (I) Serum insulin levels ( $n = 6$ ). (J) GTT and AOC ( $n = 10$ ).

(**K**) ITT and AOC ( $n = 10$ ). (**L**) Liver weight ( $n = 8$ ). (**M**) Quantification of hepatic triglycerides ( $n = 10$ ). (**N**) Representative images of H&E (top) and Oil Red O staining (bottom) of liver. Scale bars, 50  $\mu\text{m}$  (top) and 250  $\mu\text{m}$  (bottom).

Data are shown as mean  $\pm$  SEM (**A**, **C**, and **E-M**). Unpaired two-tailed Student's *t*-test was performed for **A**, and **F-M**. Two-way ANOVA with Sidak's multiple comparison test was performed for **C**, **J**, and **K**.

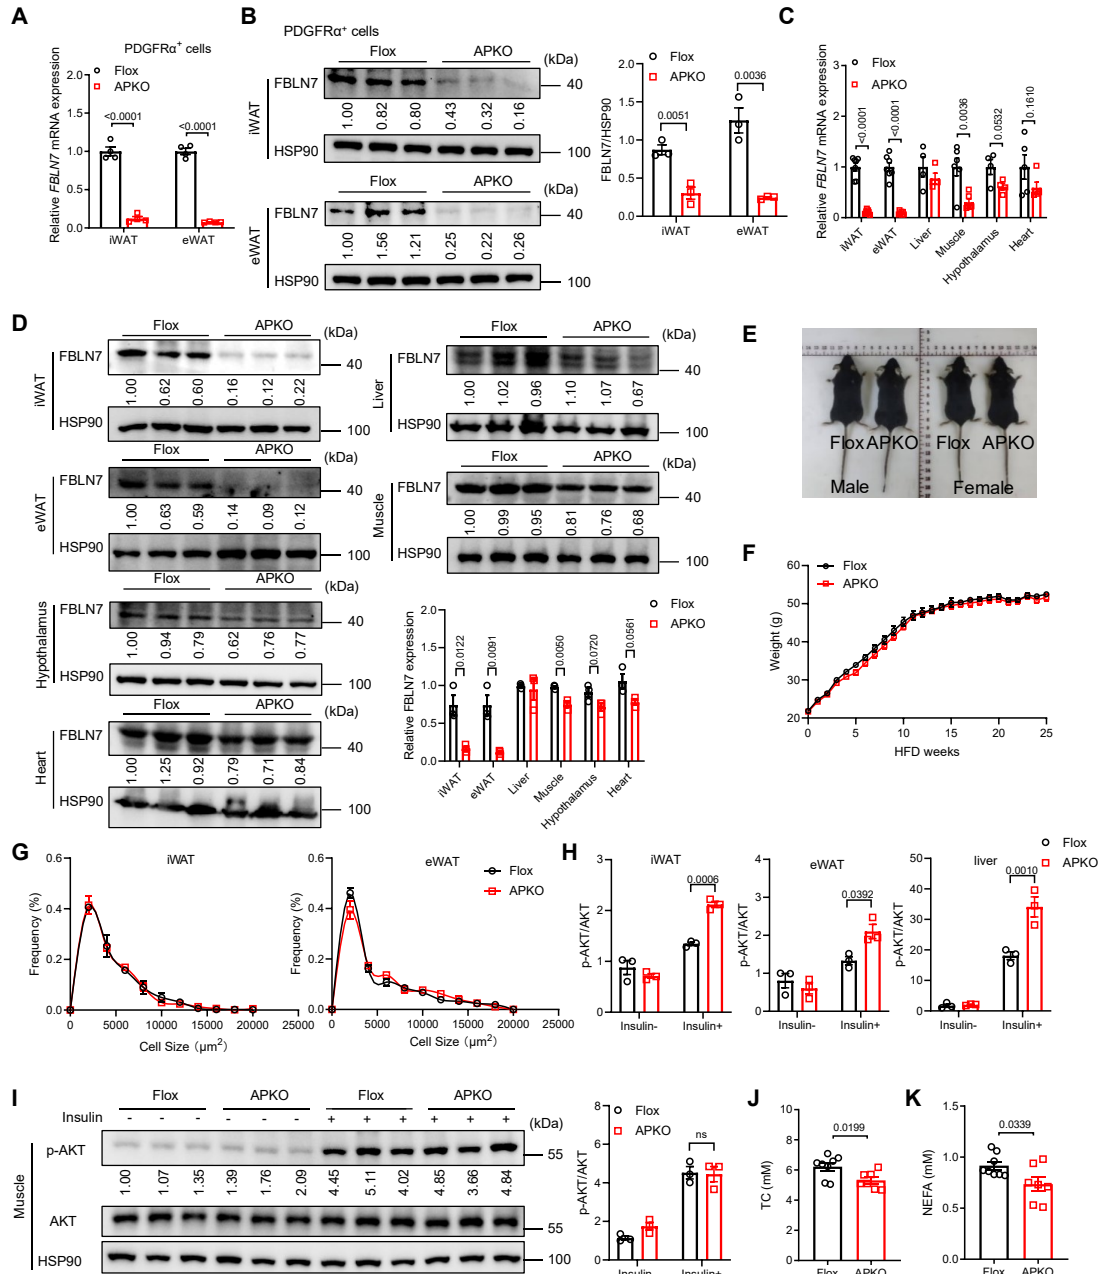

## Supplemental Figure 4. ASPC-specific *FBLN7* ablation improves metabolic homeostasis

Data were compared between *FBLN7*-Flox and *FBLN7*-APKO mice. (A) RT-qPCR indicating *FBLN7* mRNA expression in PDGFR $\alpha^+$  cells from WAT (n = 4). (B) Western blot and quantification of FBLN7 in PDGFR $\alpha^+$  cells from WAT (n = 3). (C) RT-qPCR indicating *FBLN7* mRNA expression in different tissues (n = 4-7). (D) Western blot and quantification of FBLN7 in different tissues (n = 3). (E) Representative image of 8-week-old mice. (F) Body weight during 25 weeks of HFD in Flox (n = 8) and APKO

( $n = 7$ ) mice. **(G)** Quantification of adipocyte size ( $n = 3$ ) in WAT. **(H)** Quantification of AKT phosphorylation in Figure 3H ( $n = 3$ ). **(I)** Western blot and quantification of AKT phosphorylation in muscle after insulin or saline administration ( $n = 3$ ). Serum TC **(J)**, and NEFA **(K)** levels ( $n = 8$ , Flox mice;  $n = 7$ , APKO mice).

Data are shown as mean  $\pm$  SEM (**A-D**, and **F-K**). Unpaired two-tailed Student's t-test was performed in **A-D**, **J**, and **K**. Two-way ANOVA with Sidak's multiple comparison test was performed for **F**. One-way ANOVA with Tukey's multiple comparison test was performed for **H** and **I**.

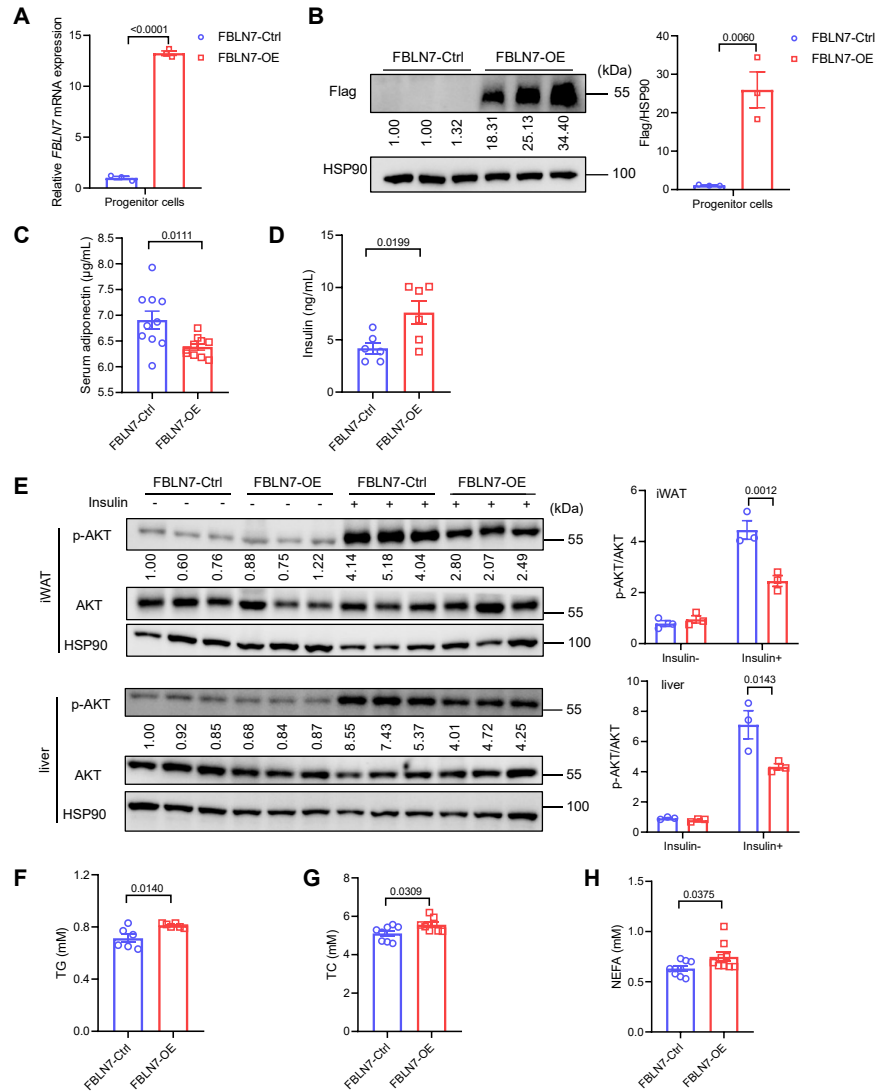

### Supplemental Figure 5. FBLN7 overexpression in iWAT destroys metabolic homeostasis

Data were compared between *FBLN7*-Ctrl and *FBLN7*-OE mice. **(A)** RT-qPCR of *FBLN7* mRNA expression in PDGFR $\alpha^+$  progenitor cells from iWAT ( $n = 3$ ). **(B)** Western blot and quantification of Flag in PDGFR $\alpha^+$  progenitor cells from iWAT ( $n = 3$ ). **(C)** Serum adiponectin levels ( $n = 10$ ). **(D)** Serum insulin levels ( $n = 6$ ). **(E)** Western blot and quantification of AKT phosphorylation in iWAT and liver after insulin or saline administration ( $n = 3$ ). **(F)** Serum TG levels ( $n = 6$ ). **(G)** Serum TC levels ( $n = 8$ ). **(H)** Serum NEFA levels ( $n = 9$ ).

Data are shown as mean  $\pm$  SEM. Unpaired two-tailed Student's t-test was performed in **A-D**, and **F-H**. One-way ANOVA with Tukey's multiple comparison test was performed for **E**.

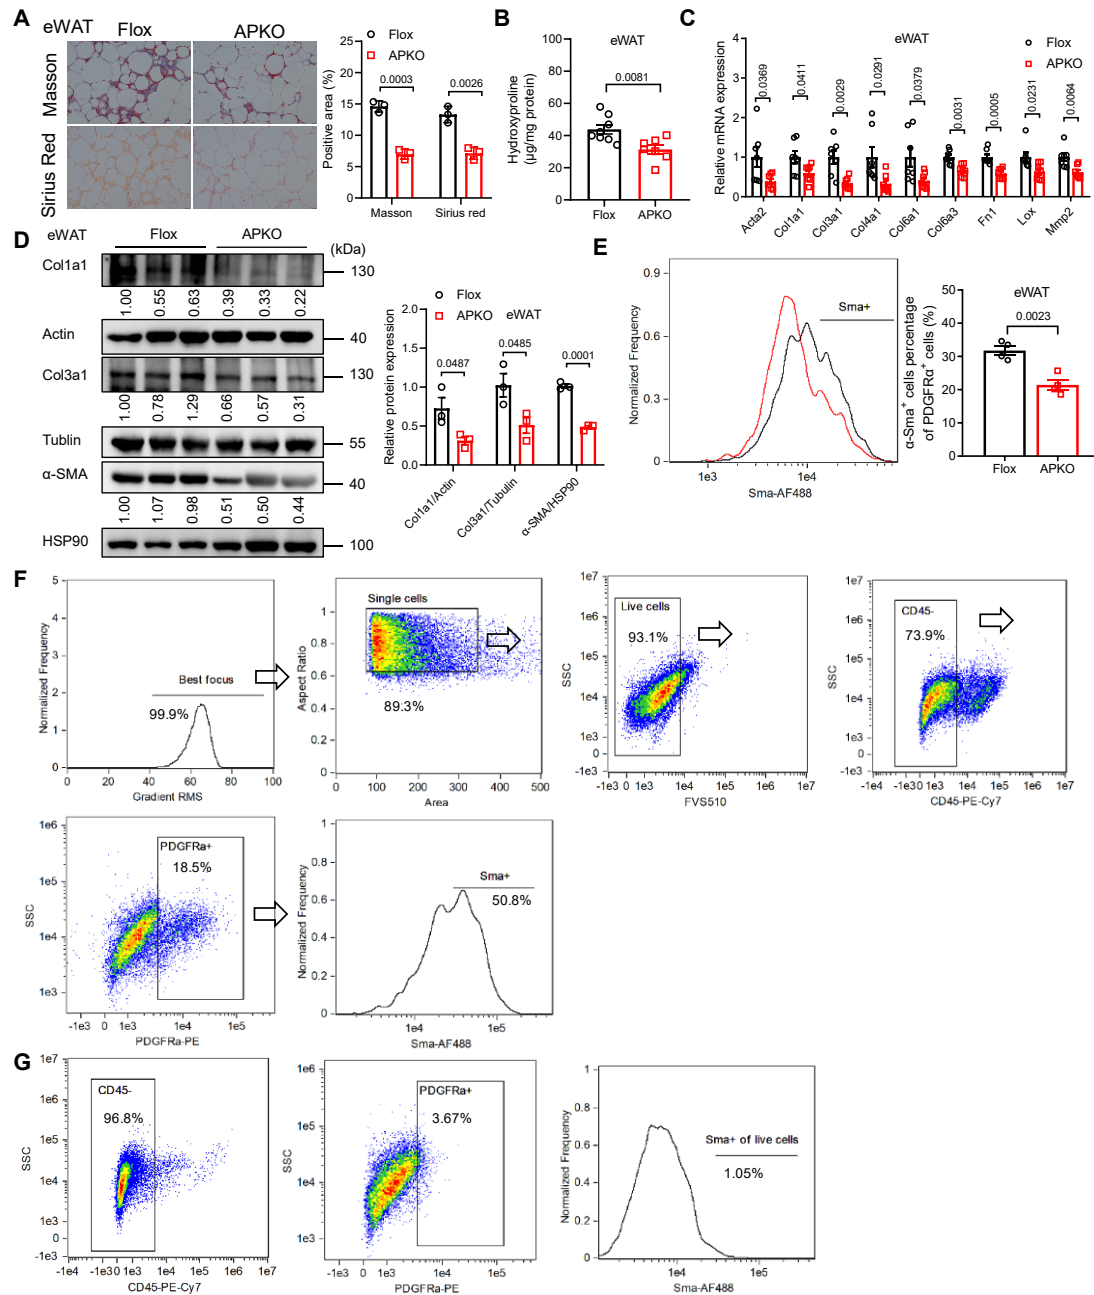

## Supplemental Figure 6. ASPC-specific *FBLN7* ablation decreases obesity-related AT fibrosis

Data were compared between *FBLN7*-Flox and *FBLN7*-APKO mice. (A) Representative Masson's trichrome and Sirius Red staining images and quantitative analysis of eWAT ( $n = 3$ ). Scale bars, 25 μm. (B) Hydroxyproline content in eWAT ( $n = 8$ , Flox mice;  $n = 7$ , APKO mice). (C) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in eWAT ( $n = 7$ ). (D) Western blot and quantification of pro-fibrosis protein expression in eWAT ( $n = 3$ ). (E) Representative flow cytometry analysis and

quantification of Sma<sup>+</sup> cells within PDGFR $\alpha$ <sup>+</sup> cells from eWAT ( $n = 4$ ). Gating strategies (**F**) and negative control (**G**) of flow cytometry analysis.

Data are shown as mean  $\pm$  SEM (**A-E**). Two-tailed Student's t-test was performed.

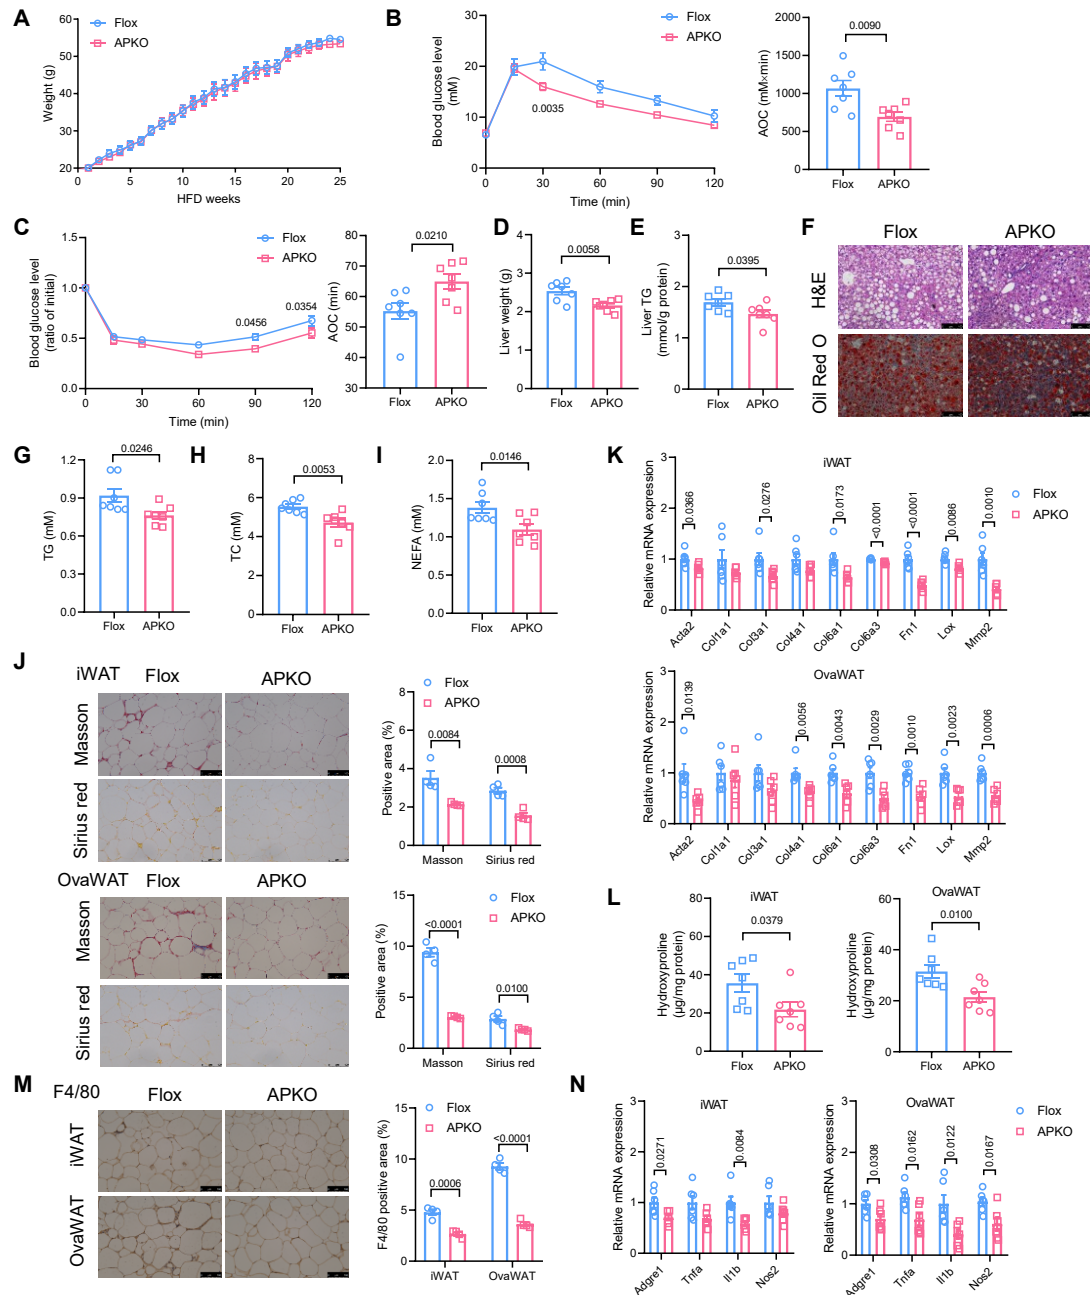

## Supplemental Figure 7. ASPC-specific *FBLN7* ablation in female mice improves metabolic homeostasis and alleviates AT fibrosis

Female *FBLN7*-Flox and age-matched *FBLN7*-APKO mice were fed HFD for 25 weeks starting at 8 weeks of age. **(A)** Body weights during 25 weeks of HFD ( $n = 7$ ). **(B)** GTT and AOC ( $n = 7$ p). **(C)** ITT and AOC ( $n = 7$ ). **(D)** Liver weight ( $n = 7$ ). **(E)** Quantification of hepatic triglycerides ( $n = 7$ ). **(F)** Representative images of H&E (top) and Oil Red O (bottom) staining of liver. Scale bars, 100  $\mu$ m. Serum TG **(G)**, TC **(H)**, and NEFA **(I)** levels ( $n = 7$ ). **(J)** Representative Masson's trichrome and Sirius Red

staining images and quantitative analysis of iWAT and peri-ovarian WAT (OvaWAT) ( $n = 4$ ). Scale bars, 100  $\mu\text{m}$ . (**K**) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in iWAT and OvaWAT ( $n = 6$ ). (**L**) Hydroxyproline content in iWAT and OvaWAT ( $n = 7$ ). (**M**) Representative F4/80 IHC staining and quantitative analysis of iWAT and OvaWAT ( $n = 4$ ). Scale bars, 100 $\mu\text{m}$ . (**N**) RT-qPCR indicating the mRNA abundance of pro-inflammatory genes in iWAT and OvaWAT ( $n = 6$ ).

Data are shown as mean  $\pm$  SEM. Two-way ANOVA with Sidak's multiple-comparison test was performed for **A-C**. Two-tailed Student's t-test was performed for **B-E**, and **G-N**.

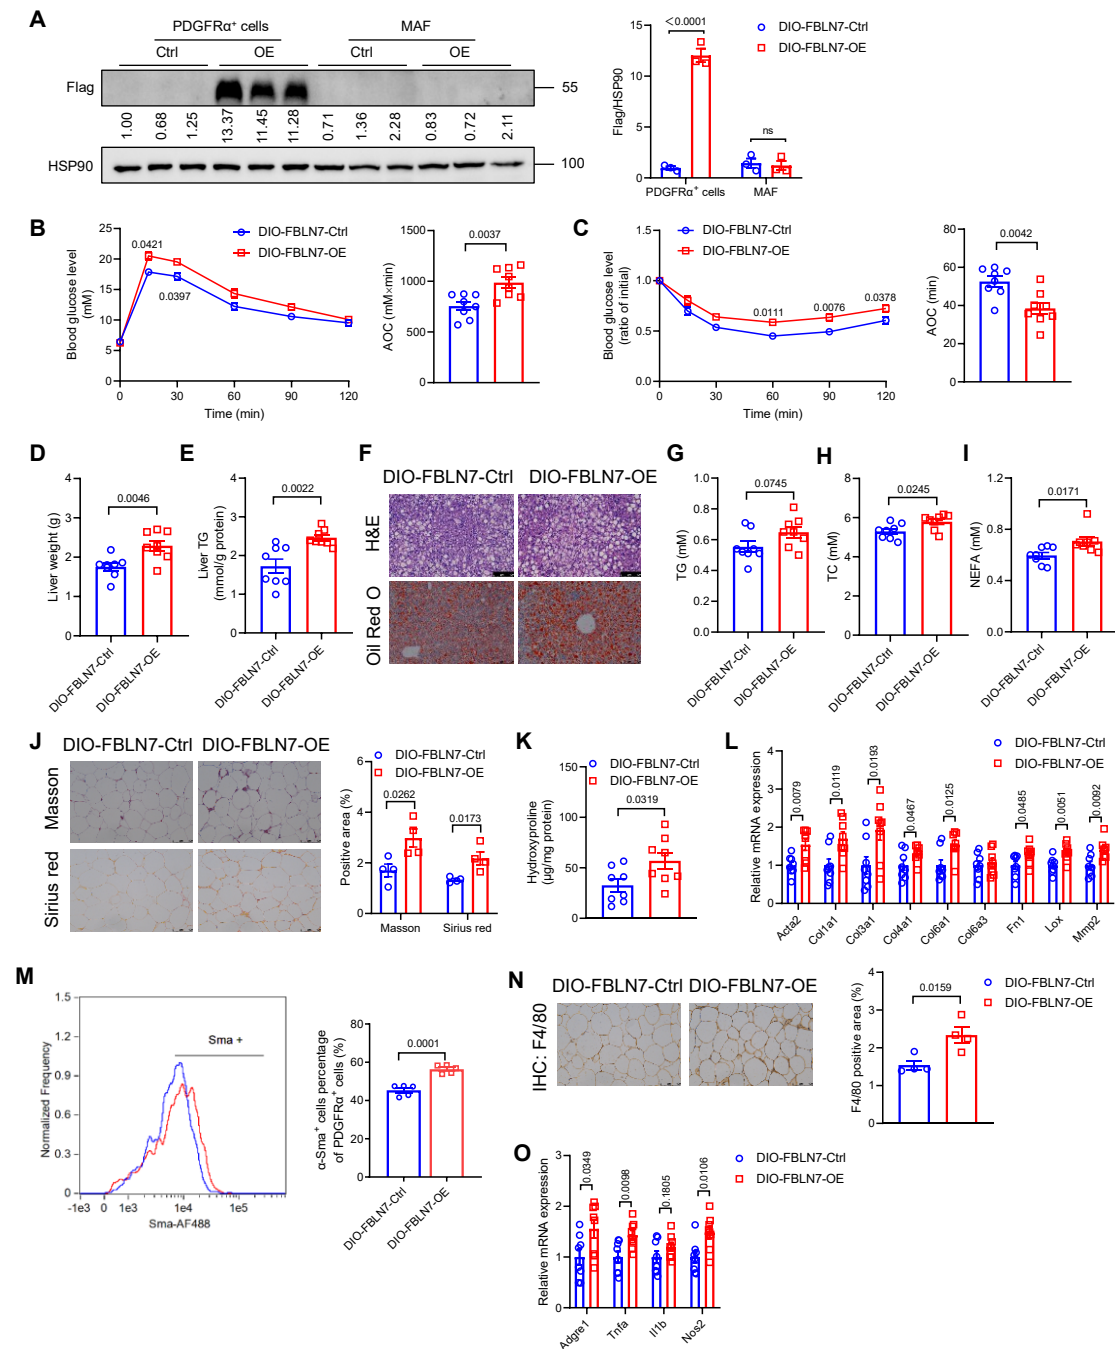

## Supplemental Figure 8. ASPC-specific *FBLN7* overexpression destroys metabolic homeostasis and exacerbates AT fibrosis

At 8 weeks of age, *PDGFRα*-Cre mice received bilateral intra-iWAT injections of AAV-DIO-*FBLN7* virus to generate ASPC-specific *FBLN7* overexpression mice (DIO-*FBLN7*-OE). All mice were fed with HFD for 25 weeks. **(A)** Western blot and quantitative analysis of Flag in progenitor cells and MAF of iWAT ( $n = 3$ ). **(B)** GTT and AOC ( $n = 8$ ). **(C)** ITT and AOC ( $n = 8$ ). **(D)** Liver weight ( $n = 8$ ). **(E)** Quantification of hepatic triglycerides ( $n = 8$ ). **(F)** Representative images of H&E (top) and Oil Red O

(bottom) staining of liver. Scale bars, 100  $\mu$ m. Serum TG (**G**), TC (**H**), and NEFA (**I**) levels ( $n = 8$ ). (**J**) Representative Masson's trichrome and Sirius Red staining images and quantitative analysis of iWAT ( $n = 4$ ). Scale bars, 100  $\mu$ m. (**K**) Hydroxyproline content in iWAT ( $n = 8$ ). (**L**) RT-qPCR indicating the mRNA abundance of pro-fibrosis genes in iWAT ( $n = 8$ ). (**M**) Representative flow cytometry analysis and quantification of Sma<sup>+</sup> cells within PDGFR $\alpha$ <sup>+</sup> cells from iWAT ( $n = 5$ ). (**N**) Representative F4/80 IHC staining and quantitative analysis of iWAT ( $n = 4$ ). Scale bars, 100  $\mu$ m. (**O**) RT-qPCR indicating the mRNA abundance of pro-inflammatory genes in iWAT ( $n = 8$ ).

Data are shown as mean  $\pm$  SEM. Two-tailed Student's t-test was performed for **A-E**, and **G-O**. Two-way ANOVA with Sidak's multiple-comparison test was performed for **B** and **C**.

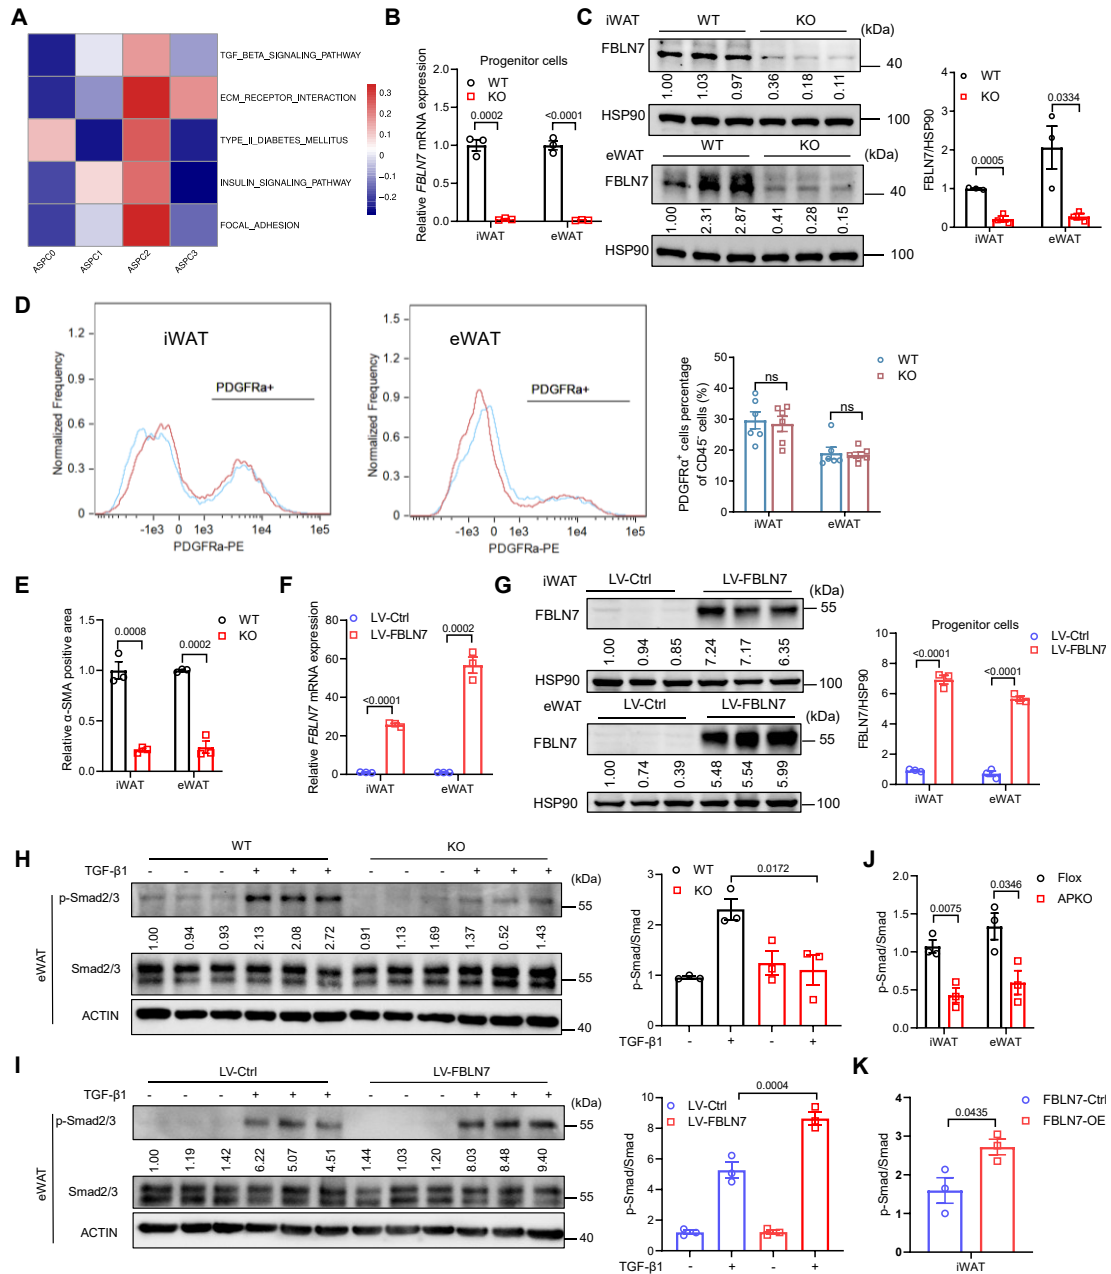

**Supplemental Figure 9. FBLN7 modulates ASCs fibrosis responses in vitro**

(A) Heat-map of KEGG enrichment analysis for ASCs clusters by GSVA. (B) RT-qPCR indicating *FBLN7* mRNA expression in progenitor cells of WAT from WT and KO mice ( $n = 3$ ). (C) Western blot and quantification of FBLN7 in progenitor cells of WAT from WT and KO mice ( $n = 3$ ). (D) Representative flow cytometry analysis and quantification of PDGFR $\alpha^+$  cells within CD45 $^+$  cells from WAT in WT and KO mice ( $n = 6$ ). (E) Quantitative analysis of  $\alpha$ -SMA staining in Figure 5B ( $n = 3$ ). (F) RT-qPCR indicating *FBLN7* mRNA expression in progenitor cells infected with LV-*Ctrl* or LV-

*FBLN7* ( $n = 3$ ). **(G)** Western blot and quantification of FBLN7 in progenitor cells infected with LV-*Ctrl* or LV-*FBLN7* ( $n = 3$ ). Western blot and quantification of p-Smad2/3 and Smad2/3 in eWAT cells from WT and KO mice **(H)** ( $n = 3$ ), and in cells infected with LV-*Ctrl* and LV-*FBLN7* **(I)** ( $n = 3$ ). Quantification of p-Smad2/3 and Smad2/3 in Figure 5G **(J)** ( $n = 3$ ) and Figure 5H **(K)** ( $n = 3$ ).

Data are shown as mean  $\pm$  SEM. Two-tailed Student's t-test was performed for **B-G, J**, and **K**. One-way ANOVA with Tukey's multiple comparison test was performed for **H** and **I**.

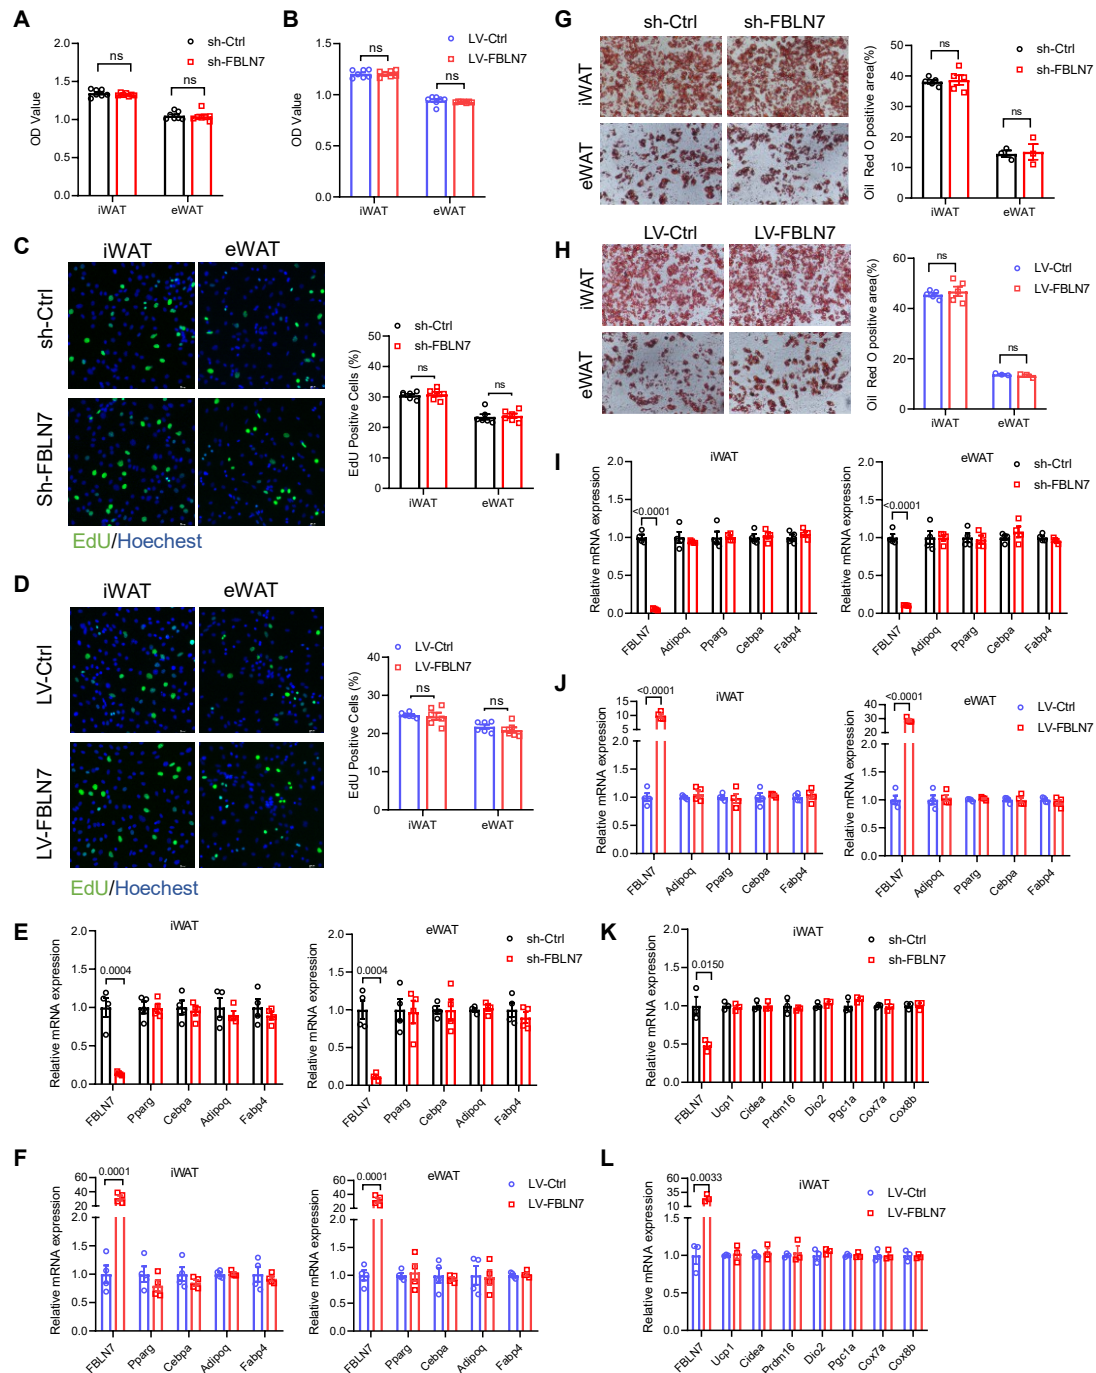

**Supplemental Figure 10. In vitro experiments on differentiated mature adipocytes** CCK8 assay of progenitor cells infected with sh-*Ctrl* or sh-*FBLN7* lentivirus (**A**) ( $n = 7$ ), and cells infected with LV-*Ctrl* or LV-*FBLN7* (**B**) ( $n = 7$ ). Representative image of EdU staining and quantitative analysis in progenitor cells infected with sh-*Ctrl* or sh-*FBLN7* lentivirus (**C**) ( $n = 6$ ), and cells infected with LV-*Ctrl* or LV-*FBLN7* (**D**) ( $n = 6$ ). Progenitor cells were infected with lentivirus to knock down or overexpress *FBLN7*, and then subjected to white adipocyte differentiation tests (**F-H**). RT-qPCR indicating

the mRNA abundance of adipogenic genes in sh-*Ctrl* and sh-*FBLN7* group (**E**) ( $n = 4$ ), and in LV-*Ctrl* and LV-*FBLN7* group (**F**) ( $n = 4$ ). Representative Oil Red O staining images and quantitative analysis in sh-*Ctrl* and sh-*FBLN7* group (**G**) ( $n = 3-5$ ), and in LV-*Ctrl* and LV-*FBLN7* group (**H**) ( $n = 3-5$ ).

Progenitor cells were differentiated into white mature adipocytes, followed by lentivirus-mediated knockdown or overexpression of FBLN7 (**I** and **J**). (**I**) RT-qPCR indicating the mRNA abundance of adipogenic genes in sh-*Ctrl* and sh-*FBLN7* group (**I**) ( $n = 4$ ), and in LV-*Ctrl* and LV-*FBLN7* group (**J**) ( $n = 4$ ).

Progenitor cells were differentiated into beige mature adipocytes, followed by lentivirus-mediated knockdown or overexpression of FBLN7. After 48h of lentivirus infection, cells were treated with 5  $\mu$ M isoproterenol (**K** and **L**). RT-qPCR indicating the mRNA abundance of thermogenic genes in sh-*Ctrl* and sh-*FBLN7* group (**K**) ( $n = 3$ ), and in LV-*Ctrl* and LV-*FBLN7* group (**L**) ( $n = 3$ ).

Data are shown as mean  $\pm$  SEM. *P* values were determined by two-tailed Student's *t*-test.

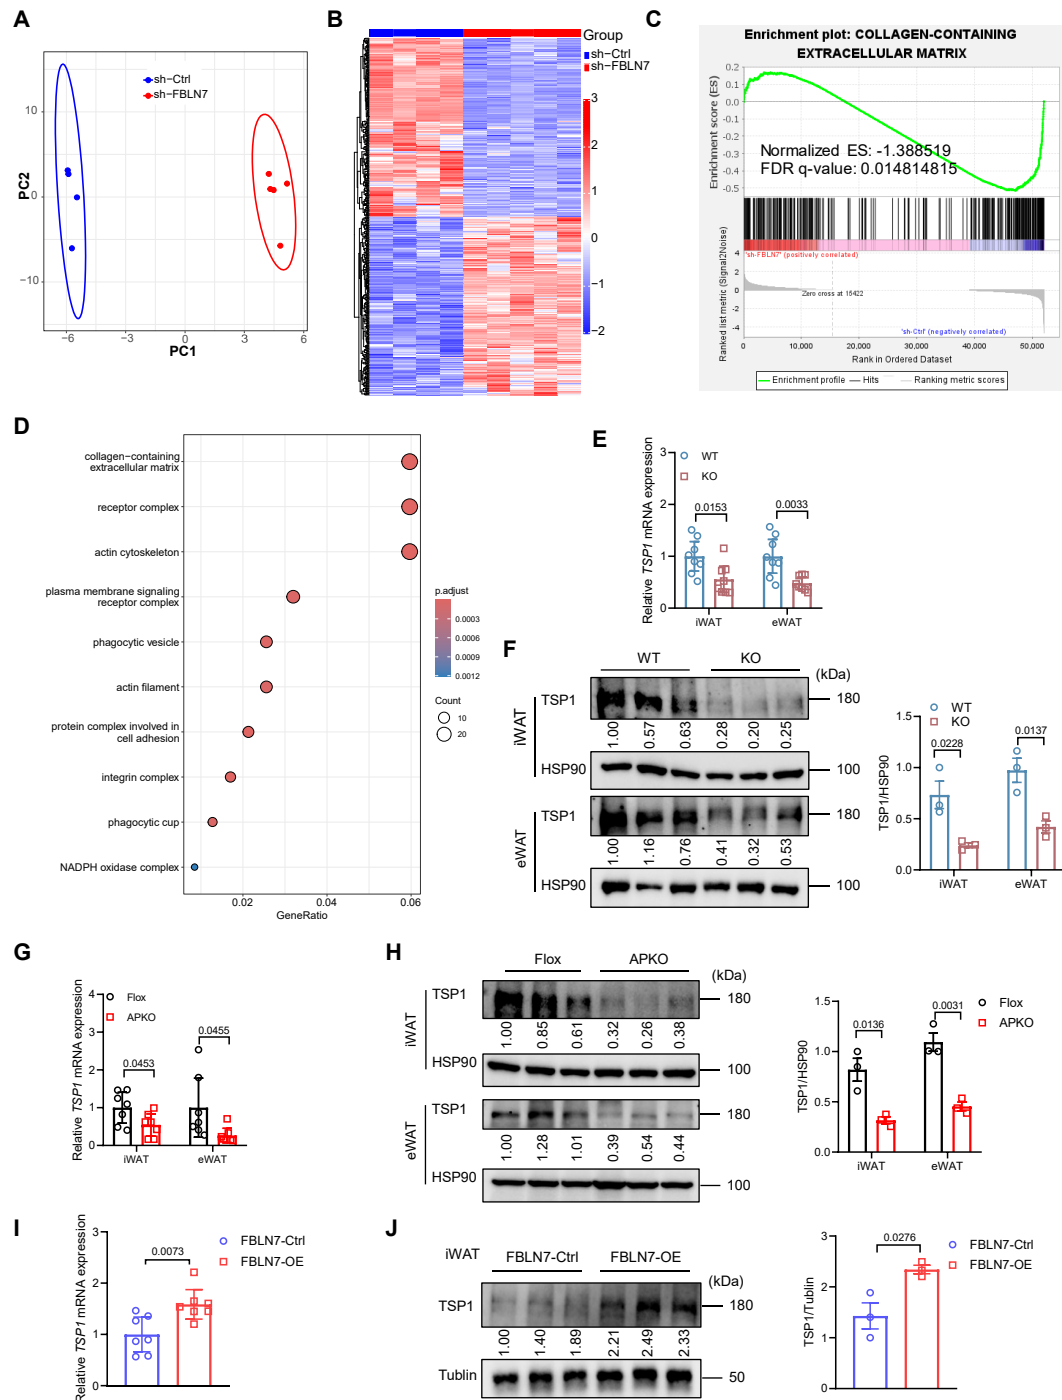

**Supplemental Figure 11. RNA-seq analyses and TSP1 expression in different mouse models**

(A) Principal component analysis of RNA-seq analysis in cells infected with sh-Ctrl ( $n = 4$ ) or sh-FBLN7 ( $n = 5$ ). 

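A principal component analysis of the log2 values, centred and not scaled, gave a first component with 31.1% of the variance and a second with 14.4%. The sh-Ctrl libraries lay between -14.4 and -13.1 on the first component and the sh-FBLN7 libraries between 10.3 and 11.8. On the second component the sh-Ctrl libraries spread from -17.6 to 14.6 and the sh-FBLN7 libraries from -5.92 to 6.10. The share of the first component moved most with a pseudocount of 0.1, to 27.4%.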

(B) Heat-map of expression profiles between the two groups. 

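Reactome pathways with 15 to 500 tested genes were also compared between the sh-FBLN7 and sh-Ctrl groups. Of 649 pathways, 13 were lower in the sh-FBLN7 group with an adjusted p under 0.05 from camera on the limma model and 0 were higher. At an unadjusted p under 0.05, 31 were lower and 30 higher. Extracellular matrix organization was among the 13, with a median log2 fold change of -0.057 over 161 genes (adjusted p = 0.0051 from camera on the limma model). Over its 160 genes without Thbs1, an estimated correlation gave p = 0.066, so that this call did not hold there. Collagen degradation had a median of -0.18 over 37 genes (adjusted p = 9.1e-04 from camera on the limma model). The smallest adjusted p was that of smooth muscle contraction, with a median of -0.23 over 23 genes (adjusted p = 9.2e-07 from camera on the limma model), followed by cholesterol biosynthesis, with -0.24 over 22 genes (adjusted p = 5.6e-06). Of the 24 collagen genes tested, 10 were lower and 3 higher with an adjusted p under 0.05 in limma. Their median was -0.11 (p = 0.0024 from camera on the limma model, p = 0.0021 from fry, and p = 0.282 with an estimated correlation).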

(C) Collagen-containing extracellular matrix pathway for enrichment plots of GSEA comparisons. (D) GO analysis of repressed pathways in sh-FBLN7 compared to

the controls. **(E)** RT-qPCR indicating *TSP1* mRNA expression in WAT of WT and KO mice ( $n = 8$ ). **(F)** Western blot and quantification of TSP1 in WAT of WT and KO mice ( $n = 3$ ). **(G)** RT-qPCR indicating *TSP1* mRNA expression in WAT of Flox and APKO mice ( $n = 7$ ). **(H)** Western blot and quantification of TSP1 in WAT of Flox and APKO mice ( $n = 3$ ). **(I)** RT-qPCR indicating *TSP1* mRNA level in iWAT of *FBLN7*-Ctrl and *FBLN7*-OE mice ( $n = 7$ ). **(J)** Western blot and quantification of TSP1 in iWAT of *FBLN7*-Ctrl and *FBLN7*-OE mice ( $n = 3$ ).

Data are presented as means  $\pm$  SEM. Two-tailed Student's t-tests were performed for **E-J**.

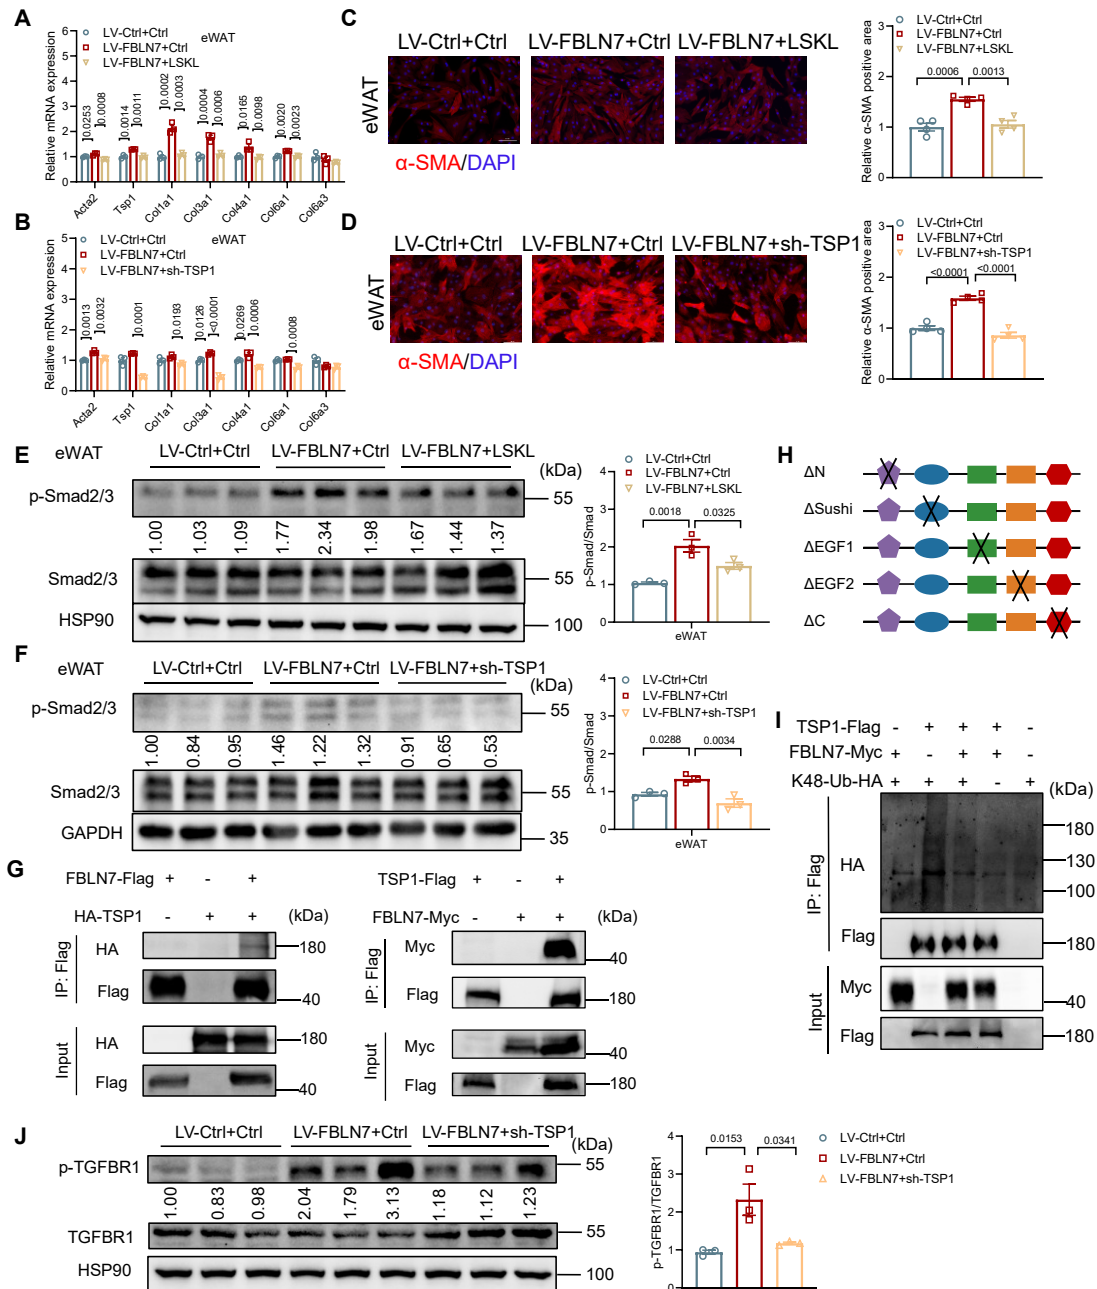

## Supplemental Figure 12. FBLN7 mediates pro-fibrosis signaling via TSP1

RT-qPCR indicating mRNA abundance of pro-fibrosis genes in eWAT cells infected with LV-*Ctrl* or LV-*FBLN7* followed by LSKL treatment (A) ( $n = 3$ ). or TSP1 knockdown via sh-*TSP1* (B) ( $n = 3$ ). Representative immunofluorescence images and quantitative analysis of  $\alpha$ -SMA staining (red) in in LV-*Ctrl* or LV-*FBLN7* eWAT cells after LSKL treatment (C) ( $n = 4$ ), or TSP1 knockdown (D) ( $n = 4$ ). Scale bars, 100  $\mu$ m. Nuclei were stained with DAPI (blue). Scale bars, 100  $\mu$ m. Western blot and quantification of p-Smad2/3 and Smad2/3 in LV-*Ctrl* or LV-*FBLN7* eWAT cells after

LSKL treatment (**E**) ( $n = 3$ ), or TSP1 knockdown (**F**) ( $n = 3$ ). (**G**) Co-IP assay in HEK293T cells between FBLN7 and TSP1. (**H**) Schematic diagram of murine FBLN7 protein and its five deletion mutants. (**I**) HEK293T cells were transfected with TSP1-Flag, FBLN7-Myc, and K48-ubiquitin-HA. Flag immunoprecipitates were analyzed for ubiquitination. (**J**) Western blot and quantification of p-TGFBR1 and TGFBR1 in LV-*Ctrl* or LV-*FBLN7* cells after TSP1 knockdown ( $n = 3$ ).

Data are presented as mean  $\pm$  SEM. One-way ANOVA with Tukey's multiple-comparison test was performed for **A-F**, and **J**.

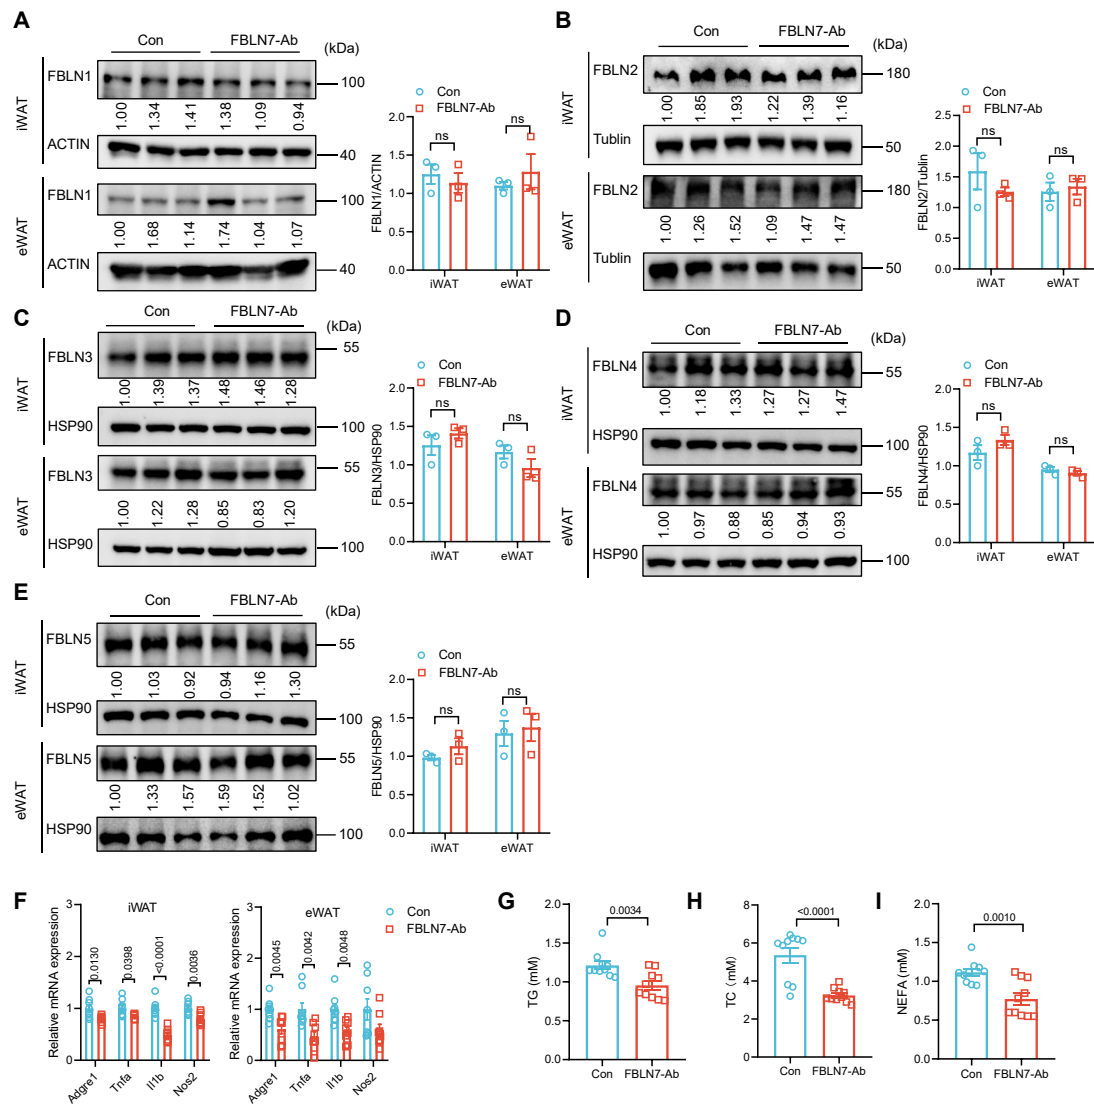

### Supplemental Figure 13. FBLN7 neutralizing antibody alleviates obesity-related AT fibrosis and improves metabolic homeostasis

Data were compared between FBLN7-Con and FBLN7-Ab mice. Western blot and quantification of fibulin proteins in WAT, including FBLN1 (A), FBLN2 (B), FBLN3 (C), FBLN4 (D), and FBLN5 (E) ( $n = 3$ ). (F) RT-qPCR indicating the mRNA abundance of pro-inflammatory genes ( $n = 8$ ). Serum TG (G), TC (H), and NEFA (I) levels ( $n = 10$ ).

Data are presented as mean  $\pm$  SEM. *P* values were determined by unpaired two-tailed Student's *t*-test.

**Supplemental Table 1. Clinical characteristics of participants (cohort 1)**

| <b>Variables</b>                | <b>Normal Weight<br/>(<i>n</i> = 47)</b> | <b>Overweight/Obese<br/>(<i>n</i> = 63)</b> | <b><i>P</i> value</b> |
|---------------------------------|------------------------------------------|---------------------------------------------|-----------------------|
| Sex (men, %)                    | 23.40                                    | 22.22                                       | 0.8837                |
| Age (years)                     | 46.00 ± 12.38                            | 43.60 ± 12.58                               | 0.3263                |
| BMI (kg/m <sup>2</sup> )        | 21.73 ± 1.72                             | 30.39 ± 4.99                                | <b>&lt;0.0001</b>     |
| Fasting plasma glucose (mmol/L) | 4.81 (4.46, 4.98)                        | 5.11 (4.77, 5.88)                           | <b>0.0274</b>         |
| SBP (mmHg)                      | 121.24 ± 11.74                           | 126.66 ± 16.80                              | 0.0669                |
| DBP (mmHg)                      | 78.82 ± 9.00                             | 83.33 ± 13.23                               | 0.0518                |
| Triglyceride (mmol/L)           | 0.86 (0.69, 1.08)                        | 1.70 (1.19, 2.40)                           | <b>&lt;0.0001</b>     |
| Total cholesterol (mmol/L)      | 4.55 (4.07, 5.15)                        | 4.78 (4.21, 5.39)                           | 0.4673                |
| ALT (U/L)                       | 16.00 (14.00, 25.25)                     | 21.00 (16.75, 41.25)                        | 0.0951                |
| AST (U/L)                       | 21.50 (18.00, 26.75)                     | 21.00 (17.75, 30.25)                        | 0.5639                |
| HDL (mmol/L)                    | 1.14 (0.91, 1.39)                        | 1.06 (0.84, 1.17)                           | 0.1260                |
| LDL (mmol/L)                    | 2.57 (2.16, 3.06)                        | 2.83 (2.36, 3.32)                           | 0.6276                |

Normal weight: BMI < 24; Overweight/Obese: BMI ≥ 24

Data are presented as the mean ± SD, median (interquartile range) or percentage

Comparisons are done using two-tailed Student's t-test.

Prior to statistical analysis, non-normally distributed data underwent a log-transformation.

**Supplemental Table 2. Characteristics of subjects with different rs147767836 genotypes (cohort 2)**

| <b>Variables</b>                    | <b>TT (n=10708)</b>       | <b>TA (n=306)</b>      | <b>P value</b> |
|-------------------------------------|---------------------------|------------------------|----------------|
| Sex (men, %)                        | 41.55                     | 37.91                  | 0.2025         |
| Age (years)                         | 56.85 ± 7.10              | 57.07 ± 6.94           | 0.6007         |
| Diabetes (%)                        | 23.83                     | 21.89                  | 0.4325         |
| BMI (kg/m <sup>2</sup> )            | 25.02 ± 3.23              | 25.11 ± 3.22           | 0.6024         |
| HbA1c (%)                           | 5.70 (5.40, 6.00)         | 5.60 (5.40, 5.90)      | 0.0538         |
| Fasting plasma glucose (mmol/L)     | 5.87 (5.46, 6.45)         | 5.78 (5.36, 6.34)      | <b>0.0010</b>  |
| 2h plasma glucose after OGTT (mmol/ | 7.87 (6.42, 10.13)        | 7.49 (6.18, 10.06)     | <b>0.0181</b>  |
| Fasting insulin (mU/L)              | 7.29 (5.12, 10.51)        | 7.09 (4.94, 10.68)     | 0.1512         |
| 2h insulin after OGTT (mU/L)        | 43.81 (26.75, 70.19)      | 45.43 (25.58, 75.42)   | 0.8281         |
| Glucose AUC                         | 1059.15 (938.55, 1230.53) | 1044 (927.53, 1196.70) | <b>0.0280</b>  |
| HOMA-IR                             | 1.96 (1.33, 2.94)         | 1.89 (1.20, 2.85)      | <b>0.0272</b>  |
| HOMA-β                              | 59.90 (41.01, 86.40)      | 62.48 (40.31, 93.99)   | 0.5102         |
| HOMA-ISI                            | 0.51 (0.34, 0.75)         | 0.53 (0.35, 0.83)      | <b>0.0282</b>  |
| Gutt ISI                            | 58.55 (42.20, 78.96)      | 60.93 (43.01, 84.65)   | <b>0.0214</b>  |

Data are presented as the mean ± SD, median (interquartile range) or percentage

Comparisons are done using two-tailed Student's t-test.

Prior to statistical analysis, non-normally distributed data underwent a log-transformation.

**Supplemental Table 3. The list of primers for mouse genotyping**

|                             | Forward primer (5'-3')   | Reverse primer (5'-3')  |
|-----------------------------|--------------------------|-------------------------|
| <i>Fbln7</i> -KO primer     | AAGACATAAACATCAACCTCTGGC | CACATTGCTCTTGCATTTGTGTG |
| <i>Fbln7</i> - Loxp primer1 | ACAGCCTTGCCTCTTGCCTTC    | CCTAAGGACAACCGACACCAGAG |
| <i>Fbln7</i> -Loxp primer2  | GCTAGGACAAGGAACTAGAAGAGG | CATGGATGCCCACAAATGAC    |

**Supplemental Table 4. The list of Assay ID for quantitative RT-PCR analysis (*Homo sapiens*)**

| Genes         | Assay ID      |
|---------------|---------------|
| <i>RPLP0</i>  | Hs00420895_gH |
| <i>FBLN7</i>  | Hs00402230_m1 |
| <i>ACTA2</i>  | Hs00426835_g1 |
| <i>COL1A1</i> | Hs00164004_m1 |

**Supplemental Table 5. The list of primers for quantitative RT-PCR analysis ( *Mus musculus* )**

| <b>Genes</b>  | <b>Forward primer</b>    | <b>Reverse primer</b>    |
|---------------|--------------------------|--------------------------|
| <i>36B4</i>   | TGCCAGGACGCGCTTGT        | GGCCCTGCACTCTCGCTTTC     |
| <i>Fbln7</i>  | GCTCGCACTGAAAGGGAGAT     | GGGACCACATGCATCAACAC     |
| <i>Acta2</i>  | GTCCCAGACATCAGGGAGTAA    | TCGGATACTTCAGCGTCAGGA    |
| <i>Colla1</i> | GTGCTCCTGGTATTGCTGGT     | GGCTCCTCGTTTTCTTCTT      |
| <i>Col3a1</i> | GGGTTTCCCTGGTCCTAAAG     | CCTGGTTTCCCATTCTCTCC     |
| <i>Col4a1</i> | TTAAAGGACTCCAGGGACCAC    | CCCCTGAGCCTGTCACAC       |
| <i>Col6a1</i> | GATGAGGGTGAAGTGGGAGA     | CAGCACGAAGAGGATGTCAA     |
| <i>Col6a3</i> | CAGAACCATTGTTTCTCACT     | AGGACTACACATCTTTTCAC     |
| <i>Fn1</i>    | CTGGGAACATGACCGATTGT     | TTGAGGAACATGGCTTTAGGC    |
| <i>Lox</i>    | AGCTTGCTTTGTGGCCTTCA     | CCACAGCATGGACGAATTCA     |
| <i>Mmp2</i>   | TAACCTGGATGCCGTCGT       | TTCAGGTAATAAGCACCCCTTGAA |
| <i>Mmp12</i>  | ACATTTTCGCTCTCTGCTGATGAC | CAGAAACCTTCAGCCAGAAGAACC |
| <i>Timp1</i>  | TTCCAGTAAGGCCTGTAGC      | TTATGACCAGGTCCGAGTT      |
| <i>Thbs1</i>  | CCATTACAACCCAGCCCAGT     | ACGTAAGTGGCAGTTGTCTCG    |
| <i>Adgre1</i> | CCTTTGGCTATGGGCTTCCA     | AGCAACCTCGTGTCTTGTAG     |
| <i>Tnfa</i>   | GACGTGGAAGTGGCAGAAGAG    | ACCGCCTGGAGTTCTGGAA      |
| <i>Il1b</i>   | TGGACCTTCCAGGATGAGGACA   | GTTTCATCTCGGAGCCTGTAGTG  |
| <i>Nos2</i>   | CCCAGTTGTGCATCGACCTA     | ACCACTCGTACTTGGGATGC     |
| <i>Adipoq</i> | GCACTGGCAAGTTCTACTGCAA   | GTAGGTGAAGAGAACGGCCTTGT  |
| <i>Pparg</i>  | GCATGGTGCCTTCGCTGA       | TGGCATCTCTGTGTCAACCATG   |
| <i>Cebpa</i>  | CAAGAACAGCAACGAGTACCG    | GTCCTGGTCAACTCCAGCAC     |
| <i>Fabp4</i>  | CAGCGTAAATGGGGATTG       | CCGCCATCTAGGGTTATGAT     |
| <i>Ucp1</i>   | ACTGCCACACCTCCAGTCATT    | CTTTGCCTCACTCAGGATTGG    |
| <i>Cidea</i>  | ATCACAAGTGGCTGGTTACG     | TACTACCCGGTGTCCATTCT     |
| <i>Prdm16</i> | GGCGAGGAAGCTAGCCAAA      | GGTCTCCTCCTCGGCACTCT     |
| <i>Dio2</i>   | CAGTGTGGTGCACGTCTCCAATC  | TGAACCAAAGTTGACCACCAG    |
| <i>Pgc1a</i>  | CCCTGCCATTGTAAAGACC      | TGCTGCTGTTCTGTTTTT       |
| <i>Cox7a</i>  | CAGCGTCATGGTCAGTCTGT     | AGAAAACCGTGTGGCAGAGA     |
| <i>Cox8b</i>  | GAACCATGAAGCCAACGACT     | GCGAAGTTCACAGTGGTTCC     |

How the deposited data were processed for this re-analysis (not part of the article)

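RNA from iWAT stromal vascular cells stimulated with TGF-β1, 5 samples with sh-FBLN7 and 4 with sh-Ctrl, was sequenced as paired ends, and the authors deposited the FPKM of each gene in each library. The paper's text names RSeQC for the quality of the reads and RankProd for the differential expression, and does not name the aligner, the quantifier or the genome build of this experiment. The groups and replicates were taken from the sample labels and the figure legends. Symbols, coordinates and 3' UTRs were taken from GENCODE M21 on GRCm38, in which 181 of the 55335 genes had no symbol.

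The FPKM were not rescaled. They were taken as log2(FPKM + 1), genes with a mean of at least 0.5 FPKM over the 9 libraries were kept, and the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera, with a preset correlation of 0.01, and again with fry and with an estimated correlation. The ECM, macrophage, TGF-beta target, interferon, adipocyte, proliferation and endothelial lists and the genes of Fig. 6A were fixed before the data were examined. The ERK feedback list and the SRF target list were written after the genes with the smallest p had been seen, and leave out the genes already seen. Of the ECM list, 9 genes are also in Fig. 6A and 2 in the TGF-beta target list. The Reactome pathways were those of fgsea 1.28.0. Rank products were computed by a separate implementation of the method the paper names. Genes below the filter were compared by exact two-sided permutation tests over the 126 splits of the libraries.

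The genes named are those the paper names for this experiment or as RT-qPCR markers, the fibulins and thrombospondins, members of the lists, and the 5 lower and 5 higher genes with the smallest p and with the largest change among called genes whose groups did not overlap. Tm7sf3 and Palld fall outside this rule and were chosen after their values were seen.

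For each of 11043 genes, the longest annotated 3' UTR of at least 50 bases was searched for words of 7 bases. For each of the 16212 words tested, a z compared the log2 fold change of genes with and without it, after removal of a trend on the length and GC content of the 3' UTR. The search was repeated in 100 permutations of the genes, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

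The steps were tested on simulated data. Of 200 among 13185 genes changed by 0.5 on the log2 scale, limma called 154 (77%) in the planted direction, together with 9 unchanged genes. Among 11043 genes, a word whose genes were lowered by 0.1 was found as the lowest word. That word lay in many more genes than the 218 with GTCGGAA, so that the search was not tested for a word of that size. The depth is an estimate and rests on the lengths of that annotation. Genes with few fragments, such as Fbln7, are limited by it. Alternatives were another pseudocount, other filters and scalings, library weights, the replicate number as a block, rank products, a stricter threshold, removal of a GC and length trend, and the omission of each library in turn. The scRNA-seq, RT-qPCR and mouse tissue data of the paper were not analysed here.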

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

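The test of depth and the test of the ERK feedback list were chosen only after the result was seen.

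In 8 of 94 groups of values, 1 library lay far from the others, measured as its gap to the nearest library over the range of the group. Chance gives about 4.7 such groups. The ratio was 1 for Fbln7 in sh-FBLN7 replicate 2, the only library of its group above 0, with an estimated 3.00 fragments. It was 0.735 for C3 in sh-FBLN7 replicate 4 (4.93 FPKM against 4.11 to 4.33 in the others) and 0.833 for Lpin3 in sh-Ctrl replicate 4 (5.73 FPKM against 5.43 to 5.48). In sh-FBLN7 replicate 5 it was 0.717 for Mmp14 (149 FPKM against 140 to 142) and 0.732 for Col4a2 (121 FPKM against 115 to 117). It was 0.940 for Col4a1 in sh-Ctrl replicate 1 (130 FPKM against 148 to 149) and 0.860 for Itgb2 in sh-Ctrl replicate 2 (3.29 FPKM against 4.10 to 4.23). For the mean log2 value of the endothelial list it was 0.863 in sh-Ctrl replicate 1 (1.28 against 1.36 to 1.37). With each library left out in turn, the direction of these 7 genes stayed as it was. The design names no difference between the libraries of a group, and no biological explanation was tested.

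The paper does not discuss the genes that were higher in the sh-FBLN7 group by the smallest p or the largest change. Their log2 fold changes were 1.10 for Sema7a, 1.25 for Il11, 1.70 for Kcnk12, 0.75 for Dusp4, 0.74 for Lpin3, 1.36 for Hmga2, 1.31 for Lgr6 and 1.26 for Prr9. The 8 genes were picked among called genes whose groups did not overlap. That choice fixed their exact two-sided permutation test (p = 0.0159 each), which is no further evidence. The overlap of the estimated depths (exact permutation test, p = 0.365) argues against a difference in depth. A bias of GC content and length is argued against by the 96.6% of all calls that stayed past the threshold in the same direction with that trend removed. Of the interferon list, 0 of 15 genes were higher with an adjusted p under 0.05 in limma, and 0 at an unadjusted p under 0.05. This argues against a large difference in interferon response between the lentiviruses. A smaller one is not excluded, since the standard errors of these genes ran from 0.085 for Ifit2 to 0.42 for Isg15. The median over all genes tested was 0.065. Stronger ERK feedback signalling remains as a hypothesis, since 16 of the 18 tested genes of the ERK feedback list, which leaves Dusp4 out, were higher in direction, with a median log2 fold change of 0.29. Whether the lower Fbln7 or another effect of the sh-FBLN7 or the sh-Ctrl hairpin raised these genes was not tested.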

How the results depend on the processing

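The removal of a GC and length trend, rank products without a filter, the pairs of pseudocount and filter for the 1.5-fold number and the stricter threshold by direction were chosen after seeing the data, and the other alternatives before the data were examined.

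Of 1419 alternative values over 80 results, 1310 kept their direction and side of the threshold, or their range. Thbs1 stayed between -1.74 and -1.67 under the alternatives other than the omission of a library. The ECM list kept its direction in each alternative and, with the preset correlation, its p from camera under the threshold (with an estimated correlation p was 0.177), with medians from -0.12 to -0.07 across the 9 fits that each left out 1 library, and the macrophage list lay from -1.40 to -1.18 across them.

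With the replicate number as a block, 1240 genes were called, 676 lower and 564 higher, and 50.0% of the 2393 calls were shared. In this fit sh-FBLN7 replicate 5 has no sh-Ctrl partner and adds nothing to the fold changes. Those of Col14a1 (-0.24) and Thbs3 (0.20) equal the values without that library. The replicate numbers do not pair the samples, since the deviations of libraries with the same number had correlations of -0.081, -0.0068, -0.0022 and 0.017. Rank products called 541 genes, 254 lower and 287 higher, and 8 of the Fig. 6A genes, and without a filter 956, 418, 538 and 9. An adjusted p under 0.01 left 1250 genes, 671 lower and 579 higher, by its construction. Across the 9 fits that each left out 1 library, 1936 to 2456 genes were called. With a GC and length trend removed, 2862 genes were called, 1369 lower and 1493 higher, so that the higher genes outnumbered the lower ones. At 1.5-fold, where 267 genes were called, a pseudocount of 0.1 gave 485 and rescaling to 1000000 gave 425. A pseudocount of 0.1 gave 655 without a filter and 693 with a mean of at least 0.1 FPKM. A pseudocount of 0.01 gave 679 and 705 with these filters and 521 with the filter at 0.5. The cause was not tested.

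The share of principal component 1, 31.1%, was 27.4% with a pseudocount of 0.1, 28.0% without a filter, 32.2% with a mean of at least 2 FPKM, 28.7% after rescaling, and 32.1% to 33.3% with 1 library left out. The adipocyte list, with 6 tested genes, was at 0.0054 without a filter and at -0.17 with a mean of at least 2 FPKM, and its p from camera ran from 0.0143 with that filter to 0.378. With 1 library left out it lay from -0.18 to -0.082, and this p was under 0.05 without sh-Ctrl replicate 1 (0.0294, median -0.18) and without sh-FBLN7 replicate 2 (0.0386, median -0.14). The interferon list lay from -0.065 to 0.11 with 1 library left out and at 0.011 with the trend removed. Its median was 0.055, 0.041 and 0.020 without sh-FBLN7 replicates 1, 2 and 3 and 0.11 without sh-Ctrl replicate 1, and it passed the threshold in no alternative. The TGF-beta target list was at 0.0081 with the trend removed. Fbln2 was at 0.0011 after rescaling, 0.022 after quantile normalization, 0.0066 with the trend removed and -0.043 to 0.017 with 1 library left out, above 0 without sh-FBLN7 replicate 2 or 3 or sh-Ctrl replicate 1, 3 or 4. Efemp2 was at 0.0036 with the trend removed and -0.083 to 0.021 with 1 library left out, above 0 without sh-FBLN7 replicate 1 or 4 or sh-Ctrl replicate 4. Col1a2 was at 0.21 after quantile normalization, 1.3e-04 with the trend removed and -0.029 to 0.0090 with 1 library left out, above 0 without sh-FBLN7 replicate 3 or sh-Ctrl replicate 3 or 4. For all of these, the cause was not tested. Among the values of single genes that kept their direction, 29 no longer passed the threshold and 9 newly did. Col1a2 after quantile normalization also newly passed it, with its direction reversed.

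Depth limits Fbln7, for which the sh-FBLN7 libraries hold at most an estimated 3.00 fragments.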

Differences from the paper's values

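The paper reports 864 DEGs, where limma called 2393. With the replicate number as a block the number was 1240, and with an adjusted p under 0.01 it was 1250, both within 1.5 times of the paper's, while the other alternatives set before the data were examined, rank products with 541 genes among them, were not. The paper reports 501 downregulated genes, where limma called 1223. The replicate block gave 676, within 1.5 times of the paper's, and none of the other alternatives set before the data were examined came as close. The block fit takes no fold change from sh-FBLN7 replicate 5, which has no sh-Ctrl partner. Several settings chosen after seeing the values also came within 1.5 times of the paper's numbers. These were rank products without a filter (956 genes, 418 lower), an adjusted p under 0.01 for the lower genes (671), and the numbers at 1.5-fold with a pseudocount of 0.1 and no filter (655, 375 lower) or a mean of at least 0.1 FPKM (693, 373 lower) and with a pseudocount of 0.01 and the same filters (679, 386 lower, and 705, 374 lower). Rank products called more genes higher than lower, both with the filter (287 and 254) and without it (538 and 418), the opposite order to the paper's.

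Fig. 6A shows its genes as lower in the sh-FBLN7 group. Lox (-0.11, adjusted p = 0.054 from limma), Pcolce (-0.13, adjusted p = 0.103) and Col5a2 (-0.06, adjusted p = 0.235) were lower in direction and did not pass the threshold. Lox passed it with a mean of at least 2 FPKM, median-of-ratios scaling, quantile normalization, library weights, without sh-Ctrl replicate 4 and, in a setting chosen after seeing the values, with a GC and length trend removed. Pcolce passed it with quantile normalization and without sh-Ctrl replicate 2. Col5a2 passed it in none of the alternatives.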

Other observations

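The tests of the ERK feedback and SRF target lists, the form of the test for unequal factors of the macrophage genes, the exclusions of overlapping words and of words with 5 shared bases, and the splits of the libraries for results other than the number of genes called were chosen only after the result was seen.

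Of the 126 splits of the libraries into groups of 5 and 4, 100 were drawn, the real one included. The real split was the only 1 of 100 with as many genes called by limma and the only 1 of 100 with as many at 1.5-fold. The other splits called at most 3 genes. It was also the only 1 of 100 with as many Fig. 6A genes called in one direction, which decides nothing if these genes were chosen for being lower in these libraries. For the ECM list, 13 of 100 splits gave a p from camera as small as the real one, so that its p does not set the real split apart from other splits of these libraries. Splits that exchange few libraries keep part of the real contrast. In the others of these 13, the macrophage list had a p from camera between 1.7e-14 and 0.0664. Some therefore kept much of the contrast and others little.

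All 13 tested genes of the 22 in the macrophage list were lower with an adjusted p under 0.05 in limma. Their median log2 fold change was -1.29, or -2.12 as a ratio of FPKM with genes at the floor set to it (p = 5.9e-21 from camera on the limma model, p = 1.7e-09 from fry and p = 2.0e-04 with an estimated correlation), and the real split was the only 1 of 100 with a p as small. Lyz2, the most abundant of those with a mean of at least 2 FPKM, went from 68.2 ± 3.66 FPKM (SD, n = 4) to 17.4 ± 2.53 FPKM (SD, n = 5), and Ctss from 8.69 ± 0.844 FPKM (SD, n = 4) to 3.37 ± 1.05 FPKM (SD, n = 5). The paper does not report these genes for this experiment. Fewer macrophages in the sh-FBLN7 cultures could lower them all by a similar factor. Among the 5 genes with a mean of at least 2 FPKM, 25.6% to 41.5% of the sh-Ctrl level was left, and the factors differed (exact permutation test on log2(FPKM + 0.1), p = 0.0238). This argues against an equal loss as the whole cause. Expression of some of these genes by other cells of the cultures, or a change of state of the macrophages, stays open and was not tested. A lower share of macrophages would leave the collagens of progenitor cells level or higher, and 10 collagens were lower (3 higher) in limma. This argues against a lower share of macrophages by itself as the cause of the lower collagens. Whether fewer macrophages changed the expression of collagens in other cells was not tested. As a set, the collagens had p = 0.0024 from camera with the preset correlation and p = 0.282 with an estimated correlation. Some Fig. 6A genes fell as far as macrophage genes: Mmp12 (14.2% of the sh-Ctrl level left), Itgb2 (37.3%) and Itgax (7.32%). Others, such as Acta2 (62.1%), fell less. For Mmp12, Itgb2 and Itgax, fewer macrophages stays open as a cause.

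The TGF-beta target list had a median of -0.01 over 20 genes (p = 0.714 from camera on the limma model, p = 0.0244 from fry and p = 0.766 with an estimated correlation), with 4 genes lower and 5 higher in limma. From camera on the limma model, p was 0.798 for the interferon list (median -0.0032), 0.0584 for the adipocyte list (-0.11), 0.748 for the proliferation list (0.031) and 0.634 for the endothelial list (0.075), of which 3 genes were tested. With fry, p was 0.933, 1.7e-04, 0.747 and 0.133 for these lists in the same order, and with an estimated correlation 0.937, 0.0936, 0.820 and 0.649, so that the adipocyte list, with 2 genes lower and 0 higher in limma (2 and 1 at an unadjusted p under 0.05), passed 0.05 with fry and, over all libraries with the 0.5 FPKM filter, not with the preset or the estimated correlation.

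Genes of the actin cytoskeleton were lower. The SRF target list had a median of -0.12, with 16 of 20 genes lower in direction (p = 6.3e-06 from camera on the limma model, p = 2.4e-05 from fry, p = 0.0298 with an estimated correlation). The real split was the only 1 of 100 with a p from camera as small, but another reached 1.1e-05. Splits that exchange few libraries keep part of the real contrast, so that this comparison cannot decide. The ERK feedback list had a median of 0.29, with 16 of 18 genes higher (p = 1.7e-09 from camera on the limma model, p = 1.1e-08 from fry, p = 3.3e-04 with an estimated correlation), and 1 of 100 splits, the real one, gave a p from camera as small, against 6.5e-08 for the next. Less actin and SRF target expression and stronger ERK feedback signalling are hypotheses, found and tested on the same libraries.

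A hairpin can repress other mRNAs through a match of its seed in their 3' UTRs. Of all 7-base words, GTCGGAA had the lowest z, -12.39, against -4.77 for the lowest in 100 permutations of the genes. Of the 10 lowest words, 5 overlap it by 6 bases and 9 hold its first 5 bases, GTCGG. It ranked 1 both in replicates 1 and 2 (z -10.4) and in the remaining libraries (z -12.1), and with z from -12.5 to -12.0 under other settings. Of the 218 genes with the word, 36.2% were lower and 3.67% higher with an adjusted p under 0.05 in limma, against 9.66% and 9.78% of the 8560 genes without GTCGG. Among the splits, the real one had the largest absolute z over all words (1 of 100), but another reached 12.3. The z is scaled by the spread of each split's fold changes. Splits that exchange few libraries keep part of the real contrast, so that this comparison cannot decide. At the other end, GTGTCAC had a z of 5.78 against 4.81 in the permutations, and lies in 0 of the Fbln7 transcripts. The paper's text does not give the sequence of the sh-Ctrl lentivirus, and GTGTCAC was not compared with it. Whether GTGTCAC marks an effect of the sh-Ctrl hairpin therefore stays open.

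GTCGGAA lies in 2 of 2 annotated Fbln7 transcripts, at 128895511 to 128895517 of chromosome 2 on GRCm38, in the coding sequence of exon 9 of 9 (ACGTAGACATGTCGGAATACCTGGAGC), whereas 6.27% of 1530 transcripts of similar length hold it. A candidate explanation is that the sh-FBLN7 hairpin is directed at this site and represses other mRNAs through the word. The paper's text does not give the hairpin's sequence, and the word was not compared with it. Of 179 words with the same bases and as many CG steps in another order, the lowest z was -8.81, short of -12.39 but past -4.77. That word, AGTCGGA, shares GTCGGA with GTCGGAA. With words that overlap it by 6 bases left out, the lowest z was -5.43, for AAGTCGG, which holds GTCGG. The median z of the 179 words was -0.059, and 3 were past -4.77. Of the 169 that share no 5 bases in a row with GTCGGAA, 0 were past it, and the lowest z was -3.24. This argues against a general effect of base composition.

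Thbs1 holds GTCGGAA in its 3' UTR, as do Gpat4, Tm7sf3 and Palld among the 20 lower genes with the smallest p and a 3' UTR. The word may contribute to the fall of Thbs1 in these cultures (z -12.39), apart from any effect of the loss of FBLN7, and these libraries do not separate the 2. The median log2 fold change of genes with the word was -0.12. Direct repression through the word in 3' UTRs is argued against as the whole cause of the lower genes by 827 of them without GTCGG in their 3' UTR. Indirect effects of the genes that it lowers were not tested and stay open for these 827 genes. None of the 18 tested Fig. 6A genes or the 13 macrophage genes holds the word or its first 6 bases. In the ECM list 0 of 85 genes hold the word and 2, Cilp and Col18a1, its first 6 bases. The tissues of knockout and overexpressing mice, in which the paper measured TSP1 (Fig. S11E–J), were not analysed here.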
